# Integration of genome-wide association studies, metabolomics, and transcriptomics reveals phenolic acid- and flavonoid-associated genes and their regulatory elements under drought stress in rapeseed flowers

**DOI:** 10.3389/fpls.2023.1249142

**Published:** 2024-01-11

**Authors:** Maryam Salami, Bahram Heidari, Jacqueline Batley, Jin Wang, Xiao-Li Tan, Christopher Richards, Helin Tan

**Keywords:** *Brassica napus* L., candidate gene, GWAS, haplotype, phytochemicals, SNP, transcriptomic

## Abstract

**Introduction:**

Biochemical and metabolic processes help plants tolerate the adverse effects of drought. In plants accumulating bioactive compounds, understanding the genetic control of the biosynthesis of biochemical pathways helps the discovery of candidate gene (CG)–metabolite relationships.

**Methods:**

The metabolic profile of flowers in 119 rapeseed (*Brassica napus*) accessions was assessed over two irrigation treatments, one a well-watered (WW) condition and the other a drought stress (DS) regime. We integrated information gained from 52,157 single-nucleotide polymorphism (SNP) markers, metabolites, and transcriptomes to identify linked SNPs and CGs responsible for the genetic control of flower phenolic compounds and regulatory elements.

**Results:**

In a genome-wide association study (GWAS), of the SNPs tested, 29,310 SNPs were qualified to assess the population structure and linkage disequilibrium (LD), of which several SNPs for radical scavenging activity (RSA) and total flavanol content (TFLC) were common between the two irrigation conditions and pleiotropic SNPs were found for chlorogenic and coumaric acids content. The principal component analysis (PCA) and stepwise regression showed that chlorogenic acid and epicatechin in WW and myricetin in DS conditions were the most important components for RSA. The hierarchical cluster analysis (HCA) showed that vanillic acid, myricetin, gallic acid, and catechin were closely associated in both irrigation conditions. Analysis of GWAS showed that 60 CGs were identified, of which 18 were involved in stress-induced pathways, phenylpropanoid pathway, and flavonoid modifications. Of the CGs, *PAL1*, *CHI*, *UGT89B1*, *FLS3*, *CCR1*, and *CYP75B137* contributed to flavonoid biosynthetic pathways. The results of RNA sequencing (RNA-seq) revealed that the transcript levels of *PAL*, *CHI*, and *CYP75B137* known as early flavonoid biosynthesis-related genes and *FLS3*, *CCR1*, and *UGT89B1* related to the later stages were increased during drought conditions. The transcription factors (TFs) *NAC035* and *ERF119* related to flavonoids and phenolic acids were upregulated under drought conditions.

**Discussion:**

These findings expand our knowledge on the response mechanisms to DS, particularly regarding the regulation of key phenolic biosynthetic genes in rapeseed. Our data also provided specific linked SNPs for marker-assisted selection (MAS) programs and CGs as resources toward realizing metabolomics-associated breeding of rapeseed.

## Introduction

*Brassica napus* L. (2n = 4x = 38, AACC), commonly known as rapeseed or canola, is the most important oil crop of the *Brassica* genus and is widely grown globally (Chalhoub et al., 2014). *B*. *napus* with high oil (~50%) and protein (~25%) contents is used as fodder and human food. The leaves and flowers of rapeseed are edible and can be used for therapeutic purposes due to their diuretic, anti-scurvy, and anti-inflammatory activities (Raboanatahiry et al., 2021). Furthermore, rapeseed is rich in both nutritional and non-nutritional antioxidants and accumulates phenols, hydroxybenzoic acids, hydroxycinnamic acids, and flavonoids (flavanols, flavones, flavanones, isoflavones, and anthocyanins) at a rate of 10–30 times higher than other oilseeds (Shao et al., 2014). The growing interest in edible flowers is motivated not only by their decorative and nutraceutical properties but also because of the desire for new flavors and new opportunities for food innovation. The antioxidant power of flowers derives from their richness in generic phenolic compounds (Mikolajczak et al., 2020). Phenolic compounds (phenolic acids and flavonoids) are substantial groups of plant secondary metabolites known as markers for biotic and abiotic stress tolerance (Sharma et al., 2019). Phenolic contents and compounds and phenolic oxidizing enzymes are strongly associated with food quality (Tomas-Barberan and Espin, 2001).

The biosynthesis of flavonoids is regulated by various signaling molecules, biosynthetic enzymes, transcription factors (TFs), and phytohormonal regulators (Li et al., 2013). The flavonoid biosynthetic-related genes at early steps including the key enzymes chalcone synthase (CHS), chalcone isomerase (CHI), flavanone 3-hydroxylase (F3H), flavonoid 3′-hydroxylase (F3′H), and flavonoid 3′,5′-hydroxylase (F3′5′H) are responsible for producing common precursors (Zhao, 2015). Then, the later-step biosynthetic enzymes dihydroflavonol-4-reductase (DFR), flavonol synthase (FLS), leucoanthocyanidin reductase (LAR), leucoanthocyanidin dioxygenase (LDOX), anthocyanidin reductase (ANR), and UDP-glucose:flavonoid 3-O-glucosyltransferase (UFGT) catalyze the formation of anthocyanin and other flavonoid end products (flavonols and flavones) and phenolic acid (Han et al., 2012). Besides the effects of genes, environmental factors affect flavonoid accumulation and expression of the flavonoid pathway genes that shows the need for the evaluation of a germplasm under different environmental conditions (Ahmed et al., 2021).

Most parts of Iran’s agricultural areas suffer from water scarcity due to low rainfall and poor irrigation systems, which are coincident with flowering and seed filling of rapeseed (Kalantarahmadi and Shoushi Dezfouli, 2021). It has been shown that rapeseed is more sensitive to water stress at the flowering and seed-forming stages (Elferjani and Soolanayakanahally, 2018). Abiotic stress such as drought affects the accumulation of phenolic compounds in plants (Gómez-Caravaca et al., 2012). Drought stress (DS) triggers the accumulation of reactive oxygen species (ROS) that can initiate lipid peroxidation, chlorophyll and betalain bleaching, and protein oxidation (Li et al., 2022). In response to the adverse effects of environmental conditions, plants produce a series of enzymatic and nonenzymatic defense systems for scavenging and detoxifying ROS, resulting in an enhanced antioxidant defense capacity (Huang et al., 2019; Farooq et al., 2021). Nonenzymatic antioxidants comprising of ascorbic acid, carotenoids, phenolic, and flavonoids have a protective role against the production of ROS in plants (Zhang et al., 2019).

Genetic analysis of drought-adaptive traits helps to identify the most important genes involved in networks and pathways for use in marker-assisted selection (MAS) programs and cultivar development under variable environmental conditions. Drought tolerance is a complex trait regulated by several minor and/or major effects quantitative trait loci (QTL) (Maazou et al., 2016). In rapeseed, a genome-wide association study (GWAS) has been used for genetic analysis of a range of traits such as plant height and primary branch number (Li et al., 2016), time of flowering (Xu et al., 2016), seed coat color (Wang et al., 2017), blackleg disease (Fikere et al., 2020), and oil content (Pal et al., 2021). However, only a few studies have analyzed the use of GWAS to dissect the genetics of drought tolerance-related traits in rapeseed, many of which have been based on low-marker density maps that may not be able to capture the diversity of drought tolerance mechanisms. Zhang et al. (2015) analyzed 66 rapeseed accessions under drought conditions and identified 16 single-nucleotide polymorphisms (SNPs) significantly associated with water stress-related responses. Recently, Shahzad et al. (2021) identified 139 SNPs associated with the water loss ratio using GWAS in 264 rapeseed accessions at the full-bloom stage, of which four were related to putative candidate genes (CGs) involved in drought tolerance in rapeseed.

The genetic basis of the phenolic compounds in response to DS and associated CGs has not yet been characterized in rapeseed germplasm under DS conditions. Rapeseed flowers have nutritional and industrial benefits, but this organ and the flowering stage are vulnerable to drought and, therefore, to seed production. In this study, our aim was to first assess the relation of flower polyphenols and drought tolerance and then identify linked markers/genes to find drought tolerance by selecting high-polyphenol varieties in rapeseed. First, we investigated the effects of irrigation regimes on phytochemical traits and polyphenols and induction of gene regulatory elements. Then, a GWAS analysis was conducted in the well-watered (WW) and DS conditions to assess the genomic architecture of the phytochemical traits and polyphenols. The RNA sequencing (RNA-seq) trial was performed in order to validate genes associated with the linked SNPs and identify key CGs involved in the regulatory pathway of phenolics. Differentially expressed genes (DEGs) between contrasting phenotypes (high- vs. low-phenolic content varieties) were identified and compared with genes underlying the genomic region (GR) of SNPs identified for the tested traits. Our intent was to identify key regulatory genes in phenolic biosynthetic pathways and provide better insight into the genetic basis underlying the establishment of high-phenolic compound varieties showing drought tolerance in rapeseed.

## Materials and methods

### Field experimental conditions

The plant materials consisted of 119 rapeseed genotypes including inbred lines, hybrids, and commercial cultivars (**Supplementary Table S1**). The seeds of the genotypes were sown in 11 × 11 lattice experimental design with three replications. Experimental plots were composed of four 1-m-long rows, each with 25 plants in 4-cm spaces. The experiments were performed under two irrigation treatments, one a WW condition and the other a DS treatment at the Research Farm of Plant Production and Genetics, Shiraz, Iran. The seeds were sown on 17 September 2020 in a silty loam soil. Information on macronutrient and micronutrient elements of soil is shown in **Supplementary Table S2**. Fertilizers were applied at rates of 250 kg N ha^−1^, 100 kg P_2_O_5_ ha^−1^, and 100 kg K_2_SO_4_ ha^−1^. Nitrogen fertilizer was added to the soil prior to sowing, at the time of rosette leaf stage, and at the beginning of flowering. In the WW condition, irrigation was carried out until seed physiological maturity at the time when no further increase in seed weight occurred. In the DS treatment, irrigation was carried out until 50% pod development stage. The weather data during the growing season show that rainfall did not occur during implementation of the DS period (**Supplementary Figure S1**).

### Sampling and preparation of the extracts

In a study, the results showed that the flower accumulates the highest polyphenols and antioxidant activity compared with leaves and seeds (Salami et al., 2023), which supported the results of the study by Khan et al. (2021). Four weeks after ceasing irrigation in the drought treatment and at the end of flowering, 10 flower samples were cut from five main plants in both irrigation regimes, snap frozen in liquid nitrogen, and stored at -80°C. The flower samples were homogenized with 80% methanol of 1:2 (w/v) at 4°C. The homogenization was sonicated for 10 min and mixed at 15 rpm on a tube rotator. Homogenized samples were immediately placed on a stirrer at room temperature for 2 h and centrifuged at 10,000 g for 20 min. Supernatants in triplicate were collected for further analyses (Samec et al., 2011).

### Biochemical assays

Total phenolic content (TPC) was quantified as described by Sarker and Oba (2018). Fifty microliters of the extract was mixed with 1 mL of Folin–Ciocalteu phenol reagent. Then, 1 mL of 10% sodium carbonate solution was added to the mixture and shaken thoroughly. The mixture was left for 30 min, and the blue color formed was measured at 760 nm wavelength using a spectrophotometer. A regression equation for the calibration curve (y = 0.0095 x - 0.113, *R^2 ^* = 1) of gallic acid was used, and the data were presented as μg gallic acid equivalent (GAE) g^−1^ dry weight (DW).

Total flavonoid content (TFDC) was determined with an aluminum chloride reagent followed by a colorimetric method (Zou et al., 2004). A total of 0.5 mL of each extract was mixed with 150 µL of 10% aluminum chloride and 2 mL of 1 M sodium hydroxide. The mixtures were incubated for 40 min at room temperature in the dark. The absorbance at 510 nm was measured using a spectrophotometer (Model M550 UV/VIS Spectrophotometer CamSpec). A calibration curve was drawn using a quercetin standard dilution series, and the data were shown as mg quercetin equivalents (QUE) g^−1^ DW.

The total flavonol content (TFLC) was determined using the *p*-dimethylaminocinnamaldehyde (DMACA) method (Kusznierewicz et al., 2008). Four hundred microliters of extract was mixed with 600 μL of DMACA solution (0.1% in 1 M HCl in MeOH). The mixture was vortexed, and the absorbance was measured at 640 nm after incubation at room temperature for 10 min. Catechin (CE) was used as a standard, and the TFLC data were expressed as μg catechin equivalents (CE) g^−1^ DW.

### Determination of total anthocyanin content and ascorbic acid content

The total anthocyanin content (TAC) was determined using a pH difference method (Egbuna et al., 2018). Two milliliters of the extracts were added to 2 mL of hydrochloric acid (2 N) and 2 mL of ammonia (2N). The extracts were diluted with 0.025 M hydrochloric acid–potassium chloride buffer (pH = 1) and 0.4 M sodium acetate buffer (pH = 4.5). Each sample was diluted with the buffers, and the absorbance of the mixture was measured at 700 nm using a UV-Vis spectrophotometer (UV1601; Shimadzu, Kyoto, Japan). The total anthocyanin content was expressed as cyanidin-3-glucoside equivalents as follows (Zou et al., 2011; Maran et al., 2015):

(1) Anthocyanin pigment (mg/L) = A × MW × DF × V × 1,000/a × l × m

where *A* is the absorbance, *MW* is the molecular weight of cyanidin-3-glucoside (449.2 g/mol), *DF* is the dilution factor, *V* is the solvent volume (mL), a is the molar absorptivity (26,900 L mol^-1^ cm^-1^), *l* is the cell path length (1 cm), and *m* is the weight of the sample.

The ascorbic acid content (AAC) of extracts was determined by the 2,6-dichlorophenol-indophenol (DCPIP) method as described by Rao and Deshpande (2006). The freeze-dried samples (0.5 g) were extracted using 20 mL (w/v) metaphosphoric acid (3%) followed by shaking at 300 rpm for 30 min. The extract was centrifuged at 4,000 rpm for 10 min. Here, 1 mL of extract was added to 3 mL of 0.2 mM DCPIP, and the spectrophotometer reading was performed at 515 nm immediately after mixing for 15 s. The results were expressed in mg ascorbic acid per 100 g dry weight (mg/100 g DW).

### High-performance liquid chromatography and phenolic compounds

Chromatographic analysis was performed on a Varian ProStar 210 system equipped with a vacuum degasser, binary pump, thermostatted column compartment, and diode array detector (DAD) connected to ChemStation software ver. 4.03.016 (Lopez et al., 2011). The compounds were separated using a reverse-phase Pursuit XRs C18 (250 mm × 4.6 mm, 5 µm) column and a Pursuit XRs C18 (10 mm × 4.6 mm, 5 µm) guard column (Varian, Barcelona) at 27°C and based on a gradient system with two mobile phases. Eluents A and B were water with 0.1% formic acid and methanol, respectively. The flow rate was 1.0 mL/min, and the injection volume was 60 µL of crude extracts. The elution conditions used were as follows: 0.5 min, 20% B isocratic; 5-30 min, linear gradient from 20% to 60% B; 30-35 min, 60% B isocratic; 30–40 min, linear gradient from 60% to 20% B, and finally wash and recondition the column. Simultaneous monitoring for quantification of phenolics was performed at 270 nm (gallic acid, protocatechuic acid, catechin, vanillic acid, epicatechin, and syringic acid), 324 nm (chlorogenic acid, gentisic acid, caffeic acid, coumaric acid, and ferulic acid), and 373 nm (rutin, myricetin, and quercetin). The stock standard solution diluted with methanol was used to obtain an appropriate concentration 1.0–100 µg/mL range for establishing the calibration curves. For quantitative analysis, four different concentrations of 14 analytes were injected in triplicate.

### Evaluation of the antioxidant activity by DPPH method

The free radical scavenging activity (RSA) of the extracts was evaluated with 1,1-diphenyl-2-picryl-hydrazil (DPPH) following Molyneux (2004) with some modifications. Briefly, 193 μL methanolic solution of free radical DPPH (60 μM) was added to 7 μL of the sample extracts. After incubation in the dark at room temperature for 30 min, the absorbance of the mixture at 515 nm against methanol was measured as a blank using a spectrophotometer-microplate reader (Epoch, BioTek, Instruments, Inc.). The control solution was 200 μL methanolic solution of free radical DPPH (60 μM). The RSA of the extracts was expressed as a percentage of the reduced DPPH as follows:

(2) $$\text{RSA }\left(\%\right)\text{ = }\left[\left({\text{A}}_{0}{\text{- A}}_{1}\right){\text{/A}}_{0}\right]\times 100$$

where A_0_ = absorbance of the control and A_1_ = absorbance of the test extracts.

### Statistical analyses of phytochemical traits

Descriptive statistics including means and standard deviations were obtained using the Statistical Analysis System (SAS, Version 9.3, SAS Institute Inc., Cary, NC, USA). Analysis of variance (ANOVA) was performed based on a generalized linear model (GLM) with genotype as fixed and replication as random effects. The principal component analysis (PCA) and hierarchical cluster analysis (HCA) were performed to visualize the interrelationships between phenolic compounds and similarities of genotypes under two experimental conditions in R version 3.4.0 (http://www.r-project.org/). Stepwise regression analysis was used to determine how much antioxidant activity variability could be explained by the independent variables (TPC, TFDC, TFLC, AAC, TAC, and phenolic compounds).

### Genotyping and filtering of single-nucleotide polymorphisms

Genomic DNA of 119 rapeseed accessions was extracted from young leaf tissue of greenhouse-grown plants using a cetyltrimethylammonium bromide (CTAB)-based method (Murray and Thompson, 1980). The genomic DNA was quantified using a Nanodrop ND1000 Spectrophotometer (Nanodrop Technologies, Inc., Wilmington, DE, USA). The DNA samples were used for genotyping with the Brassica 60 K Infinium array as described in the manufacturer’s protocol (Illumina Inc., San Diego, CA, USA). The SNPs were filtered for site coverage (90%), minimum minor allele frequency (MAF) of 0.05 with only biallelic markers, and low rates of missing data (≤10%) using the TASSEL ver. 5 software (Bradbury et al., 2007). The SNPs with low quality and high rates of missing data were removed using a protocol described in Iquira et al. (2015) and Kujur et al. (2015). Analyses of polymorphic information content (PIC) were performed using the software PowerMarker version 3.25 (Liu and Muse, 2005).

### Population structure and linkage disequilibrium analysis

Bayesian cluster analysis was used for analysis of the population structure and the fraction of the genetic ancestry of a single accession that belongs to a population using STRUCTURE software (Sehgal et al., 2015). The most appropriate subpopulation number (K) was obtained using the Ln probability of the data [Ln P(D)] and the delta K values were calculated according to Evanno et al. (2005). The maximum of the 1K peak was considered as the true cluster count. The linkage disequilibrium (LD) between pairs of polymorphic loci was analyzed using the TASSEL software package (Bradbury et al., 2007; http://www.maizegenetics.net/). LD was estimated using the squared allele frequency correlations (*r^2^*), which is a measure of the correlation between a pair of variables (Hill and Robertson, 1968). To investigate chromosome-wide and genome-specific patterns of LD, the software package TASSEL 4.0 was used to estimate LD (*r^2^*) on each chromosome and across the A- and C-sub genomes, respectively (Bradbury et al., 2007). Pairwise LD explained by *r^2^* was determined for 29,310 high-quality SNPs with MAF ≥0.05. Locally estimated scatterplot smoothing (LOESS, stands for locally weighted scatterplot smoothing) curves were then fitted into the scatter plot using R software. Specifically, the 95th percentile of the distributions of *r^2^* of the selected loci was estimated as the threshold *r^2^* with the assumption that LD was attributable to linkage (Breseghello and Sorrells, 2006).

### Genome-wide association study analysis

Marker–trait association (MTA) analysis was performed using the TASSEL program based on the mixed linear model (MLM) approach with the principal components (PCs) and kinship (K) matrices as cofactor (Bradbury et al., 2007). The MLM-based analysis requires the data for population structure (Q), PCs, K, and a total of 29K high-quality SNPs in 119 rapeseed genotypes (Yu et al., 2006). The K-Matrix was generated with the default parameters by choosing the Centered_IBS method to get a better estimate of the additive genetic variance. Analysis of MTAs was also performed with the general linear model (GLM) and GLM+Q and GLM+PCA models (Yu et al., 2006). The program’s default settings were used to filter marker data for minimum genotype number and MAF. The phenotypic variation (*R^2^%*) explained was also estimated for each individual marker. Quantile-quantile (QQ) plots were shown with -log_10_(*P*) of each SNP and expected *P*-value using the R package qqman (https://cran.r-project.org/web/packages/qqman/index.html; Turner, 2014). The results of the MLM analysis were used to obtain the Manhattan plots in TASSEL.

### Identification of candidate genes

To determine CGs related to phenolic compounds under WW and drought-stressed conditions, the position of flanking SNPs obtained from the “Darmor-bzh” reference genome (http://www.genoscope.cns.fr/brassicanapus/data/) was used to search in the rapeseed genome by EnsemblPlants (https://plants.ensembl.org/). Consequently, all of the genes underlying the GR of each SNP were functionally annotated by EnsemblPlants (https://plants.ensembl.org/) and online resources (https://genome.ucsc.edu/ and https://www.ncbi.nlm.nih.gov/). The CGs were identified based on their putative function in rapeseed or closely related species.

### Allele effect and haplotype analysis

Allele effects for the linked significant SNPs were analyzed as previously described by Alemu et al. (2021). Genotypes were divided into two different groups according to their specific SNP alleles, and the means were compared using Tukey’s Honest Significant Difference (HSD) test. Exploring and harnessing haplotype diversity help in the detection of CGs for improvement of target traits in crops (Qian et al., 2017). A haplotype association test was performed to investigate the combined effect of the linked significant SNPs. The SNPs in the same haploblock and the LD of significant SNPs were determined using Haploview 4.2 (Barrett et al., 2005). Standardized disequilibrium coefficient (D’) was used to evaluate the LD between markers and generate the LD heatmap. Haploid blocks were detected based on LD using the confidence interval (CI) method in Haploview 4.2 (Gabriel et al., 2002).

### RNA-seq and biological validation of the identified candidate genes

RNA-seq analysis in two contrasting lines, a top high (G67) and a low-phenolics (G59) cultivar, was used to validate the CGs associated with the SNPs of phenolic compounds. The plants were grown in pots in a greenhouse (26°C–28°C) under short-day (12 h of light and 12 h of dark) conditions until the initial flower stage. When the flower was visible, half of the plants were exposed to DS conditions. During irrigation, drought-treated flower pots maintain a soil relative water content of 10% (irrigated with PEG6000 at a concentration of 20%), while adequately watered flower pots maintain a soil relative water content of 30% (irrigated with sterile water of equal volume) with repeating the experiment three times. The relative water content of soil was calculated according to the following formula (Zhang et al., 2023):

(3) Soil moisture content (%) = (W2-W3)/(W3-W1) × 100%

where W1 is the weight of the container, W2 is the weight of the container with wet soil, and W3 is the weight of the container with dry soil.

Fifteen days after flowering, the top flowers were harvested from plants in each replicate group and each condition (WW/control or DS). All harvested flowers were immediately frozen using liquid nitrogen and were transferred to a deep freezer (−80°C) for storage.

Total RNA was isolated from each sample using a Plant RNA Mini Kit (Tiangen, Inc., China) according to the manufacturer’s protocol. Four cDNA libraries were constructed, and RNA-seq was performed on a DNBSEQ-G400 platform. Low-quality reads were filtered out using NGS QC toolkit v2.2.3 (https://omictools.com/ngs-qc-toolkit-tool) (Patel and Jain, 2012), and clean reads were mapped in the reference genome of “Darmor-bzh” (http://www.genoscope.cns.fr/brassicanapus/). The obtained genes from the previous step were quantitatively analyzed using Cluffquant and Cluffnorm of Cufflinks 2.0.0 (http://cole-trapnell-lab.github.io/cufflinks/releases/v2.0.0/). Gene expression levels were estimated by the FPKM (fragments per kilobase of exon per million mapped fragments) and an all by all differential expression analysis by combining replications. DEGs in the specific paired sample comparisons were identified with the log2 fold change between the two samples and the *P*-value given to the comparison along with the FPKMs for each of the two samples in the comparison.

## Results

### Phenotypic variation for phytochemicals in rapeseed population

The ANOVA revealed a significant effect of drought on TPC, TFDC, TFLC, AAC, TAC, and RSA and variations in 119 genotypes (**Supplementary Table S3**). The interaction of treatment (WW and DS conditions) × genotype was significant for TPC, TFDC, and TFLC. The means of the traits varied between WW and drought-stressed genotypes as shown in **Table 1**. The frequency distribution of genotypes and box plots for phytochemicals across two moisture conditions are presented in **Supplementary Figure S2** and **Figure 1**. The largest and smallest variations belonged to the means for TFLC and RSA, respectively (**Table 1**). The average of TPC, TFDC, TFLC, AAC, TAC, and RSA under DS was 87.09 μg GAE g^−1^ DW, 851.97 mg GAE g^−1^ DW, 1,370.45 μg CE g^−1^ DW, 85.33 mg/100 g DW, 427.67 mg/L, and 92.18%, respectively, which was higher than those in WW conditions. The absolute kurtosis and skewness of most of the phytochemicals were<1, reflecting the normal distribution of the traits (**Table 1**).

**Table 1:** Descriptive statistics for the phytochemical traits, phenolic compounds, and antioxidant activity of 119 rapeseed (*Brassica napus*) genotypes grown at two irrigation treatments.

Trait	Unit	Treatment	Range	Mean ± SD^a^	Skew^b^	Kurt^c^
TPC	μg GAE g^−1^ DW	WW	55.94 - 110.63	81.36 ± 1.23	-0.12	-1.08
		DS	59.36 - 114.89	87.09 ± 2.30	-0.2	-0.95
TFDC	mg GAE g^−1^ DW	WW	219.86 - 1388.43	743.15 ± 9.52	0.35	-0.41
		DS	354.57 - 1362.72	851.97 ± 8.48	0.15	-0.81
TFLC	μg CE g^−1^ DW	WW	314.5 - 2392	1214.62 ± 0.78	0.65	-0.81
		DS	553.3 - 2408.3	1370.45 ± 0.59	0.64	-0.77
RSA	%	WW	87.92 - 93.09	91.48 ± 1.01	-1.1	2.14
		DS	89.48 - 93.45	92.18 ± 1.20	-0.84	1.24
AAC	mg/100 g DW	WW	50.07 - 112.565	79.85 ± 1.87	-0.54	1.44
		DS	63.08 - 119.55	85.33 ± 1.07	0.44	2.1
TAC	mg/L	WW	212.58 - 563.09	370.75 ± 0.72	-0.02	-0.65
		DS	288.14 - 570.37	427.67 ± 0.77	-0.16	-0.56
Gallic acid	mg/100 g DW	WW	2.43 - 6.39	3.21 ± 1.05	2.48	1.54
		DS	2.83 - 7.17	3.83 ± 2.64	0.84	1.23
Protocatechuic acid	mg/100 g DW	WW	3.09 - 7.76	4.61 ± 0.46	0.46	1.04
		DS	2.41 - 16.62	5.7 ± 0.75	1.09	1.32
Catechin	mg/100 g DW	WW	2.63 - 5.41	3.42 ± 1.50	0.8	0.77
		DS	3.23 - 8.76	5.34 ± 1.31	0.7	1.11
Vanillic acid	mg/100 g DW	WW	nd - 7.36	4.11 ± 1.26	-0.01	-1.74
		DS	nd - 7.50	4 ± 0.36	-0.17	-0.23
Epicatechin	mg/100 g DW	WW	2.59 - 12.22	4.48 ± 1.35	2.45	1.32
		DS	2.73 - 55.38	9.19 ± 1.90	1.21	1.11
Syringic acid	mg/100 g DW	WW	2.60 - 61.67	17.17 ± 1.14	0.42	-1.13
		DS	2.74 - 44.52	19.63 ± 2.61	0.27	-1.64
Chlorogenic acid	mg/100 g DW	WW	4.13 - 10.83	7.07 ± 1.14	-0.52	0.35
		DS	2.87 - 22.65	7.84 ± 1.31	1.13	0.98
Gentisic acid	mg/100 g DW	WW	3.97 - 9.60	7.32 ± 1.99	-0.89	0.08
		DS	3.3 - 9.73	7.36 ± 0.78	-0.89	0.35
Caffeic acid	mg/100 g DW	WW	2.52 - 15.52	4.54 ± 1.04	1.64	1.36
		DS	3.11 - 45.21	9.8 ± 1.72	1.06	1.12
Coumaric acid	mg/100 g DW	WW	3.53 - 8.88	6.35 ± 0.27	-0.25	-0.36
		DS	3.77 - 27.64	7.41 ± 0.67	1.22	0.78
Ferulic acid	mg/100 g DW	WW	2.86 - 4.81	4.07 ± 3.37	-1.32	1.73
		DS	2.53 - 8.22	4.71 ± 3.14	0.89	1.88
Rutin	mg/100 g DW	WW	2.44 - 11.27	5.54 ± 0.68	0.57	-1.4
		DS	2.34 - 17.98	7.21 ± 1.52	0.34	-0.64
Myricetin	mg/100 g DW	WW	2.25 - 5.59	2.74 ± 0.15	1.43	1.24
		DS	nd - 13.97	4.72 ± 0.23	1.24	1.35
Quercetin	mg/100 g DW	WW	nd - 3.75	2.68 ± 0.99	1.76	1.32
		DS	nd - 3.17	1.15 ± 0.36	0.29	-1.34

nd, not detected. **^a^** Standard deviation. **^b^** Skewness, which reflects the asymmetry of the probability distribution of a real-valued random variable about its mean. **^c^** Kurtosis, which reflects the “tailedness” of the probability distribution of a real-valued random variable. TPC, TFDC, TFLC, RSA, AAC, and TAC were the abbreviations of total phenolic content, total flavonoid content, total flavanol content, radical scavenging activity, ascorbic acid content, and total anthocyanin content. WW and DS were the codes of well-watered and drought stress conditions.

**Figure 1:**
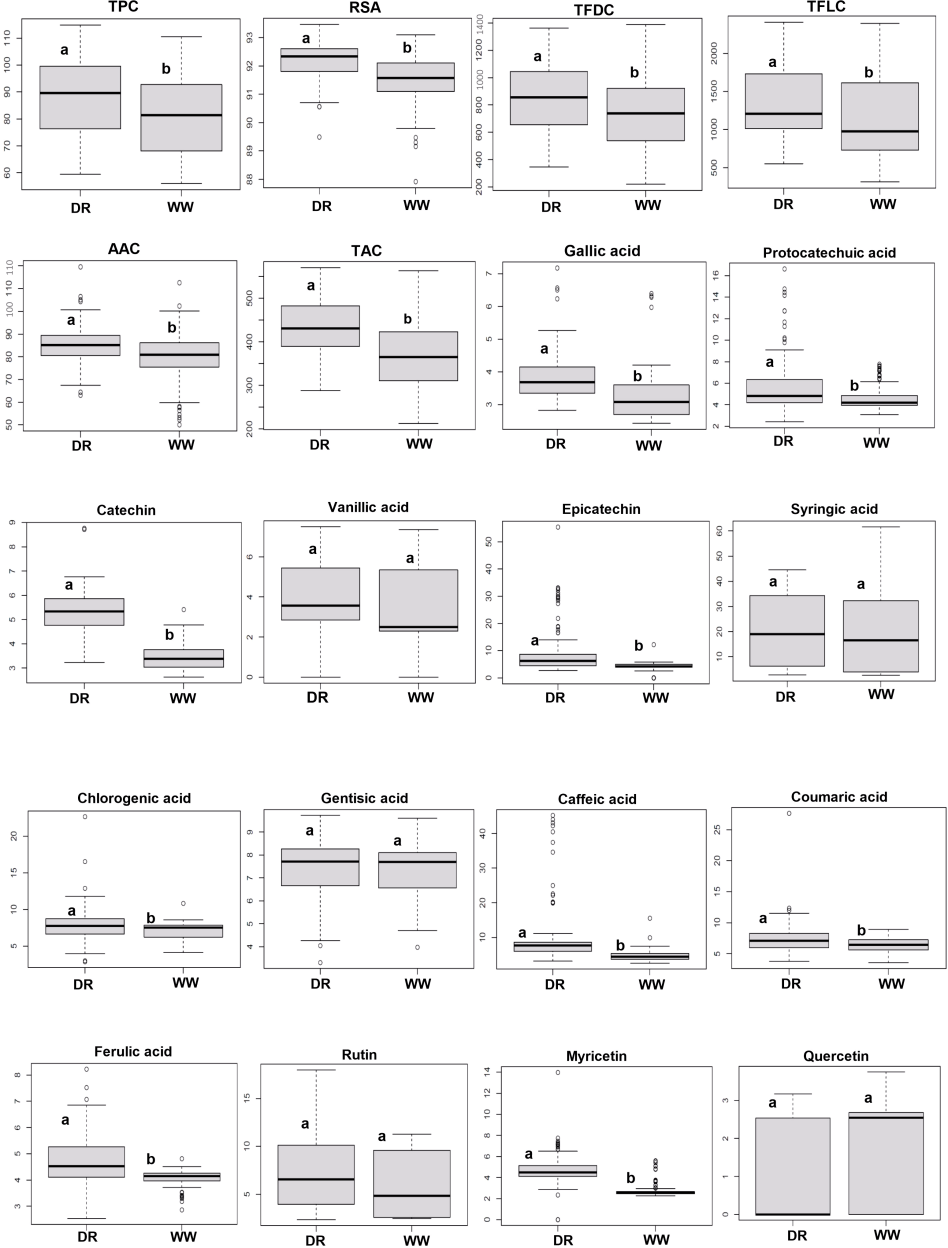
Boxplot of trait variations for rapeseed (*Brassica napus*) genotypes in the well-watered condition (WW) and drought stress condition (DR). Different letters on the boxes indicate a significant difference at *P*< 0.05 by Tukey’s HSD. The horizontal line within the box represents the median. The lower and upper limit of the box, lower and upper whisker represents Q1 (first quartile/25th percentile), Q3 (third quartile/75th percentile), (Q1−1.5IQR) and (Q3 + 1.5IQR), respectively. IQR, interquartile range.

### Profiling of phenolic compounds under well-watered and drought stress conditions

Interactions were significant for phenolic compounds except chlorogenic and gentisic acids (**Supplementary Table S3**). In the analysis of high-performance liquid chromatography (HPLC), 14 phenolic compounds from phenolic acid and flavonoid groups were identified (**Figures 2A–F**). Gallic, protocatechuic, vanillic, syringic, chlorogenic, gentisic, caffeic, coumaric, and ferulic acids were the major phenolic acids identified. The epicatechin, syringic, caffeic, coumaric, chlorogenic, and protocatechuic acids were more frequent than other compounds in the tested accessions (**Table 1**; **Figures 2D–F**).

**Figure 2:**
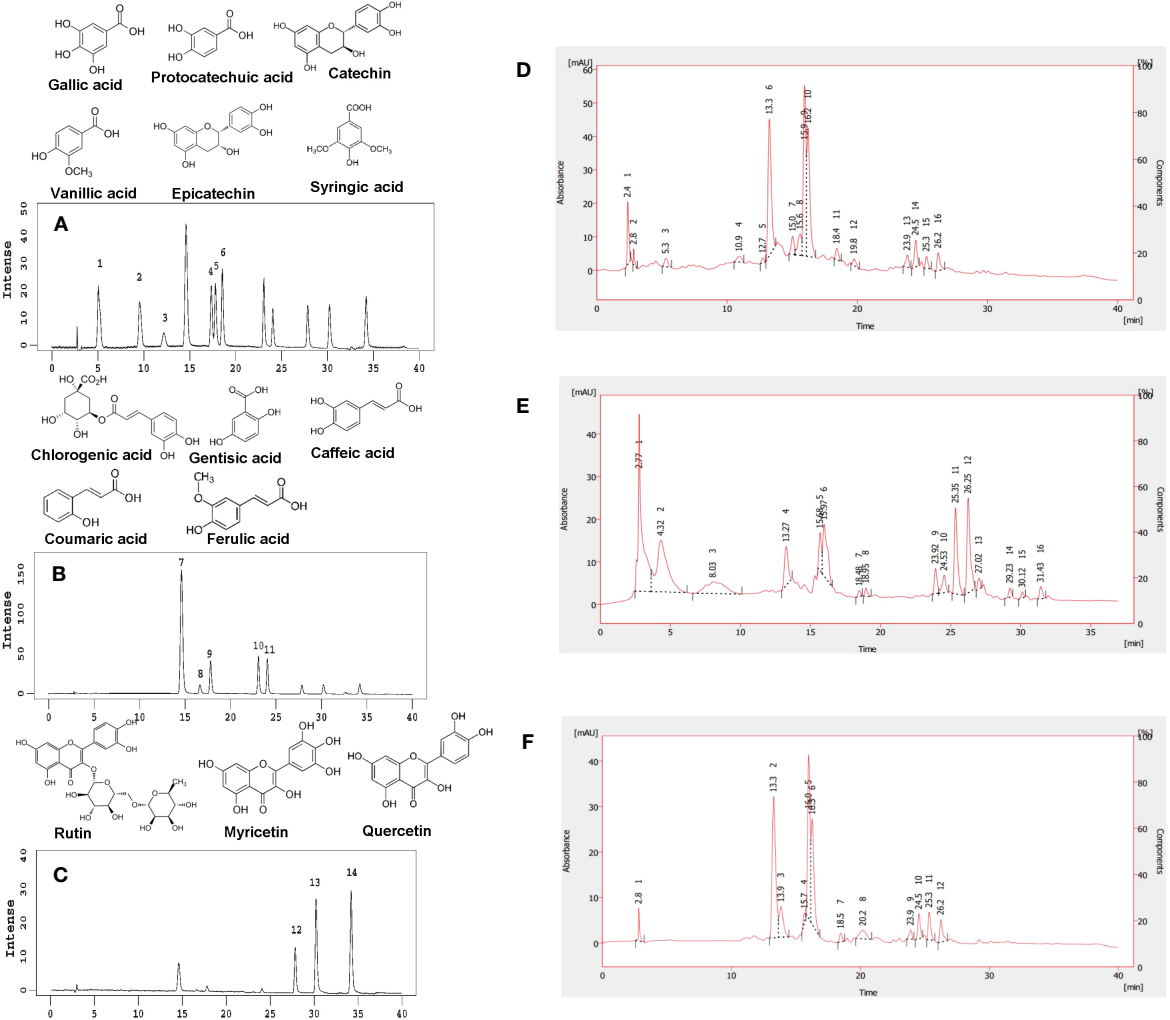
Chemical structures of 14 phenolic compounds and HPLC chromatograms of standard and sample polyphenols. **(A)** Chemical structures of gallic acid, protocatechuic acid, catechin, vanillic acid, epicatechin, and syringic acid and HPLC chromatograms of phenolic acids and flavonoids at 270 nm: peak 1 = gallic acid, peak 2 = protocatechuic acid, peak 3 = catechin, peak 4 = vanillic acid, peak 5 = epicatechin, and peak 6 = syringic acid. **(B)** Chemical structures of chlorogenic acid, gentisic acid, caffeic acid, coumaric acid, and ferulic acid and HPLC chromatograms of phenolic acids; 324 nm: peak 7 = chlorogenic acid, peak 8 = gentisic acid, peak 9 = caffeic acid, peak 10 = coumaric acid, and peak 11 = ferulic acid. **(C)** Chemical structures of rutin, myricetin, and quercetin and HPLC chromatograms of flavonoids; 373 nm: peak 12 = rutin, peak 13 = myricetin, and peak 14 = quercetin. HPLC chromatograms of sample polyphenols at **(D)** 270 nm, **(E)** 324 nm, and **(F)** 373 nm.

Results of HCA are shown in **Figures 3A, B**. In the WW condition, quercetin, vanillic acid, myricetin, gallic acid, and catechin clustered as one group and rutin and coumaric acid in another group with chlorogenic and gentisic acids (**Figure 3A**). The heat map of genotypes based on their phenolics in the DS condition showed a different spatial distribution of phenolics from WW, where protocatechuic acid, gallic acid, vanillic acid, myricetin, catechin, ferulic acid, rutin, coumaric acid, chlorogenic acid, and gentisic acid were closely associated (**Figure 3B**).

**Figure 3:**
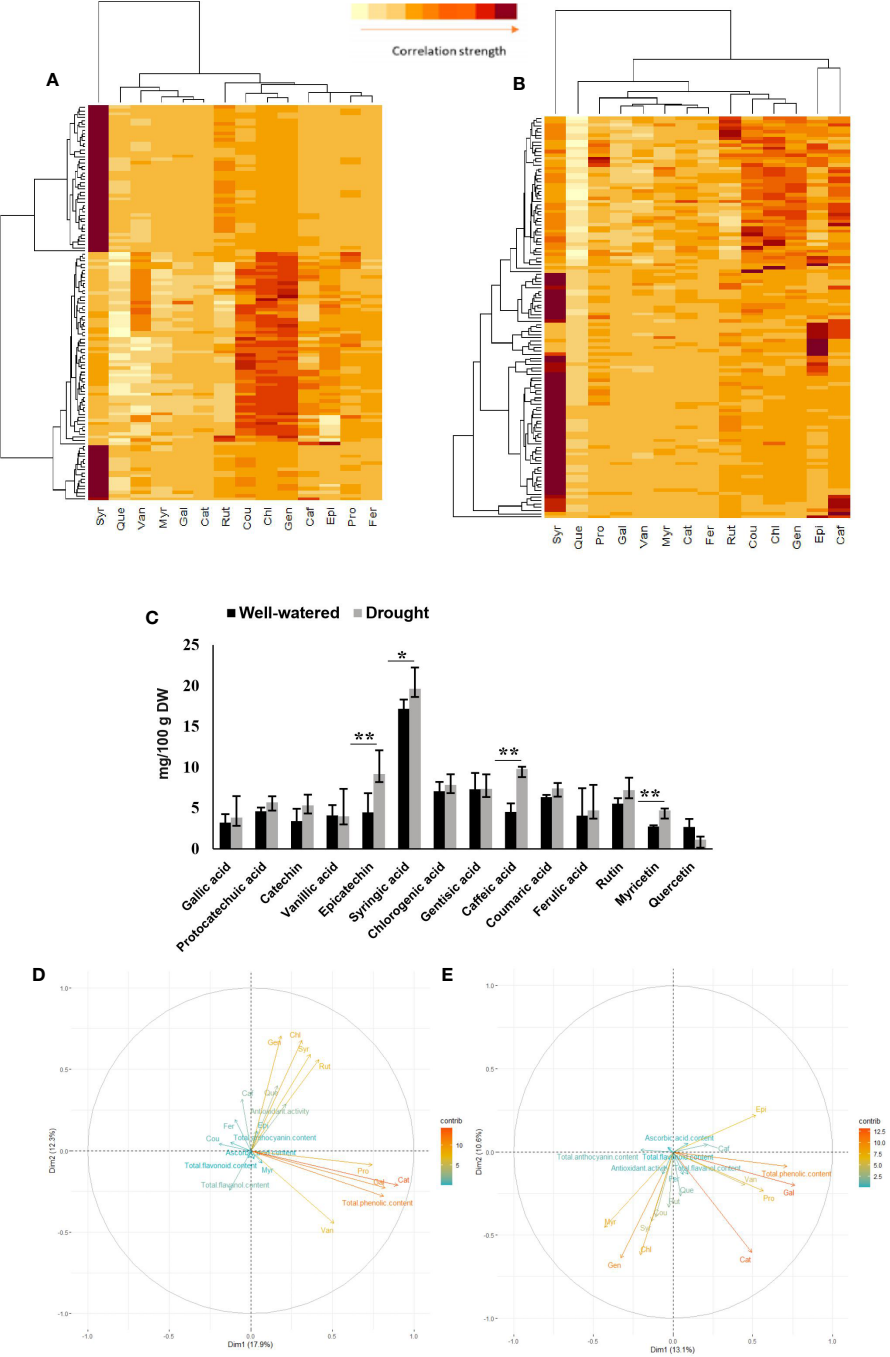
Relation of antioxidant activity and phenolics in rapeseed (*Brassica napus*) in the well-watered and drought stress conditions. Heatmap visualization of relative differences of phenolic compounds accumulation among rapeseed accessions in the well-watered condition **(A)** and drought stress condition **(B)**. Each accession is visualized in a single row and each phenolic compounds is represented by a single column. The dark color indicates high abundance, and light indicates low relative phenolic compounds contents. **(C)** Average amount of 14 phenolic acids and flavonoids across the rapeseed diversity panel are compared between two conditions (well-watered and drought stress) with Student’s t-tests (*P <0.05 and ** P < 0.01). Error bars = SE. **(D)** Principal component analysis (PCA) plot of variables (phytochemical traits, antioxidant activity and phenolic compounds) in the rapeseed accessions in the well-watered condition. **(E)** Principal component analysis (PCA) plot of variables (phytochemical traits, antioxidant activity and phenolic compounds) in the rapeseed accessions under drought stress condition.

### Phytochemicals and phenolic compounds increased under drought conditions

Under DS, TPC, TFDC, TFLC, AAC, and TAC were increased by 7.04%, 14.64%, 12.82%, 6.86%, and 15.35%, respectively (**Table 1**; **Figure 3C**). DS significantly increased the accumulation of phenolic acids and flavonoids such as caffeic acid (115.85%), epicatechin (105.13%), myricetin (72.26%), and syringic acid (14.32%).

### Relation of antioxidant activity and phenolics

The interrelationship of the antioxidant activity and phenolics was assessed by both the PCA and stepwise regression. The PCA was performed to identify the relationship between the pattern of phytochemicals and phenolics and the antioxidant activities. Theoretically, 17 PCs can be derived, but the PCs with higher contributions to total variation were selected for further analysis. In WW, seven PCs with eigenvalues greater than 1 explained 70.59% of the variability in the dataset (**Supplementary Table S4**). The first two PCs (PC1 and PC2) that explained 30.3% of the total variation of traits were used in biplot analysis (**Figure 3D**). PC1 represented the variation in gallic acid, catechin, and TPC, while PC2 explained the variation of syringic acid (46%) and rutin (43.4%). Rutin, syringic acid, chlorogenic acid, epicatechin, quercetin, and gentisic acid showed a stronger association with antioxidants, while caffeic, ferulic, and coumaric acids showed a negative correlation with antioxidant activity (**Figure 3D**).

Under DS, eight PCs with eigenvalues greater than 1 explained 66.13% of the variability in the dataset (**Supplementary Table S5**). The first two PCs explaining 23.7% of the total variation of the traits were used for the analysis of the relation of traits in a biplot (**Figure 3E**). Catechin was the most important contributor to PC1. For PC2, vanillic acid, with a positive coefficient, was the most representative variable. Gentisic acid, syringic acid, chlorogenic acid, coumaric acid, myricetin, and rutin showed a strong association with antioxidant activity, while quercetin, catechin, vanillic acid, protocatechuic acid, and gallic acid had negative correlations with antioxidant activity (**Figure 3E**). Results of the stepwise regression analysis showed that chlorogenic acid in the WW condition and gentisic acid, coumaric acid, and myricetin in the DS treatment had higher contributions to RSA (**Supplementary Table S6**).

### Distribution of SNPs, population structure, and LD analysis

Of the 52,157 SNPs, 22,847 SNPs with a MAF of<0.05 were removed and the remaining 29,310 SNPs were used to assess the population structure, LD, and association analysis. The filtered SNPs were distributed across the 19 chromosomes with 722 SNPs on chromosome C05 to 2,623 on C04 (**Figure 4A**).

**Figure 4:**
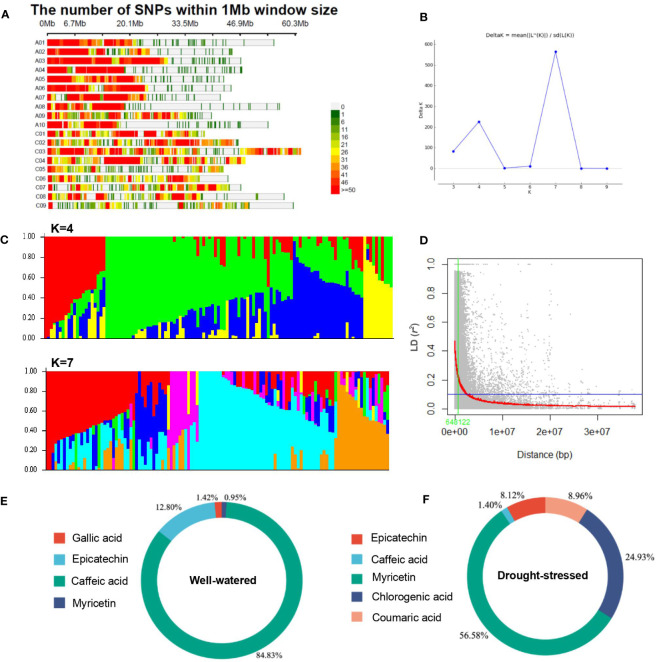
Population structure and linkage disequilibrium analysis in the rapeseed (*Brassica napus*) genotypes. **(A)** SNP density plot chromosome wise representing number of 29,310 SNPs within 1 Mb window size. The horizontal axis shows the chromosome length (Mb); the different color depicts SNP density. **(B, C)** Delta-K values and population structure analysis and of 119 rapeseed accessions. **(B)** Delta-K values for different numbers of populations assumed (K) in the STRUCTURE analysis. **(C)** Population structure analysis, K=4 and K=7. The distribution of the genotypes to different populations is indicated by color code. The number on the y-axis shows the subgroup membership, and the x-axis shows the different genotypes. **(D)** Decay of linkage disequilibrium (LD) (*r* ^2^) as a function of genetic distance (bp) between pairs of loci on all chromosomes in the rapeseed (*Brassica napus*) accessions (n=119). The blue lines indicate the 95th percentile of the distribution of unlinked *r* ^2^, which gives the critical value of *r* ^2^. The LOESS fitting curve (red line) illustrates the LD decay. Summary of significant SNPs detected under well-watered **(E)** and drought-stressed **(F)** conditions for phenolic compounds in rapeseed flowers.

The results of the population structure analysis are shown in **Figures 4B–D**. The clustering program estimated the membership probability (Q-matrix) of each rapeseed genotype to combine into a number of hypothetical subpopulations (K3–K10), and the statistic index Δk value was generated for subsequent runs. The most significant change in Δk was observed when K increased from 6 to 7. Overall iterations of the ΔK that had a much higher likelihood for K = 7 suggests the presence of seven main subpopulations and one mixed population (**Figure 4D**).

The critical *r^2^* value from which the genome-wide LD decayed was estimated at 0.1 (**Figure 4D**). This revealed large differences in LD decay between different chromosomes, with LD extending from 102 Kbps on chromosome A10 up to 954 Kbps on A08 (**Table 2**). The distribution of *r^2^* with respect to the physical distances over chromosomes is shown in **Figure 4D** and **Table 2**. The genome-wide average LD (*r^2^*) was 0.028. The LD values showed variations between chromosomes. The LD varied from 0.022 (chromosomes C03 and C08) to 0.088 (chromosome C05) (**Table 2**).

**Table 2:** Average distance of linkage disequilibrium (LD) decay (*r^2^* < 0.1) on subgenomes A and C, calculated using 29,311 unique genome-wide SNP markers with minor allele frequency (MAF) ≥0.05, in a collection of 119 rapeseed (*Brassica napus*) genotypes.

	Chromosome	*LD* decay (kb)	*LD* (*r^2^*)	SNPs with high *LD* (*r^2^* > 0.8) (%)
Subgenome A	A01	627.86	0.023	8.76
	A02	708.52	0.025	12.26
	A03	564.58	0.027	5.40
	A04	942.40	0.026	6.78
	A05	653.05	0.027	10.81
	A06	561.67	0.023	9.30
	A07	535.16	0.027	8.00
	A08	953.78	0.027	22.98
	A09	776.33	0.024	9.30
	A10	101.61	0.028	6.61
Subgenome C	C01	103.65	0.027	21.57
	C02	112.52	0.024	1.81
	C03	942.60	0.022	1.04
	C04	102.94	0.023	21.54
	C05	169.42	0.088	1.76
	C06	153.44	0.024	1.22
	C07	175.17	0.024	1.22
	C08	166.58	0.022	7.02
	C09	202.23	0.027	2.99

### Genetic basis of the phenolic acids under drought stress

The MLM using both the PC and K matrix (MLM + K + PC) resulted in effectively controlling type I errors (false positives). Therefore, all subsequent GWAS analyses were performed using the MLM + K + PC model. A number of 613 significant SNPs (*P*< 1.0 × 10^–6^) associated with the phytochemicals and phenolics and RSA in the two irrigation conditions (**Supplementary Tables S7, S8**), 242 were associated with TPC, RSA, TFDC, TFLC, TAC, AAC, gallic acid, epicatechin, caffeic acid, and myricetin under WW and 371 were associated with RSA, TAC, and TFLC, epicatechin, caffeic acid, myricetin, chlorogenic acid, and coumaric acid under DS conditions (**Supplementary Tables S7, S8**; **Figures 4E, F**). The Manhattan and QQ plots for all traits are shown in **Figures 5** **,** **6** and **Supplementary Figures S3–S5**.

**Figure 5:**
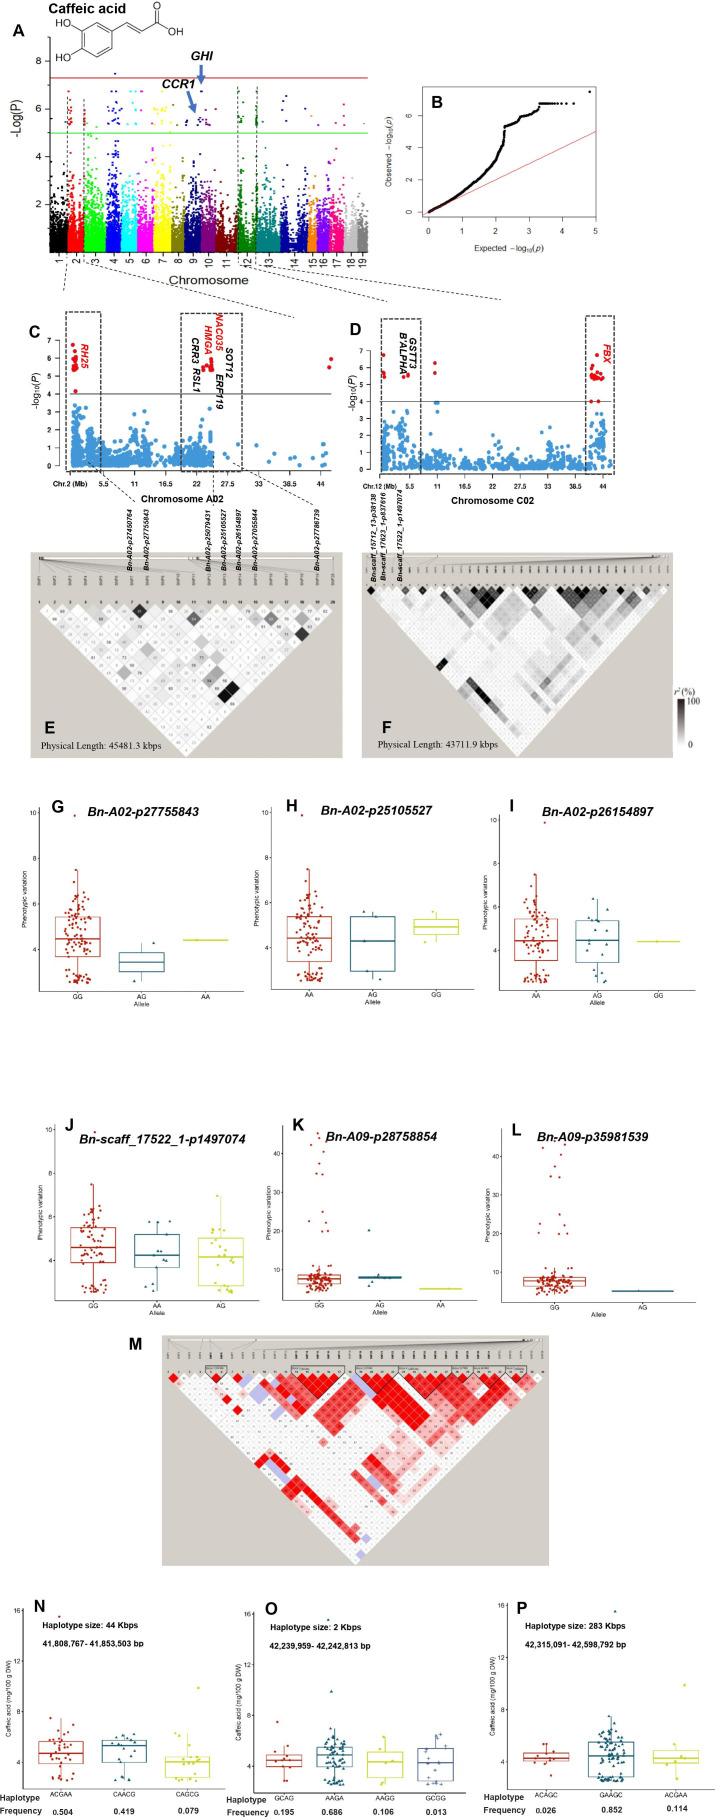
GWAS of caffeic acid using the 119 rapeseed (*Brassica napus*) genotypes. **(A)** Manhattan plot displaying the GWAS result of caffeic acid content in 19 chromosomes (1-10 stand for rapeseed chromosome of A01-A10 and 11-19 stand for rapeseed chromosome of C01-C09 at the horizontal axis) under well-watered condition. SNPs on different chromosomes are denoted by different colors. **(B)** The corresponding quantile-quantile (QQ) plot for GWAS of caffeic acid content under well-watered condition. **(C)** Locus zoom plot for caffeic acid associations in the chromosome A02. **(D)** Locus zoom plot for caffeic acid associations in the chromosome C02. **(E)** A representation of pairwise *r^2^* value (displayed as percentages) among polymorphic sites of chromosome 2 (A02) for caffeic acid. **(F)** A representation of pairwise *r^2^* value (displayed as percentages) among polymorphic sites of chromosome 12 (C02) for caffeic acid. Allele-effect analysis for six significant SNPs including Bn-A02-p27755843 **(G)**, Bn-A02-p25105527 **(H)**, Bn-A02-p26154897 **(I)**, Bn-scaff_17522_1-p1497074 **(J)**, Bn-A09-p28758854 **(K)**, and Bn-A09-p35981539 (L). The box plot depicts the number of the alleles for each of the six significant SNPs in 119 rapeseed accessions, and the contribution of these alleles to the phenotypic variation observed for caffeic acid level. **(M)** Haploview plot of the thirty-six significant SNPs on chromosome C02 for caffeic acid under well-watered condition. The coloring of the boxes is based on the scores of two estimates, logarithm of odds (LOD) and LD coefficient (Dʹ). Strong LD (LOD>2 and Dʹ=1) is indicated in red. A decrease in the intensity of red indicates lower LOD and Dʹ values. Regions with weak LD (LOD>2 and 0.21<Dʹ<1) are shown in blue. Regions with no LD (LOD<2 and Dʹ<1) are shown in white. The number within each box indicates the Dʹ statistic value multiplied by 100. Allelic effects of different haplotype blocks associated with caffeic acid in size 44 Kbps **(N)**, 2 Kbps **(O)**, and **(P)** 283 Kbps. Boxplots indicate the phenotype values corresponding to the different haplotype groups.

**Figure 6:**
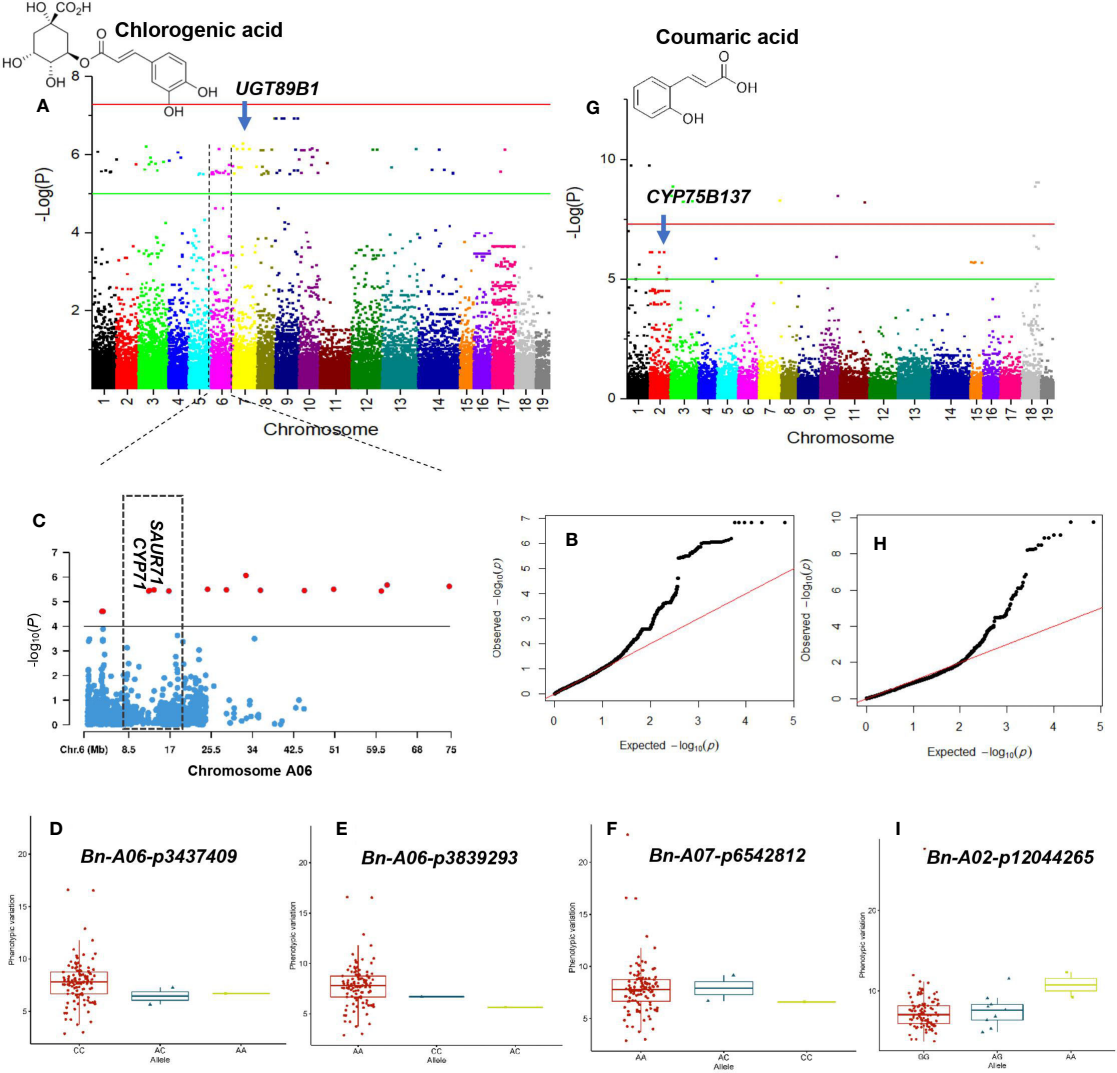
GWAS of chlorogenic acid and coumaric acid using the 119 rapeseed (*Brassica napus*) genotypes. **(A)** Manhattan plot displaying the GWAS result of chlorogenic acid content in 19 chromosomes (1-10 stand for rapeseed chromosome of A01-A10 and 11-19 stand for rapeseed chromosome of C01-C09 at the horizontal axis) under drought-stressed condition. SNPs on different chromosomes are denoted by different colors. **(B)** The corresponding quantile-quantile (QQ) plot for GWAS of chlorogenic acid content under drought stress condition. **(C)** Locus zoom plot for chlorogenic acid associations in the chromosome A06. Allele-effect analysis for significant SNPs including Bn-A06-p3437409 **(D)**, Bn-A06-p3839293 **(E)**, and Bn-A07-p6542812 **(F)**. The box plot depicts the number of the alleles for each of the four significant SNPs in 119 rapeseed accessions, and the contribution of these alleles to the phenotypic variation observed for chlorogenic acid level. **(G)** Manhattan plot displaying the GWAS result of coumaric acid content in 19 chromosomes under drought stress condition. **(H)** QQ-plot for GWAS of coumaric acid content under drought stress condition. Allele-effect analysis for significant SNP Bn-A02-p12044265 **(I)**. The box plot depicts the number of the alleles for the significant SNP in 119 rapeseed accessions, and the contribution of these alleles to the phenotypic variation observed for coumaric acid level.

GWAS analysis for TPC, TFDC, and TFLC showed that three SNPs, ChrA1:7615643, ChrA1:7669625, and ChrA1:7727474, with *P*-value = 7.48 × 10^–4^ were significantly associated with TPC, and 10 SNPs on chromosomes A05 (located on the 1838–17079 Kbps) and A06 were significantly associated with TFDC under WW (**Supplementary Table S7**). Ten SNPs distributed on chromosomes A04, A06, A10, and C04 and two SNPs (ChrA6:21114139 and ChrA10:12986214) on chromosomes A06 and A10 were significantly associated with TFLC under WW and DS conditions, respectively (**Supplementary Tables S7, S8**). A total of eight SNPs distributed on chromosomes A02, A05, A09, C04, and C07 were significantly associated with RSA under WW and DS conditions. The Percentage of Variance Explained (PVE) for these SNPs ranged from 13.59% for the SNPs ChrA9:3534018 and ChrC7:3534211 to 17.11% for the SNP ChrA5:21349945 under DS (**Supplementary Table S8**). GWAS analysis showed that three SNPs distributed on chromosomes A03, C03, and C08 and eight on chromosomes A03, C03, and C07 were significantly associated with the TAC under WW and DS, respectively (**Supplementary Tables S7, S8**). In the WW condition, two SNPs, ChrA3:9165370 (PVE = 14.24%) and ChrC8:34299868 (PVE = 16.34%), were significantly associated with AAC (**Supplementary Table S7**).

GWAS for phenolic compounds showed that three SNPs, ChrA10:16316355, ChrC4:1857195, and ChrC4:1891703, with relatively high PVE were significantly associated with gallic acid in the WW condition (**Supplementary Table S7**; **Supplementary Figure S3A**). A total of 179 SNPs distributed on chromosomes A01–A10, C02–C07, and C09 were significantly associated with caffeic acid in the WW condition (**Supplementary Table S7**; **Figures 5A, B**). The PVE ranged from 26.83% for the SNP ChrA4:8622635 to 33.50% for the SNP ChrA4:378678. The top 2 hot spots located on the 23–45505 Kbps region of chromosome A02 and 255–43967 Kbps interval of chromosome C02 comprised 35 and 38 SNPs, which covered 50.77% of phenotypic variation on their respective chromosomes (**Supplementary Table S7**; **Figures 5C–F**). Among the linked SNPs, ChrA4:10190551 showed the most significant association with caffeic acid under the WW condition (**Supplementary Table S7**). This linked SNP explained 33.01% of the phenotypic variation of caffeic acid. SNP ChrA4:378678 (PVE = 33.5%) and SNP ChrC4:8636542 (PVE = 32.44%) were also significantly associated with caffeic acid (**Supplementary Table S7**). Under the DS condition, five SNPs were significantly associated with the caffeic acid with PVE ranging from 24.71% to 30.96% (**Supplementary Table S8**; **Supplementary Figure S3D**).

Under the WW condition, the six SNPs including *Bn-A02-p27755843*, *Bn-A02-p25105527*, *Bn-A02-p26154897*, *Bn-scaff_17522_1-p1497074*, *Bn-A09-p28758854*, and *Bn-A09-p35981539* showing significant association with caffeic acid were further used to determine the effects of their individual alleles on caffeic acid (**Figures 5G–L**). The number of alleles for each of these six SNPs in the whole rapeseed population varied between 2 and 3. The two AG and GG alleles showed a significant difference in the regulation of caffeic acid content. For instance, the allele GG for the SNPs *Bn-A02-p27755843*, *Bn-scaff_17522_1-p1497074*, *Bn-A09-p28758854*, and *Bn-A09-p35981539* was associated with higher caffeic acid, whereas AG for these SNPs except *Bn-A09-p28758854* reduced this compound (**Figures 5G–L**).

The 36 significant SNPs associated with caffeic acid on ChrC2 under the WW condition were used for the identification of haplotype blocks on ChrC2 (**Figures 5M–P**). Three haplotype blocks (blocks 2–4) with strong LD (D′ >0.9) were mapped to 44, 2, and 284 Kbps, respectively (**Figures 5M–P**). In haplotype block 2 (41,808,767–41,853,503 bp), three haplotype alleles were identified that showed significant differences in the phenotypes of caffeic acid. Of these haplotypes, the haplotype alleles ACGAA (f = 0.504) and CAACG (f = 0.419) were associated with higher caffeic acid (**Figure 5N**). In haplotype block 3 (42,239,959–42,242,813 bp), four haplotype alleles showed significant phenotypic variation for caffeic acid. The haplotype allele AAGA with f = 0.686 was associated with higher caffeic acid (**Figure 5O**). Additionally, in haplotype block 4 (42,315,091–42,598,792 bp), the haplotype allele GAAGC regulated higher caffeic acid level (f = 0.686) (**Figure 5P**).

In GWAS analysis, 89 significant SNPs were identified for the chlorogenic acid under the DS condition. The proportion of SNPs in total PVE (*R^2^*) ranged from 30.14% to 34.11%, with a mean of 30.92% (**Supplementary Table S8**; **Figures 7A, B**). Of them, 28 SNP–chlorogenic acid associations were identified on chromosome A06 that were located between 126616 and 74617 Kbps (**Figure 7C**). SNPs ChrA6:615333, ChrA6:12732383, and ChrA6:13700378 were the most significant SNPs associated with chlorogenic acid under the DS condition (**Supplementary Table S8**). Among the significant SNPs, 12 located on chromosome A09 were correlated with chlorogenic acid (**Supplementary Table S8**). The three SNPs on chromosome A06 and four on chromosome A07 were associated with higher chlorogenic acid content (**Figures 7D–F**).

**Figure 7:**
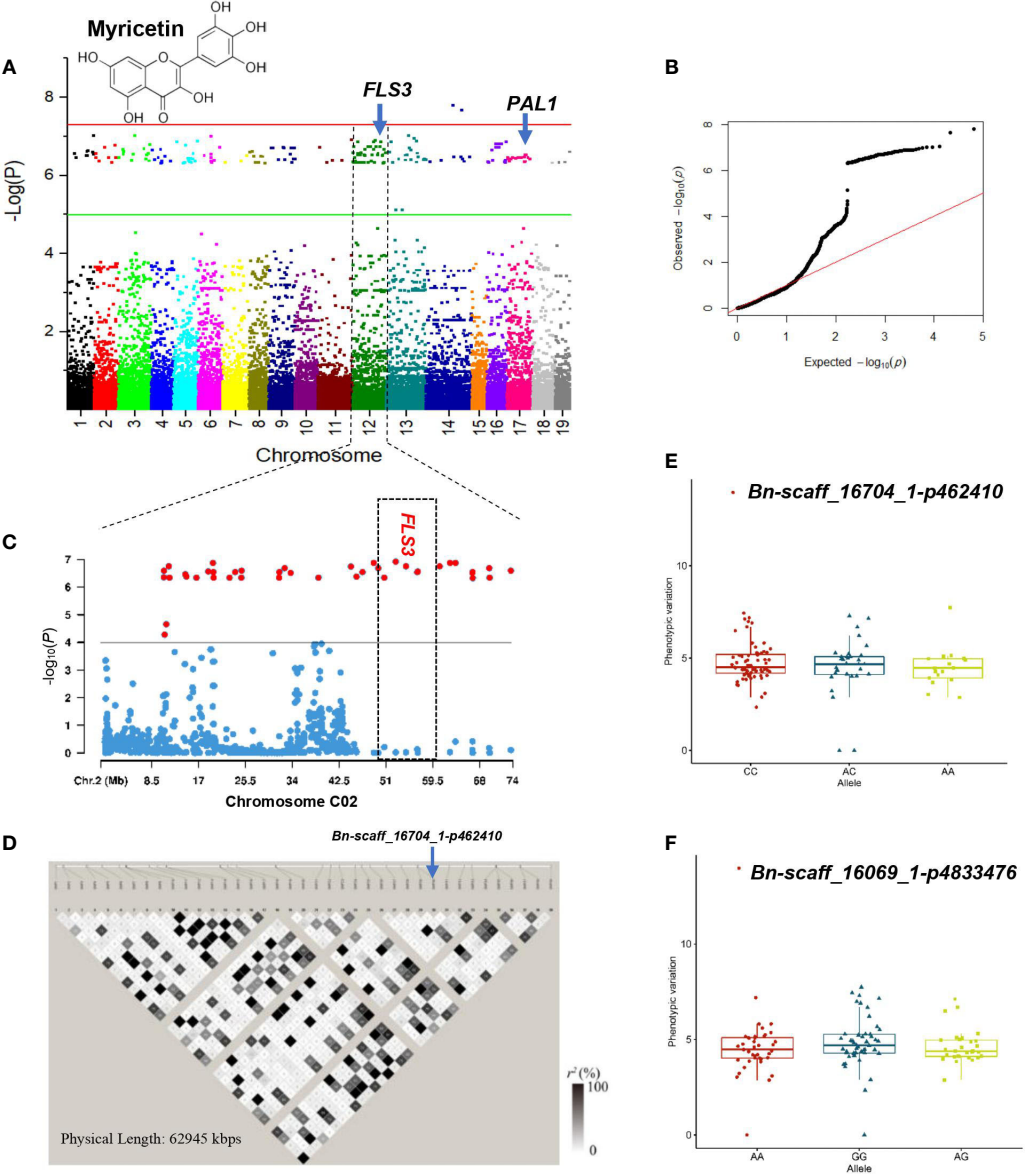
GWAS of myricetin using the 119 rapeseed (*Brassica napus*) genotypes. **(A)** Manhattan plot displaying the GWAS result of myricetin content in 19 chromosomes under drought stress condition. **(B)** QQ-plot for GWAS of myricetin content under drought stress condition. **(C)** Locus zoom plot for myricetin associations in the chromosome C02. **(D)** A representation of pairwise *r* ^2^ value (displayed as percentages) among polymorphic sites of chromosome 12 (C02). Allele-effect analysis for two significant SNPs including Bn-scaff_16704_1-p462410 **(E)** and Bn-scaff_16069_1-p4833476 **(F)**. The box plot depicts the number of the alleles for each of the significant SNPs in 119 rapeseed accessions, and the contribution of these alleles to the phenotypic variation observed for myricetin level.

Thirty-two SNPs on chromosomes A01-A04, A06, A07, A10, C01, C05, and C08 were significantly associated with coumaric acid under the DS condition (**Supplementary Table S8**; **Figures 7G, H**). The PVE of the SNP ranged from 21.49% to 48.87%. SNPs ChrA1:20708470 and ChrA1:73646490 significantly contributed to 46.86% of the PVE of coumaric acid. Allele AA for SNP *Bn-A02-p12044265* contributed to higher coumaric acid content (**Figure 7I**).

### Genetic basis of the flavonoid content under drought stress

Twenty-seven SNP–epicatechin associations on chromosomes A01, A05, A07–A10, C03–C05, and C07 (**Supplementary Table S7**) were detected under the WW condition. The PVE for the linked SNPs ranged from 24.22% to 33.01%. The most significant SNP ChrC4:29181029 had a PVE of 27.02% (**Supplementary Table S7**). Several SNPs associated with epicatechin were located on chromosome C05 and covered 43.15% of phenotypic variation. Three significantly linked SNPs, ChrC5:162937, ChrC5:163550, and ChrC5:163557, identified in an interval of 163 Kbps on chromosome C05 showed *P*-value = 9.34 × 10^–6^ (**Supplementary Table S7**). Under the DS condition, 29 SNPs were significantly associated with the epicatechin on chromosomes A01–A08, A10, C01–C05, C08, and C09 (**Supplementary Table S8**). The PVE for these SNPs ranged from 27.88% for SNP ChrC1:52661467 to 34.53% for SNP ChrC9:63810360. SNPs ChrC5:43670426, ChrC9:63810360, and ChrA7:28726499 showed stronger GWAS *P*-values in relation to epicatechin under the DS condition (**Supplementary Table S8**).

Association analysis at a threshold of *P<* 1.0 × 10^–6^ showed that 202 loci were associated with myricetin under the DS condition (**Supplementary Table S8**; **Figures 6A, B**). One hot spot located on the 10688–73679 Kbps region of chromosome C02 comprising 40 loci had a PVE of 34.77% (**Supplementary Table S8**; **Figures 6C, D**). Of the significant SNPs, SNP ChrC4:59722505 was the major locus controlling myricetin with a PVE of 40.98%. SNPs ChrC3:45787340 and ChrA6:43739339 explained 37.16% and 37.09% of the variation of myricetin, respectively (**Supplementary Table S8**). Alleles CC, AC, and AA for SNPs *Bn-scaff_16704_1-p462410* and *Bn-scaff_16069_1-p4833476* showed similar effects on myricetin content (**Figures 6E, F**).

### Characterization of the drought stress-related candidate genes

Two LD GRs showed 20 and 36 significant SNP–caffeic acid associations located on chromosomes A02 and C02, respectively, under the WW condition (**Figures 5E, F**). In the first GR, a highly significant LD (*r^2 = ^* 0.9) was found between SNPs ChrA2:426966 (tag-SNP #7) and ChrA2:444005 (tag-SNP #8). The position of the CG *DEAD-BOX ATP-DEPENDENT RNA HELICASE 25-LIKE* (*RH25*) was close to SNP ChrA2: 444005 (**Table 3** **;** **Figures 5C, E**). The *DEAD-box* genes play crucial roles in plant abiotic stress tolerance via regulating some stress-induced pathways. The *RH* genes are negative regulators of ABA signaling via inhibition of *PP2CA* activity. The functions of these RNA helicases influence the plant adaptive response (Baruah et al., 2017). The lead SNP ChrA2:23180627 was close to *E3 UBIQUITIN LIGASE* (*RSL1*) as a key regulator of hormone signaling (**Table 3** **;** **Figures 5C, E**). E3 ligases that transfer phytohormone abscisic acid (ABA) signals regulate plant responses to different abiotic stresses (Wang et al., 2022). SNP ChrA2:23154160 was close to *HMG-Y-RELATED PROTEIN A* (*HMGA*). High-mobility group (HMG) protein is an abundant non-histone chromosomal protein that promotes pollen tube development and regulates the expression of stress response genes (Xu et al., 2021). Several regulatory genes including TFs contribute to abiotic stress responses via regulating downstream stress-responsive genes (Joshi et al., 2016). We identified that the position of SNPs ChrA2:23778761 and ChrA2:24744845 was close to the position of TF CGs *NAC DOMAIN-CONTANING PROTEIN 35* (*NAC035*) and *ETHYLENE-RESPONSIVE TRANSCRIPTION FACTOR-LIKE* (*ERF119*), respectively (**Table 3** **;** **Figures 5C, E**). The TF family members involved in ABA-independent [ERF, bHLH, and NAM/ATAF1,2/CUC2 (NAC)] pathways have been upregulated in *B*. *napus* (Ke et al., 2020). The TFs of this family interact with specific cis-elements, and their overexpression confers stress tolerance (Yao et al., 2021). Moreover, SNP ChrA6:13700378 was close to *AUXIN-RESPONSIVE PROTEIN* (*SAUR71*).

**Table 3:** SNPs and candidate genes significantly associated with phenolic compounds integrating genome-wide association and transcriptome studies.

Phenoliccompounds	Lead SNP	Position (bp)^a^		Chr^b^	Candidate Gene^c^	Gene Location	Annotation
Drought stress-related genes							
Caffeic acid	Bn-A02-p27755843		444005	A2	LOC125581627	456830.460131	DEAD-box ATP-dependent RNA helicase 25-like (RH25)
	Bn-A02-p25105527		23180627	A2	LOC125587888	23161297-23165111	E3 ubiquitin-protein ligase (RSL1)
	Bn-A02-p25079431		23154160	A2	LOC125587885	23160045-23161004	Probable NAD(P)H dehydrogenase subunit CRR3, chloroplastic (CRR3)
	Bn-A02-p25105527		23180627	A2	LOC106424243	23185689-23190046	HMG-Y-related protein A (HMGA)
	Bn-A02-p26154897		23778761	A2	LOC106396214	23766736-23769871	NAC domain-containing protein 35 (NAC035)
	Bn-A02-p27055844		24377661	A2	LOC125580157	24382569-24383687	Cytosolic sulfotransferase 12-like (SOT12)
	Bn-A02-p27786739		24744845	A2	LOC111202999	24726755-24728300	Ethylene-responsive transcription factor (ERF119)
	Bn-scaff_15712_13-p38138		372866	C2	LOC106424063	370212-372418	Serine/threonine protein phosphatase 2A 57 kDa regulatory subunit B’ (B’ALPHA)
	Bn-scaff_17623_1-p837616		455566	C2	LOC106424074	454162-458783	Glutathione S-transferase T3 (GSTT3)
	Bn-scaff_17522_1-p1497074		5162738	C2	LOC106443306	5088531-5091807	F-box protein At1g30790-like (FBX)
Chlorogenic acid	Bn-A06-p3437409		12615333	A6	LOC106347668	12638041-12641569	Peptidyl-prolyl cis-trans isomerase (CYP71)
	Bn-A06-p3839293		13700378	A6	LOC106433452	13684571-13686129	Auxin-responsive protein (SAUR71)
Metabolite biosynthetic genes							
Caffeic acid	Bn-A09-p28758854		26690641	A9	LOC106367237	26877113-26878867	Cinnamoyl-CoA reductase 1 (CCR1)
	Bn-A09-p35981539		33104863	A9	LOC106412109	33233120-33235006	Chalcone-flavanone isomerase (CHI)
Chlorogenic acid	Bn-A07-p6542812		20717392	A7	LOC106430142	20512963-20517193	Flavonol 3-O-glucosyltransferase (UGT89B1)
Myricetin	Bn-scaff_16704_1-p462410		56681393	C2	LOC106382906	56510517-56512288	Flavonol synthase 3 (FLS3)
	Bn-scaff_16069_1-p4833476		52702475	C7	LOC106388514	53110580-53113485	Phenylalanine ammonia-lyase 1-like (PAL1)
Coumaric acid	Bn-A02-p12044265		16769326	A2	LOC106436650	16093088-16095189	Flavonoid 3’-monooxygenase (CYP75B137)

**^a^** Position in base pairs for the lead SNP according to version 4 of the rapeseed reference sequence, **^b^** Chromosome, **^c^** A plausible candidate gene near these loci.

In GR2, a significantly complete LD *r^2^* of 1 was found between 16 SNPs on chromosome C02 under the WW condition (**Figures 5D, F**). Highly significant LD (*r^2^* > 0.6) was found between SNPs ChrC2:5162738 (tag-SNP #5) and ChrC2:5172871 (tag-SNP #6) and between ChrC2:10513865 (tag-SNP #7) and ChrC2:10523601 (tag-SNP #8). SNP ChrC2:5162738 was 71 Kbps upstream of *F-BOX PROTEIN (FBX)* (**Table 3** **;** **Figures 5D, F**). F-box protein, as a major subunit of the Skp1, Cullins, F-box proteins (SCF) complex (a multiprotein E3 ubiquitin ligase), plays important roles in abiotic stress responses via the ubiquitin pathway (Song et al., 2023). The lead SNP ChrA6:12615333 was close to the *PEPTIDYL-PROLYL CIS-TRANS ISOMERASE* (*CYP71*) (**Table 3**; **Figure 7C**). Peptidyl-prolyl isomerase regulates protein folding and maturation of newly synthesized proteins under cell stress conditions (Hanes, 2015).

### Genes involved in phenolic acid and flavonoid biosynthetic pathways

Our GWAS analysis identified SNP ChrA9:26690641 for caffeic acid in the WW condition that was located at 187 Kbps downstream of *CINNAMOYL-COA REDUCTASE 1* (*CCR1*) gene. The *CCR1* gene is a potential control point in the phenylpropanoid pathway (**Table 3**; **Figure 5A**). *CCR1* involved in lignification uses feruloyl-CoA as a substrate and balances the abundance of phenolic compounds (Zhou et al., 2010). The linked SNP ChrC7:52702475 identified in the DS treatment was 409 Kbps downstream of *PHENYLALANINE AMMONIA-LYASE 1-LIKE* (*PAL1*) (**Table 3**; **Figure 6A**). *PAL* is the first enzyme in the phenylpropanoid pathway that catalyzes the trans-elimination of ammonia from l-phenylalanine to form trans-cinnamic acid, a precursor of lignins, phenols, flavanoids, and coumarins (Kong, 2015). SNP ChrA9:33104863 identified in the WW condition was located near *CHALCONE-FLAVANONE ISOMERASE* (*CHI*), a gene for flavonoid biosynthesis. Chalcone isomerase catalyzes the isomerization of naringenin chalcone into 5,7,4′-trihydroxyflavanone, which is considered to be the earliest intermediate with the flavonoid core (Ni et al., 2020). *CHI* genes co-regulate with other flavonoid-related genes, such as flavonol 3-O-glucosyltransferase, flavonol synthase, and flavonoid 3’-monooxygenase (Xu et al., 2023). Our GWAS results indicated that the lead SNP ChrA7:20717392 identified as a linked SNP in the DS treatment was 200 Kbps upstream of *FLAVONOL 3-O-GLUCOSYLTRANSFERASE* (*UGT89B1*) (**Table 3**; **Figure 7A**). Flavonol 3-O-glucosyltransferase catalyzes the glycosylation of either anthocyanidins or flavonols and is considered as a key enzyme for flavonoid modification (Dai et al., 2017). Glycosylation is usually the last step in the flavonoid biosynthetic pathway, which allows and enables plants to better cope with biotic and abiotic stress including the decrease of toxicity and side effects with the help of glycosylated phenolic compounds (Zhang et al., 2013). The LD GRs were estimated for 39 significant SNP–myricetin associations mapped on chromosome C02 in the DS treatment (**Figure 6D**). Significant and complete LD (*r^2 = ^* 1) was found between the two SNPs ChrC2:19721386 (tag-SNP #10) and ChrC2:22620484 (tag-SNP #11), and a highly significant LD (*r^2^* > 0.9) was found between SNP ChrC2:62628403 (tag-SNP #32) and SNP ChrC2:63618405 (tag-SNP #33). The LD plot showed that SNP ChrC2:56681393 was 200 Kbps upstream of *FLAVONOL SYNTHASE 3* (*FLS3*) under drought (**Table 3** **;** **Figures 6C, D**). *FLS* genes belong to the dioxygenases that catalyze the oxidation of dihydroflavonol to produce flavonol (Wang et al., 2021). The lead SNP ChrA2:16769326 identified as a linked SNP under drought was 675 Kbps upstream of *FLAVONOID 3’-MONOOXYGENASE* (*CYP75B137*).

### Transcriptomes of the high-phenolic (G67) and low-phenolic (G59) genotypes

Among the 119 genotypes evaluated in the two conditions, G67 and G59 showed the highest and lowest phenolic contents, respectively. To identify genes potentially involved in drought and flavonoid biosynthesis pathway, we conducted an RNA-seq workflow on flower extracts of both G67 and G59 genotypes. 

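The RNA-seq experiment had 4 groups, namely flowers of G67 (high-phenolic) and of G59 (low-phenolic), each under control and drought conditions, with 3 libraries per group and 12 libraries in all. Control pots were kept at a soil relative water content of 30% and drought pots at 10%, irrigated with 20% PEG6000 (polyethylene glycol, a polymer that binds water), and flowers were harvested 15 days after flowering. The authors filtered the reads, mapped them to the Darmor-bzh reference genome and computed FPKM (fragments per kilobase of exon, relative to the mapped fragments of the library) with Cuffquant and Cuffnorm of Cufflinks 2.0.0. The values analysed here are these FPKM, without further scaling, for the 998 genes that the deposited files list in all 12 libraries. Gene identifiers are mostly NCBI numbers, and 877 of the 998 matched a gene of the RefSeq table of the B. napus assembly Da-Ae, which was used for identifiers only. Since the files list part of each library and hold no read counts, the depth of each library is unknown, and the sums of the listed FPKM are not a measure of it. These sums were 45469 to 51160 in the G67 control libraries (median 48605) and 39158 to 43412 in the G67 drought libraries (median 42998), against 883 to 1059 in the G59 control libraries (median 917) and 3439 to 5267 in the G59 drought libraries (median 4928). Between 261 and 283 genes were listed at 0 in each G59 control library, 49 to 56 in G59 drought, 28 to 38 in G67 control and 7 to 11 in G67 drought. Replicates of a group ranked the genes alike, with rank correlations across genes of 0.936 to 0.984 in G67 and 0.842 to 0.918 in G59. DEGs were tested with limma on log2(FPKM + 1) in 1 fit over the 4 groups, with Benjamini-Hochberg adjustment, and were called at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. A fold change on this scale understates the change of genes with low FPKM. Folds of single genes are ratios of the group means of FPKM, and 3 libraries against 3 were compared with exact two-sided permutation tests, which cannot give a p below 0.1. No gene outside Table 3 had a ratio of drought to control between 0.964 and 1.68 in G67, or between 0.629 and 1.56 in G59. The listed genes are thus not a sample of the transcriptome, and counts of DEGs among them do not measure the number of DEGs in the genome.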

In total, we obtained 90,573,446 clean reads, of which 79.33% of the reads mapped to the *B*. *napus* reference genome. DEGs were identified with the criteria of *q* ≤ 0.05 and log_2_ fold change ≥1. 

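Between the control libraries, 804 of the 998 listed genes were DEGs, 773 with higher values in G67 and 31 with lower values. The 3 libraries of one genotype lay wholly above or below the 3 of the other in 803 of these DEGs and in 91.1% of all listed genes, against 10% by chance. Quantile normalization of the 12 libraries moved this comparison most, to 613 DEGs, 302 of them higher in G67 and 311 lower. Since it gives all libraries the same distribution of values, a near-even split of directions follows largely from the method, here and below. The group means of the 2 genotypes did not rank together across the listed genes, with a rank correlation of -0.025, while that between control and drought was 0.809 in G67 and 0.219 in G59. The genes above 3 FPKM numbered 0 in replicate 1 of the G59 control, 75 in replicate 2 and 56 in replicate 3, against 743 to 748 in the G67 control libraries. A choice of rows for a low level in G59 would itself separate the genotypes and put most genes higher in G67. The 10% by chance need not apply to rows chosen in that way.

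**Figure D1:**
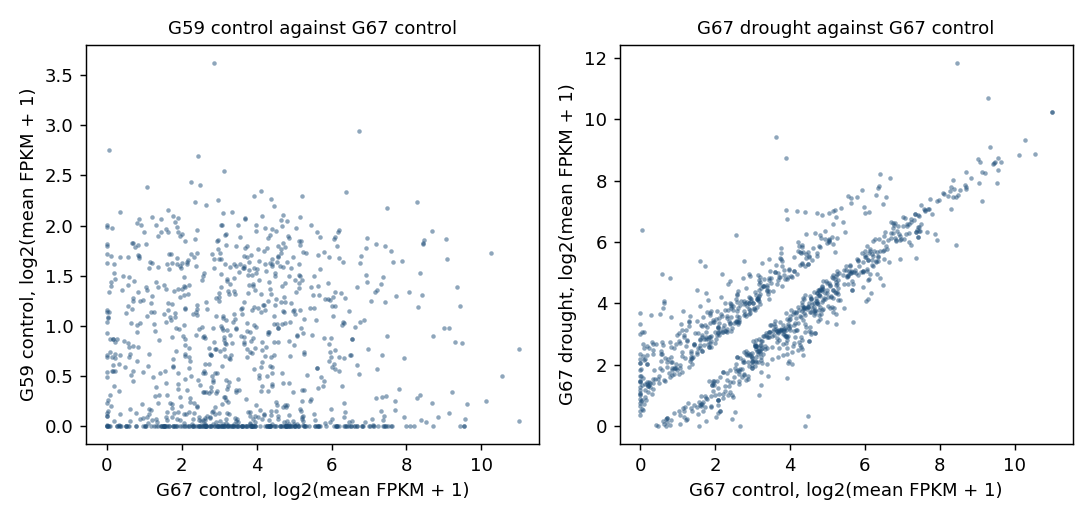
Group means of FPKM of the listed genes, as log2(mean FPKM + 1), with 1 point per gene. The left panel plots G59 control against G67 control, with a rank correlation of -0.025, and the right panel plots G67 drought against G67 control, with a rank correlation of 0.809 and an empty band along the diagonal.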

The high-phenolic genotype G67 and low-phenolic G59 showed a substantial difference in their basal transcriptomes; a comparison of untreated G67 and G59 samples led to the identification of 6,987 DEGs, including 2,652 upregulated DEGs and 4,335 downregulated DEGs (**Figure 8A**). The high-phenolic genotype G67 had a total of 12,195 DEGs, of which 5,601 were upregulated. By contrast, the low-phenolic genotype had only 4,433 DEGs. 

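In G67, 439 of the 998 listed genes were DEGs between drought and control, of which 294 rose and 145 fell. The 3 drought libraries lay wholly on one side of the 3 control libraries in 432 of them. The ratio of the mean FPKM under drought to that under control was above 1, or the control was at 0, for 429 genes and below 1 for 569 genes. Of the 976 genes with a ratio, 410 had one between 0.5 and 2. With each of the 6 libraries left out in turn, 355 to 523 genes were DEGs. LOC106353918 had 9.28, 14.8 and 9.77 FPKM in the control libraries and 315, 1106 and 627 FPKM under drought. Its log2 fold change was 5.65 (standard error 0.37, adjusted p = 1.52e-06 in limma). LOC106349612 was listed at 0.08, 0 and 0 FPKM under control and at 38.4, 154 and 55.9 FPKM under drought, and its log2 fold change of 6.10 (standard error 0.39) had the same adjusted p. LOC106353089 fell from 190.3, 450.2 and 385 FPKM under control to 63.6, 72.3 and 39.2 FPKM under drought, with a log2 fold change of -2.48 (standard error 0.32, adjusted p = 6.89e-05 in limma). LOC106352331 had 25.95, 17.1 and 17.5 FPKM under control and was listed at 0 in all 3 drought libraries, and its log2 fold change was -4.38 (standard error 0.32, adjusted p = 1.62e-06 in limma).

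**Figure D2:**
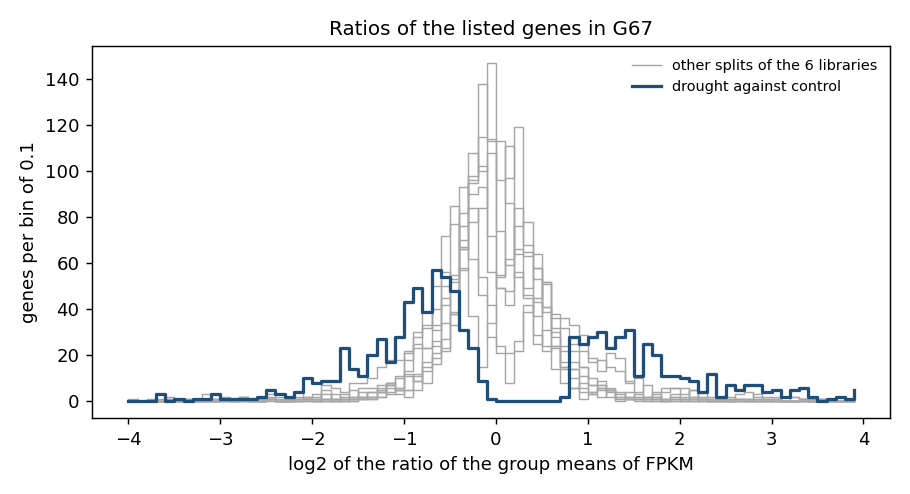
Number of listed genes, Table 3 genes aside, by the log2 of the ratio of 2 group means of FPKM in G67, for genes with both means above 0 and a log2 ratio between -4 and 4. The dark line is drought against control, which has no gene between ratios of 0.964 and 1.68, and the 9 grey lines are the other splits of the 6 libraries into groups of 3.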

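In G59, 539 of the 998 listed genes were DEGs between drought and control, 472 higher and 67 lower under drought. The 2 groups of libraries did not overlap in 537 of them. The ratio of drought to control was above 1, or the control was at 0, for 793 of the listed genes, and the control group was at 0 for 212. With median-ratio scaling, 343 genes were higher under drought and 194 lower, and after quantile normalization 218 and 212. With a pseudocount of 0.1 in place of 1, 922 genes were DEGs, and with each library left out in turn 498 to 583 were. The values of G59 and G67 did not rank together over the listed genes.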

Under DS, G67 showed more upregulated DEGs compared to G59 (T67 vs. T59; **Figure 8A**). 

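Under drought, 735 of the 998 listed genes differed between the genotypes, 669 with higher values in G67 and 66 with lower values. The libraries of G67 and G59 did not overlap for 726 of them. With median-ratio scaling of the 12 libraries, 607 genes were DEGs, 368 higher in G67 and 239 lower, and after quantile normalization 618 were, 309 in each direction. The even split is largely a product of that normalization. The rank correlation of the group means of the 2 genotypes under drought was 0.007 across the listed genes.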

We assumed that G67 might have numerous drought tolerance-related genes that are primed for response to DS.

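The 439 DEGs of G67 and the 539 DEGs of G59 had 243 genes in common, where 237.1 would be shared by chance (odds ratio 1.10, Fisher's exact test, two-sided, p = 0.482 over the 998 listed genes). This overlap within the list does not measure that of the transcriptomes. The overlap, the shared directions and the interaction presuppose that a row holds the same gene in both genotypes. This is in doubt, since the values of G59 and G67 did not rank together. An overlap near chance thus does not show that the genotypes respond independently. Of the shared genes, 172 (70.8%) changed in the same direction. This share was 59.1% with median-ratio scaling and 52.6% after quantile normalization. No share expected by chance was computed for it, and rises outnumbered falls among the DEGs of both genotypes. The interaction term of limma, which compares the drought responses of the 2 genotypes, had an adjusted p of at most 0.05 for 623 listed genes. The signed log2 fold change was larger in G67 for 142 of them and larger in G59 for 481. This sign does not tell which response was larger in size, since a fall counts as smaller than a rise.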

**Figure 8:**
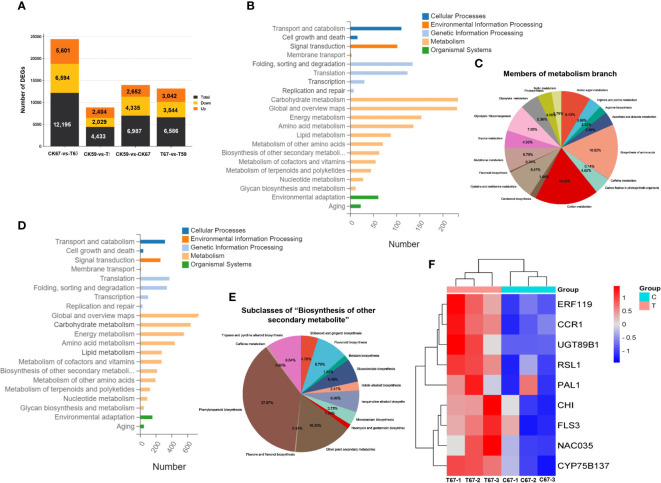
KEGG pathway classification map. **(A)** The number of up‐ and down‐regulated DEGs in high-phenolics genotype (G67) and low-phenolics genotype (G59) after drought. (CK): Control and (T): drought treatment. **(B)** KEGG pathway classification map in low-phenolics genotype (G59). Genes were divided into five branches according to the biological pathways they participated in: Cellular Processes, Environmental Information Processing, Genetic Information Processing, Metabolism, Organismal Systems. **(C)** A pie chart showing the members of metabolism branch. **(D)** KEGG pathway classification map in high-phenolics genotype (G67). Genes were divided into five branches according to the biological pathways they participated in: Cellular Processes, Environmental Information Processing, Genetic Information Processing, Metabolism, Organismal Systems. **(E)** A pie chart showing subclasses within the “Biosynthesis of other secondary metabolite”. **(F)** Heatmap expression of drought response and flavonoid biosynthesis genes under drought stress in transcriptome data in G67; (C): Control and (T): drought treatment. Heatmap color represents the expression level of each gene (rows) under drought treatment. (Fold-change > 1, P-value < 0.05). Red bars: upregulation; blue bars: downregulation.

To gain insight into the biological processes that were commonly or uniquely overrepresented between G59 and G67 in response to DS, we analyzed Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment of DEGs. The upregulated common biological processes included cellular processes, environmental information processing, genetic information processing, and metabolism, organismal systems (**Figures 8B–E**). The upregulated DEGs in G67 were specifically enriched in “phenylpropanoid biosynthesis,” “flavone and flavonol biosynthesis,” and “other plant secondary metabolites” (**Figure 8E**).

### Integration of the GWAS and transcriptome data

Our aim was to identify CGs differentially expressed after drought that were detected in the GWAS. Among the 60 genes detected in the GWAS, 50 were expressed in rapeseed flower based on transcriptome data. Of these genes, 18 were involved in stress-induced pathways, phenylpropanoid pathway, and flavonoid modifications (**Figure 8F**; **Table 3**). 

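The files analysed here list 6 of the 18 genes of Table 3, which are PAL1 (LOC106388514), CHI (LOC106412109), CYP75B137 (LOC106436650), FLS3 (LOC106382906), CCR1 (LOC106367237) and UGT89B1 (LOC106430142). The other 12 were not analysed here. In G67, 3 of the 6 genes (PAL1, CHI and UGT89B1) were DEGs between drought and control. In G59, 4 of the 6 were (CHI, FLS3, CCR1 and UGT89B1). Between the genotypes, 5 of the 6 were DEGs under control and 5 under drought, UGT89B1 being the exception. These counts were 3, 4, 5 and 5 as well when adjusted over the list alone, which is not independent evidence, since the study chose the genes with the help of these libraries.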

Analysis of the expression pattern of genes showed that the early unbranched part of the flavonoid biosynthesis pathway is encoded by *CHI*, *PAL*, and *CYP75B137* genes (**Figure 9A**). 

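In G67, PAL1 had 11.1, 74.9 and 14.5 FPKM in the 3 control libraries and 47.3, 94.7 and 68.9 FPKM in the 3 drought libraries. The means were 33.5 ± 35.9 and 70.3 ± 23.7 FPKM (SD, n = 3 each), a ratio of 2.10 ± 0.71 (SD of the drought libraries against the control mean). The 2 groups overlapped, and the exact permutation test gave p = 0.3. In limma, PAL1 had a log2 fold change of 1.50 (standard error 0.54, adjusted p = 0.0223). The ratio rested on replicate 2 of the control, since it was 5.49 without that library and 4.75 between the group medians. Without replicate 1 or 3 of the control, or without replicate 2 or 3 under drought, PAL1 was not a DEG, with adjusted p-values in limma of 0.107, 0.0885, 0.0805 and 0.0528. It was not one either in the fit of the 2 groups alone (adjusted p = 0.0664 in limma). PAL1 was higher under drought than under control in each of the 3 pairs of G67 libraries with the same replicate number. With the replicate number as a block it was a DEG, with an adjusted p in limma of 0.0119 in the fit over the 4 groups and 0.019 in the fit of the 2 groups, the latter chosen after seeing the data.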

A significant increase in *PAL* was observed under drought (2.09-fold). 

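For the 6 listed candidate genes, the difference between the drought responses of G67 and G59 was tested with the interaction term of limma. This test presupposes that a row holds the same gene in both genotypes, which is in doubt. The number with an adjusted p of at most 0.05 was 0 of 6, and the number with an unadjusted p under 0.05 was also 0. The smallest adjusted p was 0.15 for FLS3, whose log2 fold change was lower in G67 than in G59 (difference -0.64, standard error 0.36). The differences of PAL1 and UGT89B1 were 0.50 (standard error 0.77) and 0.84 (standard error 0.53). The pseudocount changed this result, because the G59 control values were at or near 0. With a pseudocount of 0.01, CCR1, FLS3 and PAL1 had adjusted p-values of 0.000139, 0.00836 and 0.000880 in limma, each with the larger log2 fold change in G59. With a pseudocount of 0.1, CCR1 and FLS3 passed in the same direction. PAL1 passed with the larger response in G67 when replicate 2 of the G67 control was left out (difference 1.33, adjusted p = 0.0146). CYP75B137 did so without replicate 1 of the G59 drought libraries (difference 1.14, adjusted p = 0.0103), and FLS3 in the direction of G59 without replicate 3 of them (difference -0.96, adjusted p = 0.00772).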

The level of induction of gene expression was genotype-dependent. 

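In G59, PAL1 was listed at 0 in all 3 control libraries and at 1.36, 1.42 and 0.39 FPKM under drought. Each G67 library lay above each G59 library of the same treatment (exact permutation test stratified by treatment, two-sided, p = 0.005, the smallest that the 400 arrangements allow). Under drought the mean of G67 was 66.5 times that of G59, with a log2 fold change of 5.10 (standard error 0.54, adjusted p = 1.33e-06 in limma). No ratio was computed under control, where G59 was listed at 0. The G59 values did not rank with those of G67 over the listed genes.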

The relative expression of *PAL* was much higher in the high-phenolic genotype (G67) than in low ones (G59) (**Figure 9B**). 

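CHI had 47.3, 25.7 and 21.9 FPKM in the G67 control libraries and 77.9, 56.8 and 56.5 FPKM in the G67 drought libraries. The ratio of the means, 63.7 ± 12.3 to 31.6 ± 13.7 FPKM (SD, n = 3 each), was 2.01 ± 0.39. The groups did not overlap (exact permutation test, p = 0.1, the smallest possible). The log2 fold change of 1.05 (standard error 0.30, adjusted p = 0.00705 in limma) was close to the threshold of 1. It was 0.94 without replicate 2 of the control, 0.83 without replicate 3 of the control and 0.90 without replicate 1 under drought, and CHI was then not a DEG. With median-ratio scaling and quantile normalization it was 0.92 and 0.73. In G59, CHI had 1.33, 1.45 and 0.73 FPKM under control and 5.81, 5.7 and 2.95 FPKM under drought.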

The *CHI* gene also exhibited higher expression (2.01-fold) compared to the control (**Figure 9C**). 

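CYP75B137 had 4.54, 2.63 and 1.77 FPKM in the G67 control libraries and 6.95, 7.59 and 7.72 FPKM under drought. The ratio of the means was 2.49 ± 0.14 (SD, n = 3), between 2.07 and 3.37 with each library left out in turn, and the groups did not overlap (exact permutation test, p = 0.1). With a log2 fold change of 1.14 (standard error 0.75, adjusted p = 0.165 in limma), the gene was not a DEG in the fit over the 4 groups. In that fit the spread is shared with G59, where CYP75B137 was listed at 12.7, 0 and 0 FPKM under drought and at 0 in all 3 control libraries. In the fit of the 2 groups of G67 alone, the adjusted p in limma was 0.00563 and the gene was a DEG.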

The *CYP75B137* gene also showed a higher expression (2.48-fold) compared to the control (**Figure 9D**). The biosynthesis of flavonoids in the later stages is encoded by *FLS1/FLS3*, *CCR1*, and *UGT89B1* genes. The expression of the *FLS3* gene was higher (1.40-fold) in drought than in the control (**Figure 9E**). Additionally, under DS, the expression level of *CCR1* was much higher (2.01-fold; **Figure 9F**). 

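FLS3 had 46.5, 30.1 and 31.2 FPKM in the G67 control libraries and 55.2, 50 and 46.5 FPKM under drought, with means of 35.9 ± 9.20 and 50.6 ± 4.38 FPKM (SD, n = 3 each). The ratio was 1.41 ± 0.12, and it was 1.65 without replicate 1 of the control. Each drought library lay above each control library (exact permutation test, p = 0.1), though the lowest drought value was 46.54 FPKM and the highest control value 46.53 FPKM. The log2 fold change was 0.51 (standard error 0.26, adjusted p = 0.0817 in limma), below the threshold of 1 in every one of its 16 alternatives, which gave 0.36 to 0.77. The adjusted p in limma was at most 0.05 in 4 of them, at 0.046 in the fit of the 2 G67 groups alone, 0.0359 without replicate 1 of the control and, in the 2 alternatives chosen after seeing the data, 0.0248 in the 2-group fit with the replicate block and 0.0164 with median-ratio scaling within G67. In G59, FLS3 had 0.2, 0.35 and 0.31 FPKM under control and 2.24, 2.87 and 0.84 FPKM under drought.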

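CCR1 had 24.9, 31 and 35.6 FPKM in the G67 control libraries and 56.2, 59 and 69.4 FPKM under drought. The ratio of the means, 61.5 ± 6.95 to 30.5 ± 5.36 FPKM (SD, n = 3 each), was 2.02 ± 0.23 and stayed between 1.85 and 2.20 with each library left out in turn. The groups did not overlap (exact permutation test, p = 0.1). The log2 fold change of log2(FPKM + 1) was 0.997 (standard error 0.22, adjusted p = 0.0017 in limma), which is under the threshold of 1, so that CCR1 was not counted as a DEG. With a pseudocount of 0.1 it was 1.02 and CCR1 was a DEG, as it was without replicate 2 or 3 of the control or replicate 1 or 2 under drought. In G59, CCR1 had 0.04, 0.04 and 0.02 FPKM under control and 1.86, 1.61 and 0.6 FPKM under drought.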

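UGT89B1 was listed at 0, 0 and 0.11 FPKM in the G67 control libraries and at 3.95, 8.16 and 10.04 FPKM in the G67 drought libraries. The ratio of the means was 201 ± 85 (SD, n = 3), and it rested on the single value of 0.11 FPKM in replicate 3 of the control, without which the control is listed at 0 and has no ratio. The groups did not overlap (exact permutation test, p = 0.1). The log2 fold change of log2(FPKM + 1) was 2.94 (standard error 0.37, adjusted p = 5.81e-05 in limma), between 2.70 and 3.28 with each library left out in turn. In G59, UGT89B1 was listed at 0 in the 3 control libraries and at 5.35, 4.8 and 1.15 FPKM under drought.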

The transcript level of *UGT89B1* was elevated more than 200-fold in the high-flavonoid genotype under water deficit conditions (**Figure 9G**). The transcript level of flavonoid biosynthesis genes was directly related to the flavonoid content. As shown in **Figures 9B–G**, the expression level of all flavonoid-related genes was much higher in G67 than that in G59. 

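Over the 6 listed flavonoid genes, PAL1, CHI, FLS3 and CCR1 were higher in each G67 library than in each G59 library of the same treatment. CHI had a ratio of G67 to G59 of 27.0 under control and 13.2 under drought, FLS3 of 125 and 25.5, and CCR1 of 915 and 45.3. The stratified exact permutation test gave p = 0.005 for these 4 genes, p = 0.02 for CYP75B137 and p = 0.25 for UGT89B1. The control ratio of CCR1 rested on G59 values of 0.02 to 0.04 FPKM. These ratios and tests presuppose that a row holds the same gene in both genotypes. This is in doubt, since the values of G59 and G67 did not rank together over the listed genes. After quantile normalization, the log2 fold changes of CHI between the genotypes fell to 0.37 under control and 0.41 under drought, and CHI was not a DEG in either. CYP75B137 was higher in G67 under control, where G59 was listed at 0, but its groups overlapped under drought, since replicate 1 of G59 had the highest value of all libraries (exact permutation test under drought, p = 0.4). Its adjusted p-values in limma were 0.029 under control and 0.0403 under drought, and both depended on single libraries. Under drought, the log2 fold change rose from 1.81 to 3.07 (adjusted p = 2.36e-07 in limma) without replicate 1 of G59, while without any one of the other 5 drought libraries the adjusted p lay above 0.05, at 0.0751 to 0.184. Under control, the adjusted p was 0.0364 without replicate 3 of G67 and 0.0530 to 0.0912 without any one of the other 5 control libraries. With median-ratio scaling, CYP75B137 was not a DEG under either treatment (log2 fold changes 1.03 under control and 0.41 under drought). After quantile normalization it was not one either (0.51 and 0.036). In the fit of the 2 compared groups only, it was a DEG under control (adjusted p = 0.000273 in limma) but not under drought (0.107). UGT89B1 was not a DEG between the genotypes. Its groups overlapped under drought (ratio 1.96, exact permutation test, p = 0.3), and under control 5 of the 6 libraries were listed at 0. Its log2 fold change under drought was 0.89 (standard error 0.37, adjusted p = 0.0427 in limma), -0.86 with median-ratio scaling and -1.35 after quantile normalization, where it was a DEG with lower values in G67 (adjusted p = 0.00532 in limma). Its adjusted p ranged from 0.00532 to 0.265 over the alternatives. The paper states that the transcript level of the flavonoid genes was directly related to the flavonoid content.

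**Figure D3:**
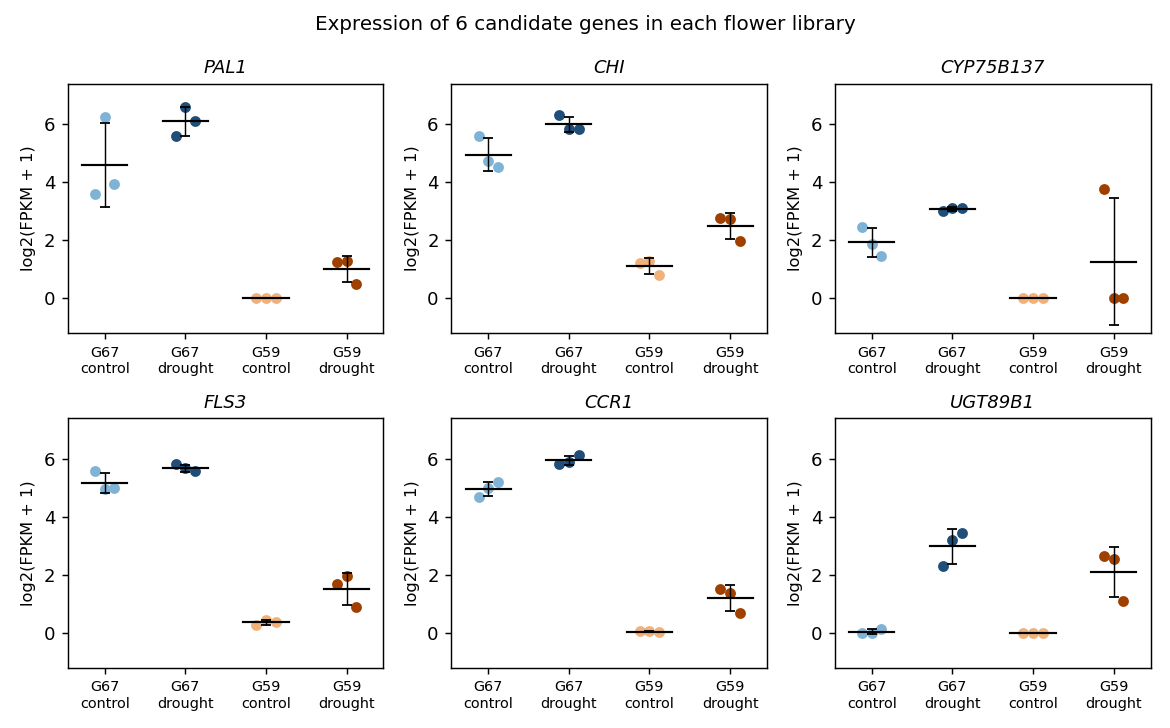
log2(FPKM + 1) of 6 candidate genes in each of the 12 libraries, as points, with the mean (line) and SD (bar) of the log2 values of each group of 3. The G67 and G59 points of PAL1, CHI, FLS3 and CCR1 are apart within each treatment, while those of CYP75B137 and UGT89B1 overlap under drought.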

Transcriptional analysis showed that the genes were differentially expressed between the two genotypes, of which the *RSL1*, *NAC035*, and *ERF119* genes were upregulated under drought (**Figures 9H–J**).

**Figure 9:**
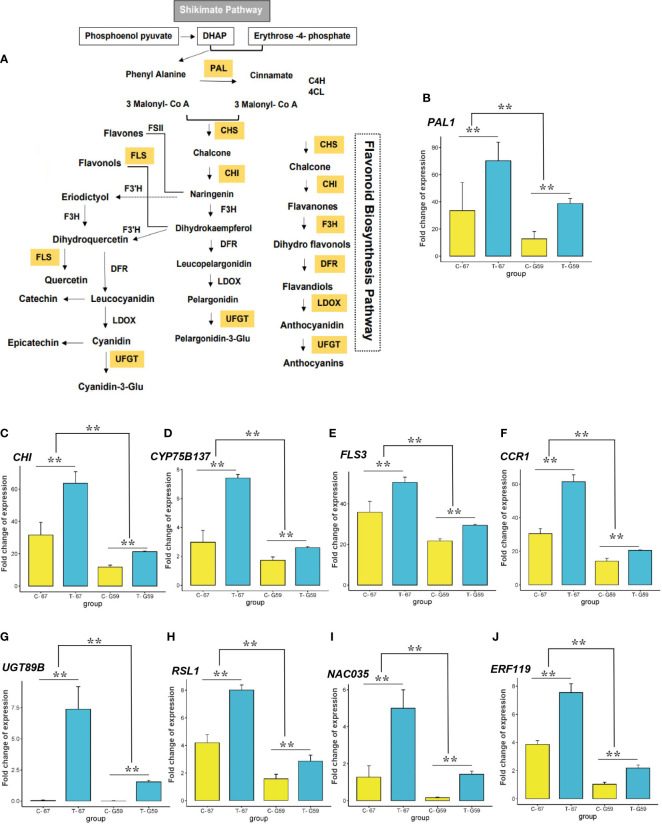
Expression variation of candidate genes from GWAS and transcriptome analysis. **(A)** Schematic diagram of the flavonoid biosynthesis pathway. PAL phenylalanine ammonia lyase, C4H cinnamate 4-hydroxylase, 4CL 4-coumarate-CoA ligase, CHS chalcone synthase, CHI chalcone isomerase, F3H flavanone-3-hydroxylase, F3'H flavonoid 3'-hydroxylase, FSII flavone synthase II, FLS flavonol synthase, DFR dihydroflavonol reductase, LDOX leucoanthocyanidin dioxygenase, UFGT UDP-glucose flavonoid 3-O-glucosyl transferase are key enzymes involved in the pathway. **(B–J)** Expression (Fold-change) of PAL1, CHI, CYP75B137, FLS3, CCR1, UGT89B, RSL1, NAC035, and ERF119 in high-phenolics genotype (G67) and low-phenolics genotype (G59) at the flowering stage under drought treatment (T), detected by RNA-seq. Data are average values with standard deviation (n = 3 varieties). ** Indicate significant difference relative to control (C) (t-test: **P < 0.01).

## Discussion

### Phenolic compounds in *B. napus* flowers

In recent years, phenolic compounds have been intensively investigated because of their potential health-promoting effects (Cosme et al., 2020; Rahman et al., 2021). Phenolic compounds are considered in *Brassica* as the most abundant group of secondary metabolites known as natural antioxidants (Bennouna et al., 2021). This group of compounds is able to protect cells against the negative effects of ROS, lipid peroxidation, protein denaturation, DNA damage, and consequently reducing the oxidative damage (Jideani et al., 2021; Juan et al., 2021). Moreover, phenolic compounds have an important role in pigmentation, growth, reproduction of plants, and elevated defenses against the adverse effects of environmental stresses (Cheynier et al., 2013; Naik and Al-Khayri, 2016). In the present study, we found that *B*. *napus* flowers are a rich source of total phenolic, flavonoid, and flavonol content, anthocyanin, ascorbic acid, and natural antioxidants. The major dihydroxybenzoic acid in rapeseed flowers is gentisic acid (2,5-dihydroxybenzoic acid). In addition, caffeic acid (3,4-dihydroxy cinnamic acid) and epicatechin identified as abundant compounds in our study are the most important compounds of hydroxycinnamic acid and flavonoids. Notably, rapeseed flowers offer phenolic and flavonoid in much higher quantities than seed (Jun et al., 2014; Salami et al., 2023). Our results indicated that *B*. *napus* flowers can serve as natural antioxidants as characterized by a higher inhibition of DPPH (93%), which was higher than 83.17% and 89.25% DPPH activity in *B*. *juncea* (Lee et al., 2020) and *B*. *nigra*, respectively (Olgun et al., 2017). Phenolic compounds are often perceived favorably by consumers as healthy natural foods. Therefore, rapeseed flower can be used as a source of phenolic compounds with bioactive potential, which can be applied in the food sector, as food and as source of natural ingredients that can be an interesting alternative for consumers looking for product innovations.

### Drought stress responses in *B*. *napus* flowers

DS affects flowering and flower metabolism in rapeseed (Tesfamariam et al., 2010; Kirkegaard et al., 2018). There are various reasons for drought-induced damage of the flowering stage, including decreased water potentials in the floral tissues such as pollen, female gametophyte, and stigma and decreased assimilate and nitrogen supplies that ultimately affect the rapeseed yield (Fard et al., 2018; Zhu et al., 2021; Batool et al., 2022). Another phenomenon can occur, which is that drought-induced hormonal changes may cause sterility (Lalay et al., 2022). One of the adverse effects of DS at the molecular level is the accelerated production of ROS that disrupts the physiological and biochemical processes in plants (Saha et al., 2022). Plants have endogenous mechanisms for adapting to ROS production through enhancement of the natural activities of the antioxidant enzymes and nonenzymatic compounds (Fujita and Hasanuzzaman, 2022; Jan et al., 2022). Among the nonenzymatic antioxidant components, ascorbic acid, anthocyanin, and phenolic compounds are effective in resistance and adaptive features in plants against DS through suppression of singlet oxygen and inhibition of ROS-generating enzymes (Ashraf et al., 2022; Celi et al., 2023; Wagay et al., 2023). In this study, we monitored the changes in phenolic compounds between two contrasting irrigation conditions and evaluated their contributions to drought tolerance. The phenolics, flavonoids, and phenolic compounds were increased under drought condition in our rapeseed population. A significant enhancement of epicatechin and myricetin contents was observed in rapeseed flowers under DS conditions. The results of PCA and stepwise regression showed that myricetin had strong associations with antioxidant activity under DS conditions. These results suggest that epicatechin and myricetin play an important role in enhancing drought tolerance in *B*. *napus*. Similarly, Okafor et al. (2022) reported that flavonoids had a stronger antioxidant activity than phenolic acids. Flavonoids like myricetin help the formation of less reactive phenoxyl radicals by donation of electrons or hydrogen and the ability to chelate transition metals like iron (Semwal et al., 2016). The iron-chelating properties and RSA of flavonoids are closely related; iron is chelated by the flavonoid and ROS are subsequently scavenged by the flavonoids (Kejik et al., 2021; Agraharam et al., 2022). Transcriptomic and metabolomic analyses have shown that flavonoid accumulation is important to improve drought tolerance in *B*. *napus* (Xiong and Ma, 2022). An increase in phenolic content in rapeseed tested under water scarcity has been shown in several studies (Son et al., 2020; Okafor et al., 2022; Morsi et al., 2023). Information on the response of phenolic compounds and their antioxidant activity to DS will be essential for producers to understand the advantages of this crop for cultivation under water scarcity conditions.

### Stable SNPs identified for phytochemicals and phenolics

Information on DNA markers linked with polyphenol components contributing to DS helps screening varieties for drought tolerance improvement. The stability of linked markers over different environmental conditions and pleiotropic effects are two important factors for the use of markers in MAS programs and improvement of crops. In our GWAS analysis, evaluation of the relation between SNPs and traits showed several common and pleiotropic SNPs. Two SNPs for RSA and one for TFLC that were common between the two irrigation treatments significantly contributed to phenotypic variation of these traits. The SNP Bn-A01-p6333910 had pleiotropic effects on both chlorogenic and coumaric acid content under DS conditions. These stable and pleiotropic SNPs with high contribution to phenotypic variation for phenolic content provide valuable genetic information for the improvement of phenolics and indicate promising GR for MAS in rapeseed breeding programs.

### Candidate genes involved in phenolic biosynthesis pathway in *B*. *napus*

All phenolic compounds are synthesized through the shikimic acid/phenylpropanoid pathway (Kumar et al., 2023; **Figure 9A**). The synthesis of phenylalanine from chorismic acid is considered the branching point that links the shikimate pathway to the phenylpropanoid pathway (Tohge et al., 2013). The general phenylpropanoid pathway from phenylalanine to p-coumaroyl-CoA is considered a major precursor in the synthesis of both hydroxycinnamic acids and flavonoids (Metsamuuronen and Siren, 2019). The early phenylpropanoid pathway involves three key enzymes: PAL, C4H, and 4CL (Zhang and Liu, 2015; **Figure 9A**). PAL as a key enzyme in primary metabolism catalyzes the non-oxidative deamination of phenylalanine to cinnamic acid and affects the accumulation of lignin, flavonoids, and hydroxycinnamic acid through regulating the rate of phenylalanine entering the phenylpropanoid pathway (Wu et al., 2017). In this study, the drought-related GWAS results consistent with results of a study in *B*. *napus* (Ali et al., 2023) showed strong associations between *PAL1* and myricetin under drought conditions (**Figure 6A**, **Supplementary Table S8**). Moreover, the expression of *PAL1* increased in our highly accumulated myricetin accession and under drought conditions. Our RNA-seq analysis indicated that the stress-inducible expression of the *PAL1* gene might increase the accumulation of flavonoids and enhance abiotic stress tolerance in rapeseed.

CHI as the first enzyme specific for the flavonoid pathway converts naringenin chalcone to naringenin flavanone, which is a branching point for the formation of several groups of flavonoids (Yonekura-Sakakibara et al., 2019). *CHI* is co-regulated with other flavonoid genes, such as *CHS*, *F3H*, and *DFR* (Kayani et al., 2021). The genetic control of CHI activity has been assessed in flowers and pollen of several plant species (Sun et al., 2019). In accord with results of Hao et al. (2022), a higher *CHI* expression was reported under DS in our study. In response to higher *CHI* expression levels under drought, a higher caffeic acid was observed in the high phenolic accession (**Figure 9C**). Another early flavonoid biosynthetic gene, *FLAVONOID 3’-MONOOXYGENASE* (*CYP75B1*), is mostly involved in monooxygenation/hydroxylation and regulation of antioxidant metabolites (Zandalinas et al., 2017). It has been shown that the *CYP75B1* gene positively correlates with flavonoids and antioxidant flavonol accumulation and induces drought tolerance in *Arabidopsis* (Rao et al., 2020). In our GWAS and RNA-seq analyses, *CYP75B137* was upregulated under drought and associated with coumaric acid, which suggest a protective role of this gene against the adverse effect of drought. In our study, the induction of *FLS3* was quite significant under DS (**Figure 9E**), which possibly indicates the role of higher *FLS3* expression in drought tolerance in rapeseed. FLS catalyzes the oxidation of dihydroflavonol to produce flavonol, which is widely distributed in flowering plants (Yang et al., 2022; **Figure 9A**). So far, 13 *FLS* genes have been identified for *B. napus* (Schilbert et al., 2021). Higher FLS transcripts under DS have been shown in rapeseed (Liu et al., 2015) and *Arabidopsis* (Li et al., 2018).

Glycosylation is one of the most widespread modifications of flavonoids as the last step in the flavonoid biosynthetic pathway in plants (Alseekh et al., 2020). The UDP-glycosyltransferase (UGT) is a key enzyme in flavonoid modification used for transferring UDP-activated sugars to flavonoid compounds and increasing their solubility and stability (Irmisch et al., 2018). Results of GWAS of our study supported that the *UGT89B1* gene was associated with chlorogenic acid content and the expression of *UGT89B1* was strongly induced by DS (**Figure 9G**). These observations were in agreement with results of a study in *Camellia sinensis* for downregulation of *UGT* enzymes that reduced flavonol glycoside accumulation, ROS detoxification capacity, and lower stress tolerance (Zhao et al., 2019). Our results indicated that the glucosylation catalyzed by *UGT89B1* was effective for drought tolerance in rapeseed through the improvement in the biosynthesis of phenolics.

### Key regulators of phenolic biosynthesis pathway in *B*. *napus*

Biosynthetic enzymes, TFs, phytohormonal regulators, and environmental conditions affect phenylpropanoid biosynthesis and the structural genes (Guo et al., 2020). Different families of TFs including MYB, bHLH, bZIP, NAC, AP2/ERF, and WRKY regulate the expression of the structural genes in the phenylpropanoid pathway (Anwar et al., 2021). The plant-specific NAC proteins constitute one of the largest TF families and are characterized by a highly conserved NAC domain in the N-terminal region (Puranik et al., 2012). Although it has been widely demonstrated that the NAC TFs are involved in the regulation of various biological processes, from plant development to response to stresses, only a few members have been identified as regulators of anthocyanin biosynthesis (Sun et al., 2019). To date, some studies have focused on the regulation of *NAC* genes in anthocyanin biosynthesis (He et al., 2020). For example, *NAC078* protein was associated with the expression of genes related to flavonoid biosynthesis and leads to the accumulation of anthocyanins in response to high light stress in *Arabidopsis* (Morishita et al., 2009). Results of GWAS in our study showed that the *NAC035* gene was associated with caffeic acid content. Moreover, transcription of *NAC035* that was enhanced by DS was higher in the high-phenolic rapeseed genotype in our study, which was in line with the results of *NAC035* expression in drought in the study by Li et al. (2022). *NAC035* affects the growth and developmental processes from cell division to flower development in response to external signals in plants (Li et al., 2022). We found that the *NAC035* gene could be a positive regulator of flower phenolics in rapeseed. *CHI*, *FLS3*, and *CYP75B137* were upregulated in the higher-phenolic rapeseed under drought conditions, which shows that the expression of these genes under DS is regulated not only by the structural genes but also by TFs.

As one of the largest TF families in plants, AP2/ERF (APETALA2/Ethylene Responsive Factor) plays indispensable roles in plant growth, development, hormone regulation, flavonoid synthesis, and especially in responses to various stresses (Zhang et al., 2020; Qian et al., 2022; Qi et al., 2023). Recently, three AP2/ERF TFs were identified as positive regulators of the chalcone isomerase (CHI) gene that enhanced the accumulation of flavanones and flavones in citrus (Zhao et al., 2021). In our study, the *ERF119* gene was associated with caffeic acid content and upregulated under drought and in high-phenolic rapeseed accession. In a study in *Mangifera indica*, *ERF109* promoted the transcription of anthocyanin-related genes and the anthocyanin accumulation (Qian et al., 2022). Under stress, ERFs recognize and bind to cis-regulatory elements in the promoters of target genes to participate in gene expression regulation (Seok et al., 2022). Therefore, our results in line with other studies showed that *ERF119* improves drought tolerance in rapeseed by regulating phenolic-related genes.

## Conclusion

In the present study, a conjoint analysis based on metabolome and transcriptome data of rapeseed flowers was performed to identify the key metabolites, genes, and metabolic pathways related to drought response in rapeseed. We identified new sources of variation that contributed to higher polyphenolic compounds in rapeseed under DS conditions. Our work identified genomic locations within *B*. *napus* that influence the expression of phytochemicals and polyphenolic compounds under DS conditions. This work provides supporting information for two research areas. One is the development of breeding strategies for drought tolerance by disentangling the molecular mechanisms of these traits. The other is to develop genomic resources for developing metabolite-associated breeding in the future. The genomic and metabolomic variability identified in our selected rapeseed led to the detection of SNP-linked markers across the rapeseed genome that could help to facilitate the metabolite-associated breeding of rapeseed in the future. The use of metabolomic, genomic, and transcriptomic approaches increased our confidence in the identification of related genes and markers through GWAS. This workflow enabled the detection of six CGs including *PAL1*, *CHI*, *UGT89B1*, *FLS3*, *CCR1*, and *CYP75B137* associated with major phenolic acids and flavonoids. The analysis of the molecular mechanisms of drought response-related genes will contribute to the cultivation and development of new rapeseed drought-tolerant varieties, providing good materials for cultivating water-saving plants.

## Data availability statement

Publicly available datasets were analyzed in this study. This data can be found here: https://www.ncbi.nlm.nih.gov/sra/?term=PRJNA1052984, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?&acc=GSE250611.

## Author contributions

MS performed the experiments, prepared samples, analyzed the data, and wrote original draft of the manuscript; BH designed the research and the experiments, prepared samples, wrote and reviewed the first and final draft of the manuscript; JB involved in experiments and reviewed the article; JW involved in the experiments and reviewed the article; XT involved in the experiments and reviewed the article; CR and HT provided scientific comments and reviewed the final draft of the manuscript. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Integration of genome-wide association studies, metabolomics, and transcriptomics reveals phenolic acid- and flavonoid-associated genes and their regulatory elements under drought stress in rapeseed flowers
**Source:** Front Plant Sci. 2024 Jan 11;14:1249142. doi: 10.3389/fpls.2023.1249142
**Supplement:** Supplementary file 1

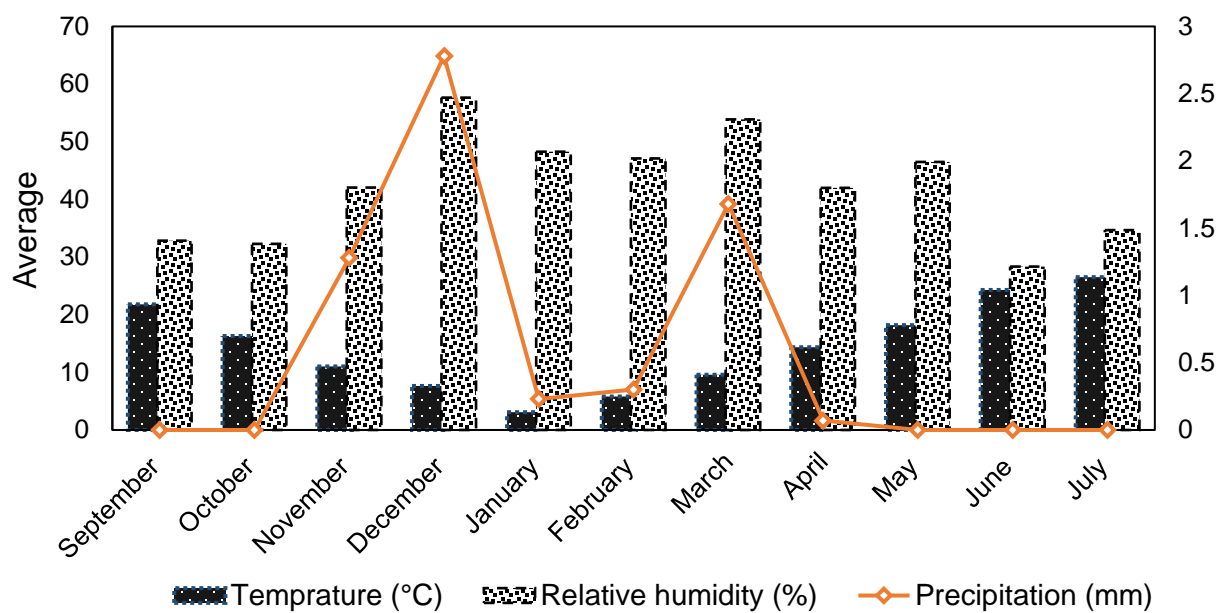

**Supplementary Fig. S1.** Monthly mean temperature, monthly mean values of relative humidity, and monthly mean precipitation during the rapeseed (*Brassica napus*) growing season in 2020-2021.

# Supplementary material for: Integration of genome-wide association studies, metabolomics, and transcriptomics reveals phenolic acid- and flavonoid-associated genes and their regulatory elements under drought stress in rapeseed flowers
**Source:** Front Plant Sci. 2024 Jan 11;14:1249142. doi: 10.3389/fpls.2023.1249142
**Supplement:** Supplementary file 2

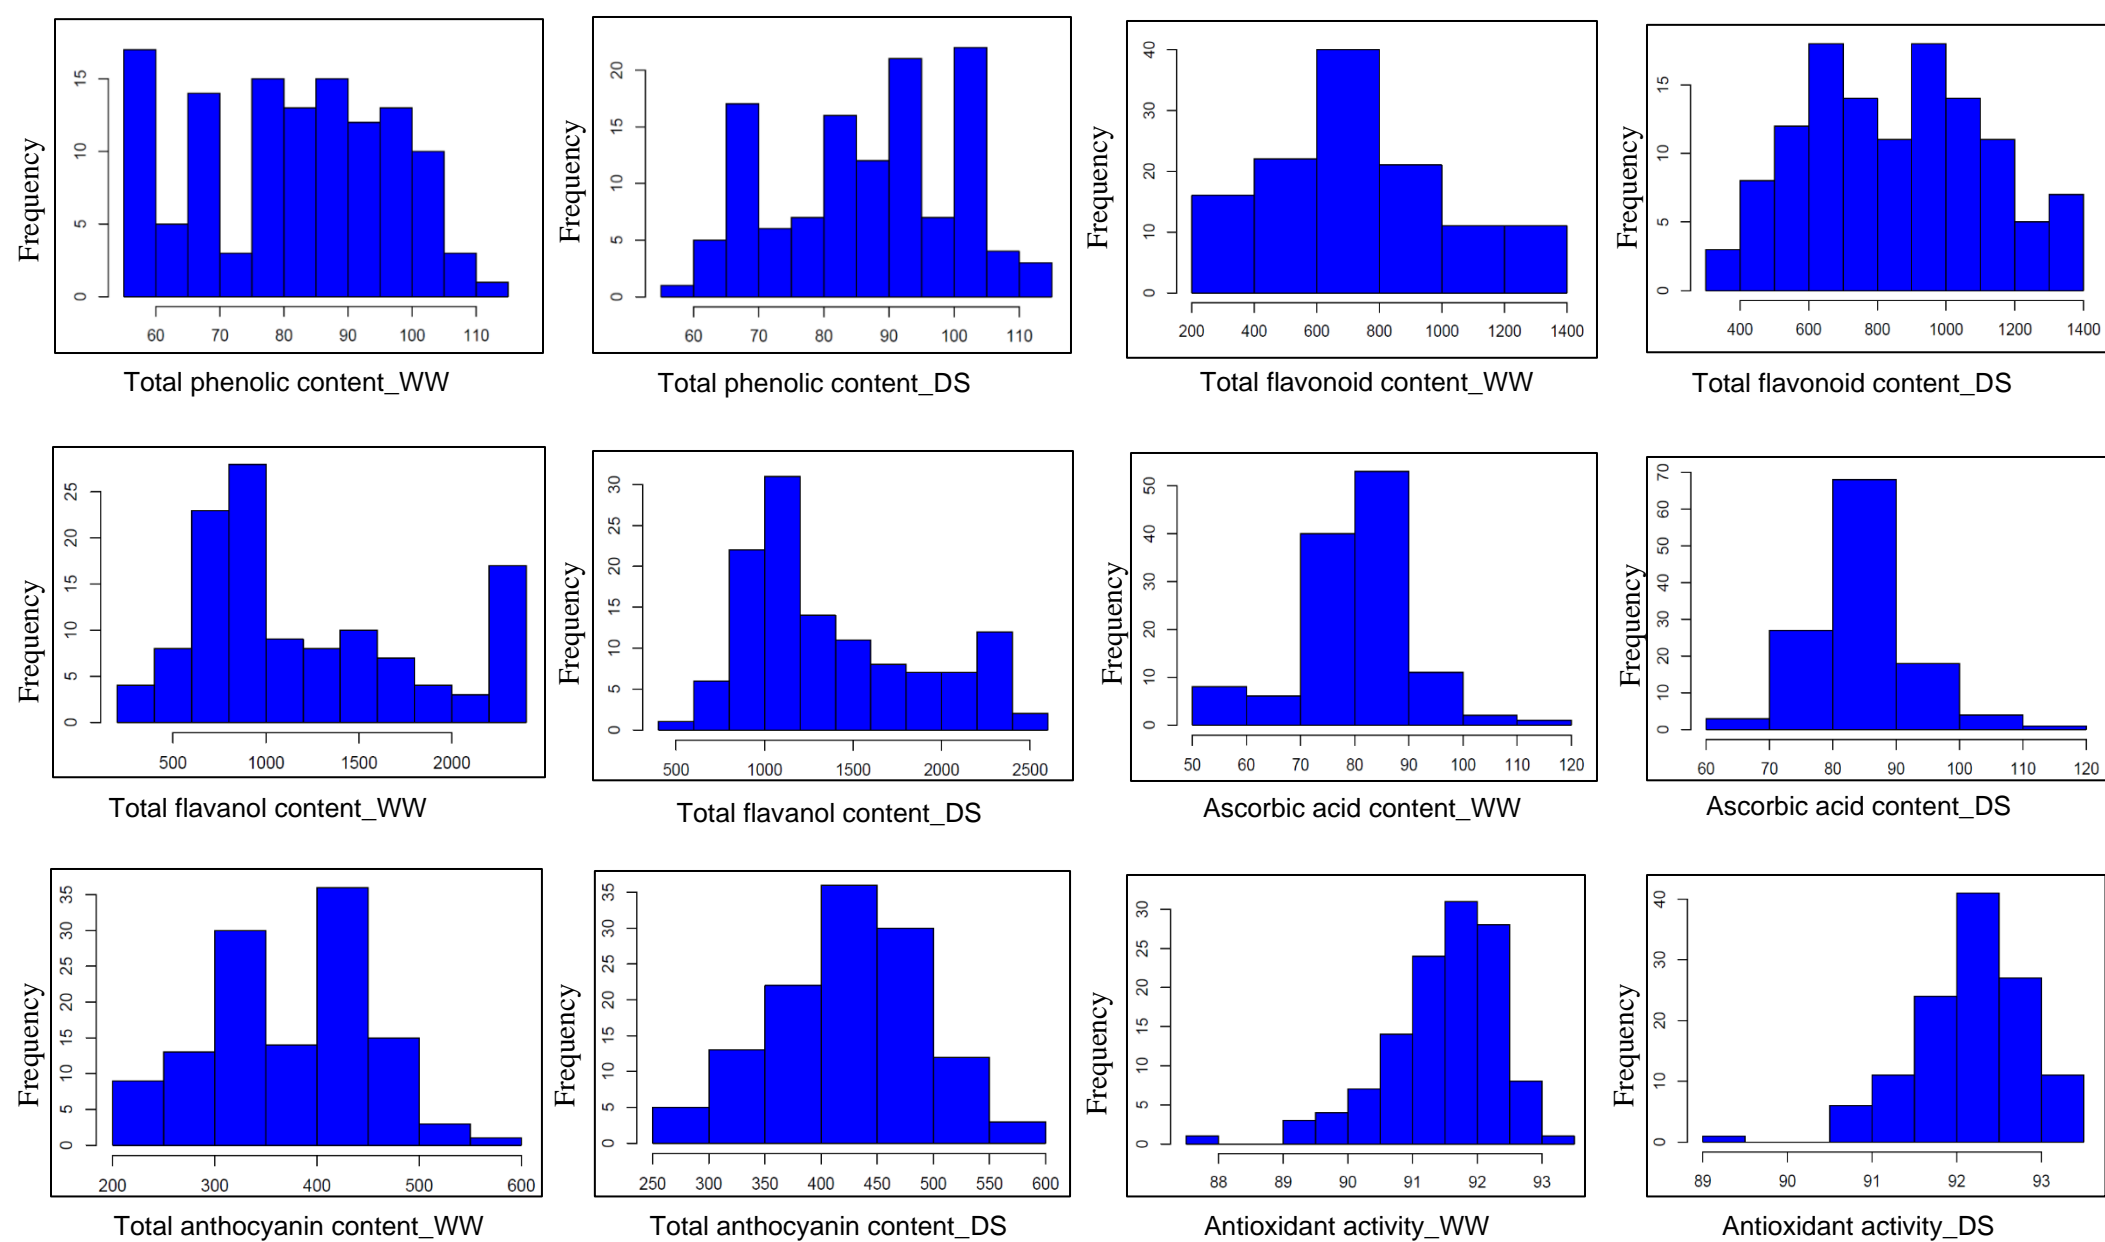

**Supplementary Fig. S2.** Phenotype distribution and boxplots of phytochemical traits in the associated population of rapeseed (*Brassica napus*) under well-watered (WW) and drought stress (DS) conditions.

# Supplementary material for: Integration of genome-wide association studies, metabolomics, and transcriptomics reveals phenolic acid- and flavonoid-associated genes and their regulatory elements under drought stress in rapeseed flowers
**Source:** Front Plant Sci. 2024 Jan 11;14:1249142. doi: 10.3389/fpls.2023.1249142
**Supplement:** Supplementary file 3

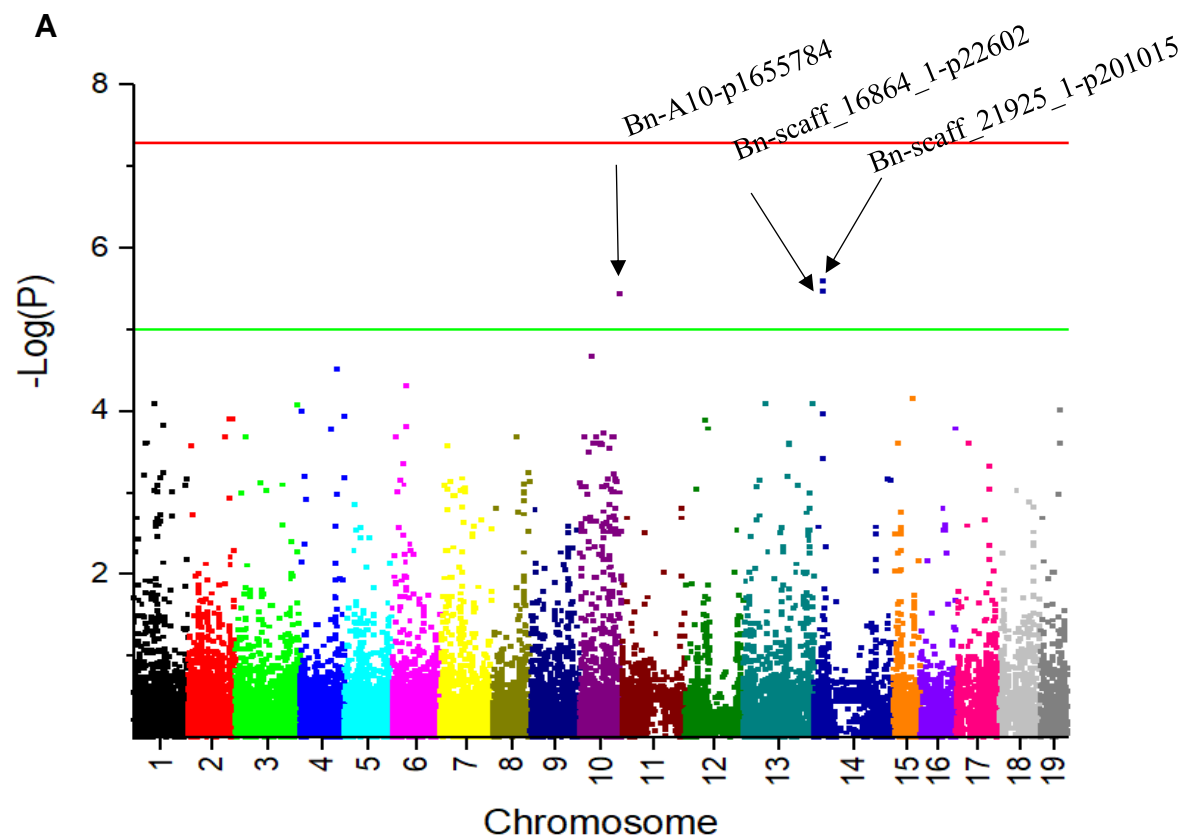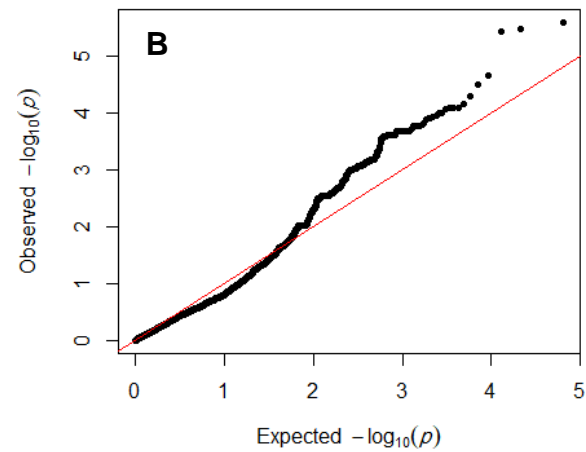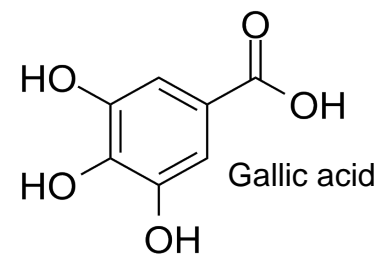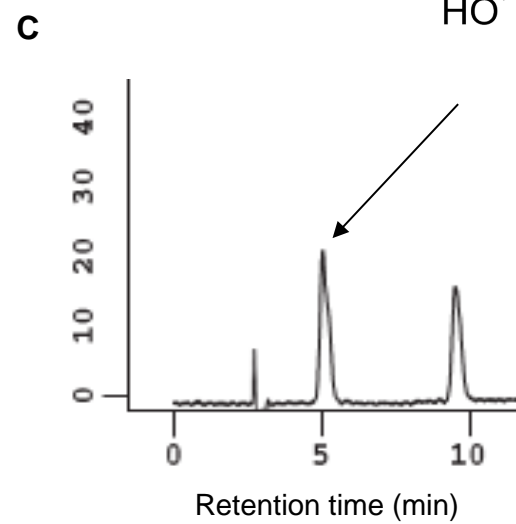

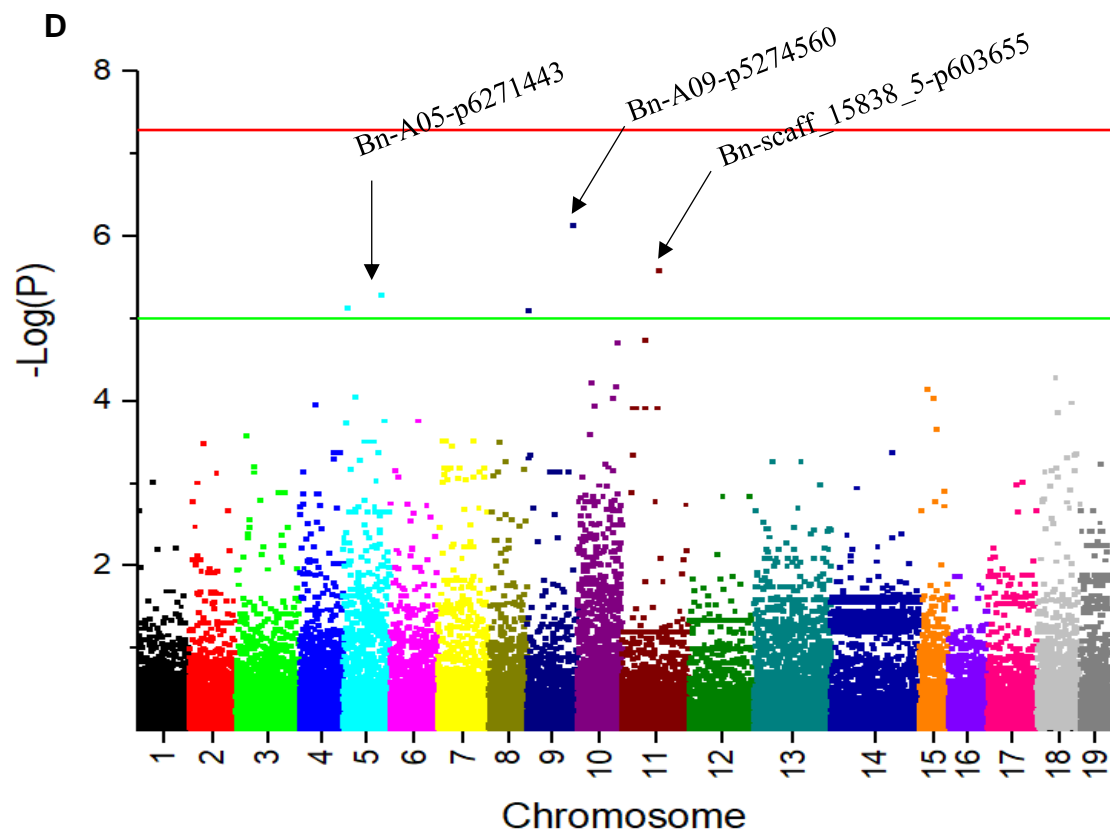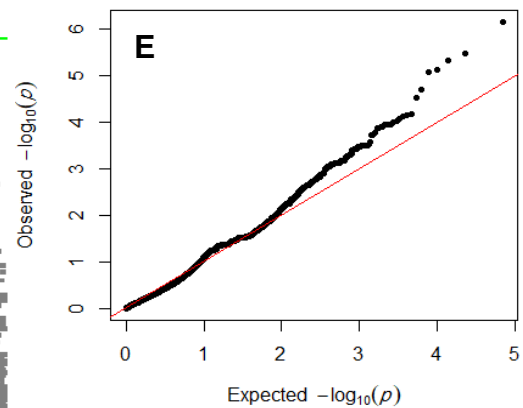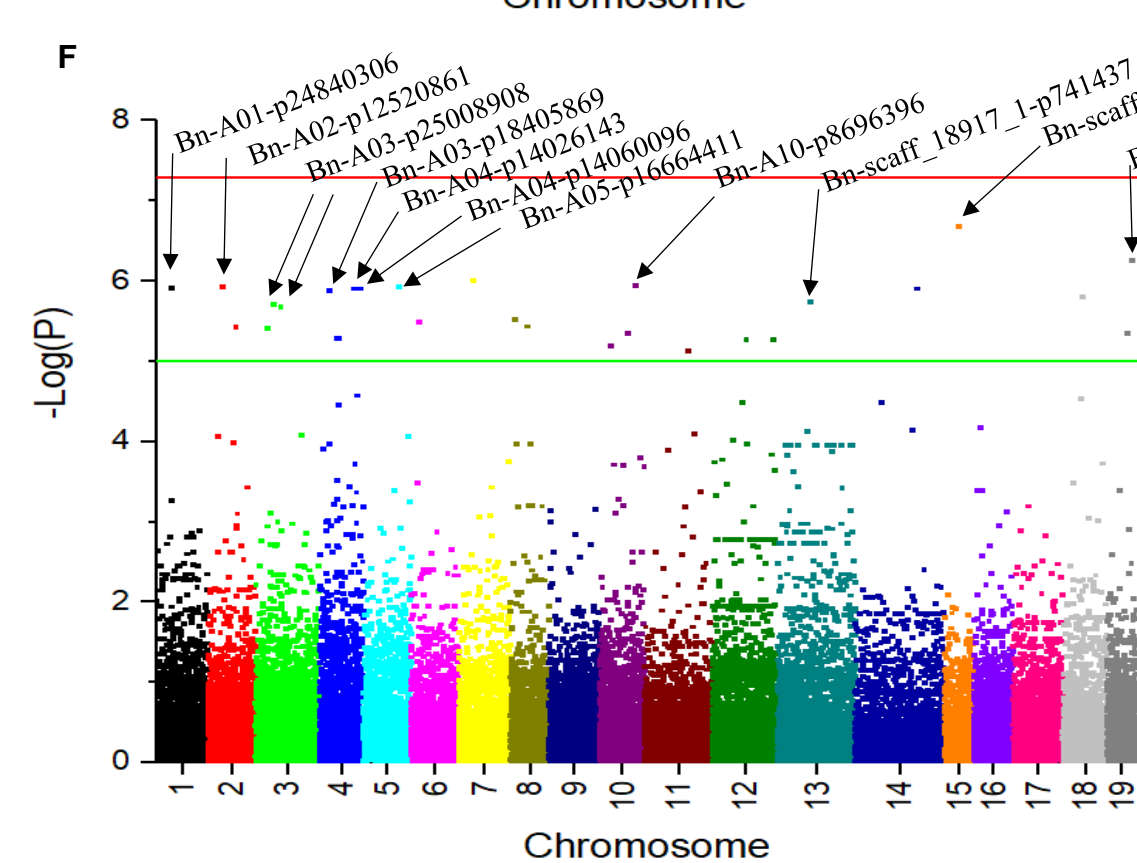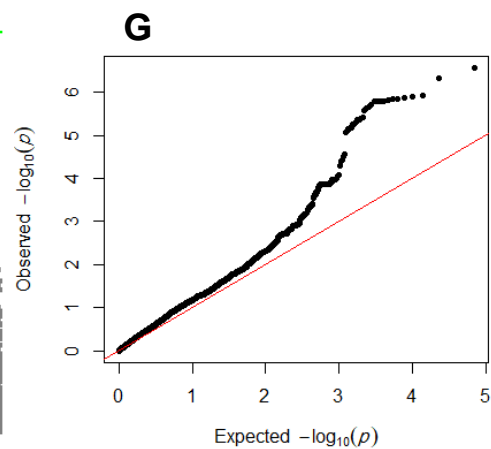

**Supplementary Fig. S3.** Manhattan and QQ-plots for GWAS of gallic acid content under well-watered condition and caffeic acid and epicatechin under drought stress. **(A)** Manhattan plot displaying the GWAS result of gallic acid content in 19 chromosomes under well-watered condition. SNPs on different chromosomes are denoted by different colors. **(B)** The corresponding quantile-quantile (QQ) plot for GWAS of gallic acid content under well-watered condition. **(C)** The HPLC chromatograms for gallic acid. **(D)** Manhattan plot displaying the GWAS result of caffeic acid content in 19 chromosomes under drought stress condition. **(E)** QQ-plot for GWAS of caffeic acid content under drought stress condition. **(F)** Manhattan plot displaying the GWAS result of epicatechin content in 19 chromosomes under drought stress condition. **(G)** QQ-plot for GWAS of epicatechin content under drought stress condition.

# Supplementary material for: Integration of genome-wide association studies, metabolomics, and transcriptomics reveals phenolic acid- and flavonoid-associated genes and their regulatory elements under drought stress in rapeseed flowers
**Source:** Front Plant Sci. 2024 Jan 11;14:1249142. doi: 10.3389/fpls.2023.1249142
**Supplement:** Supplementary file 4

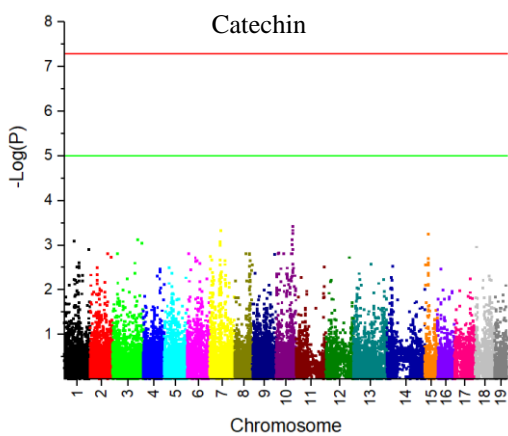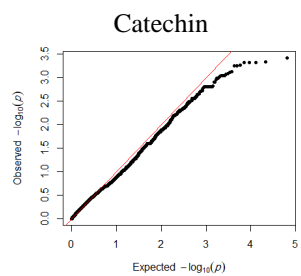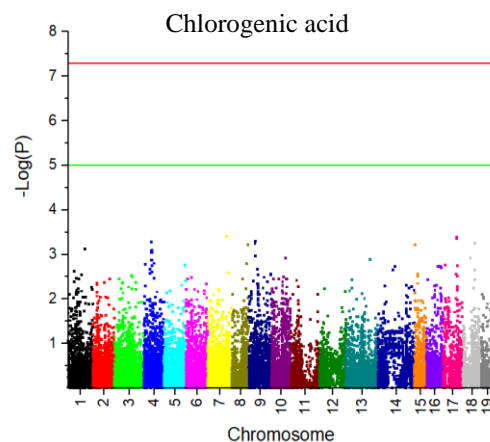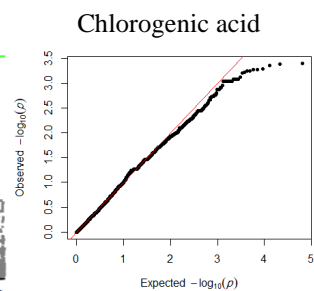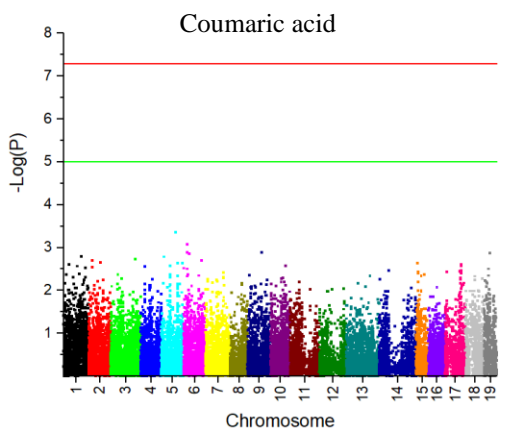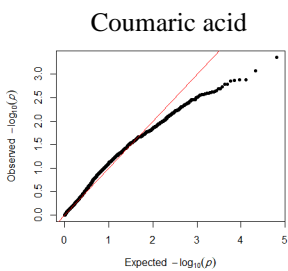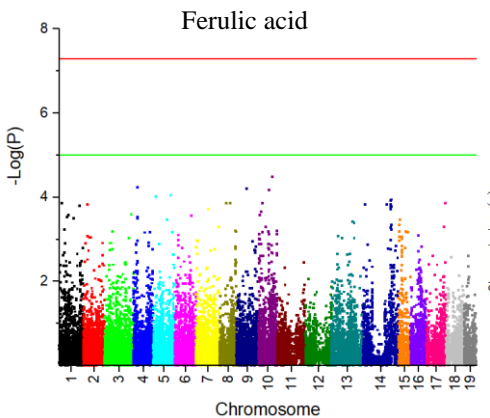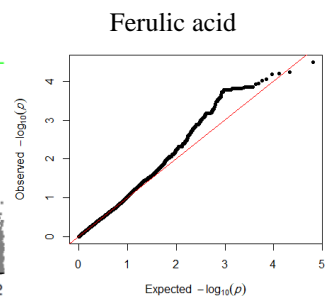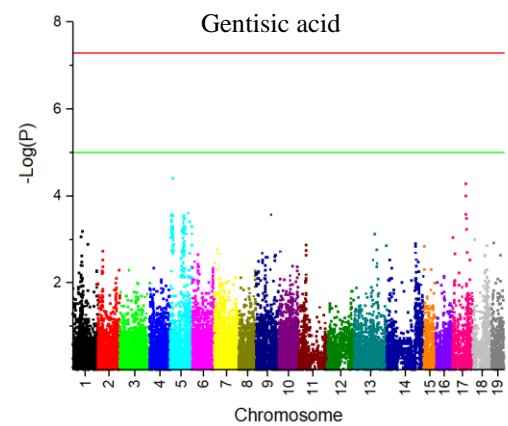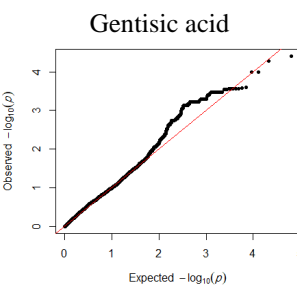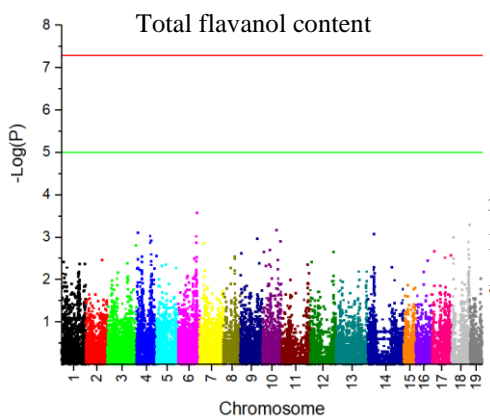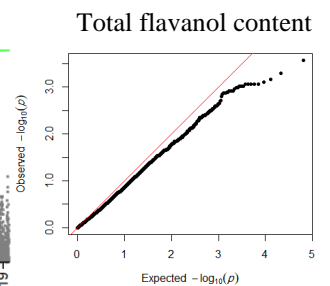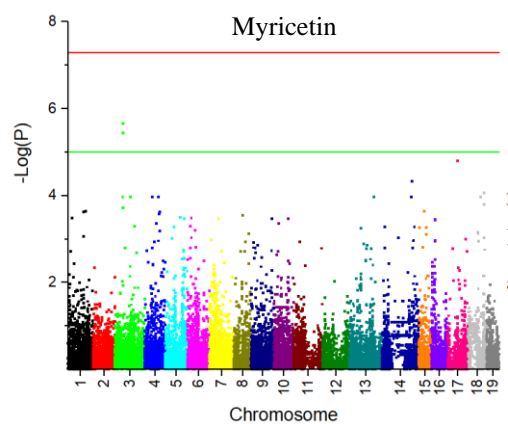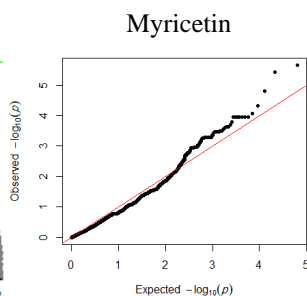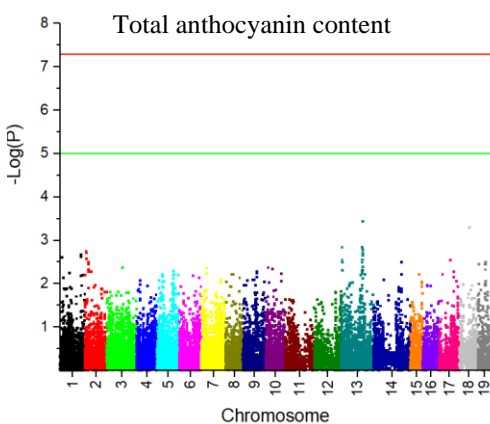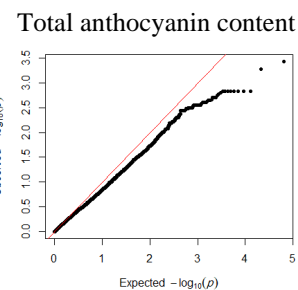

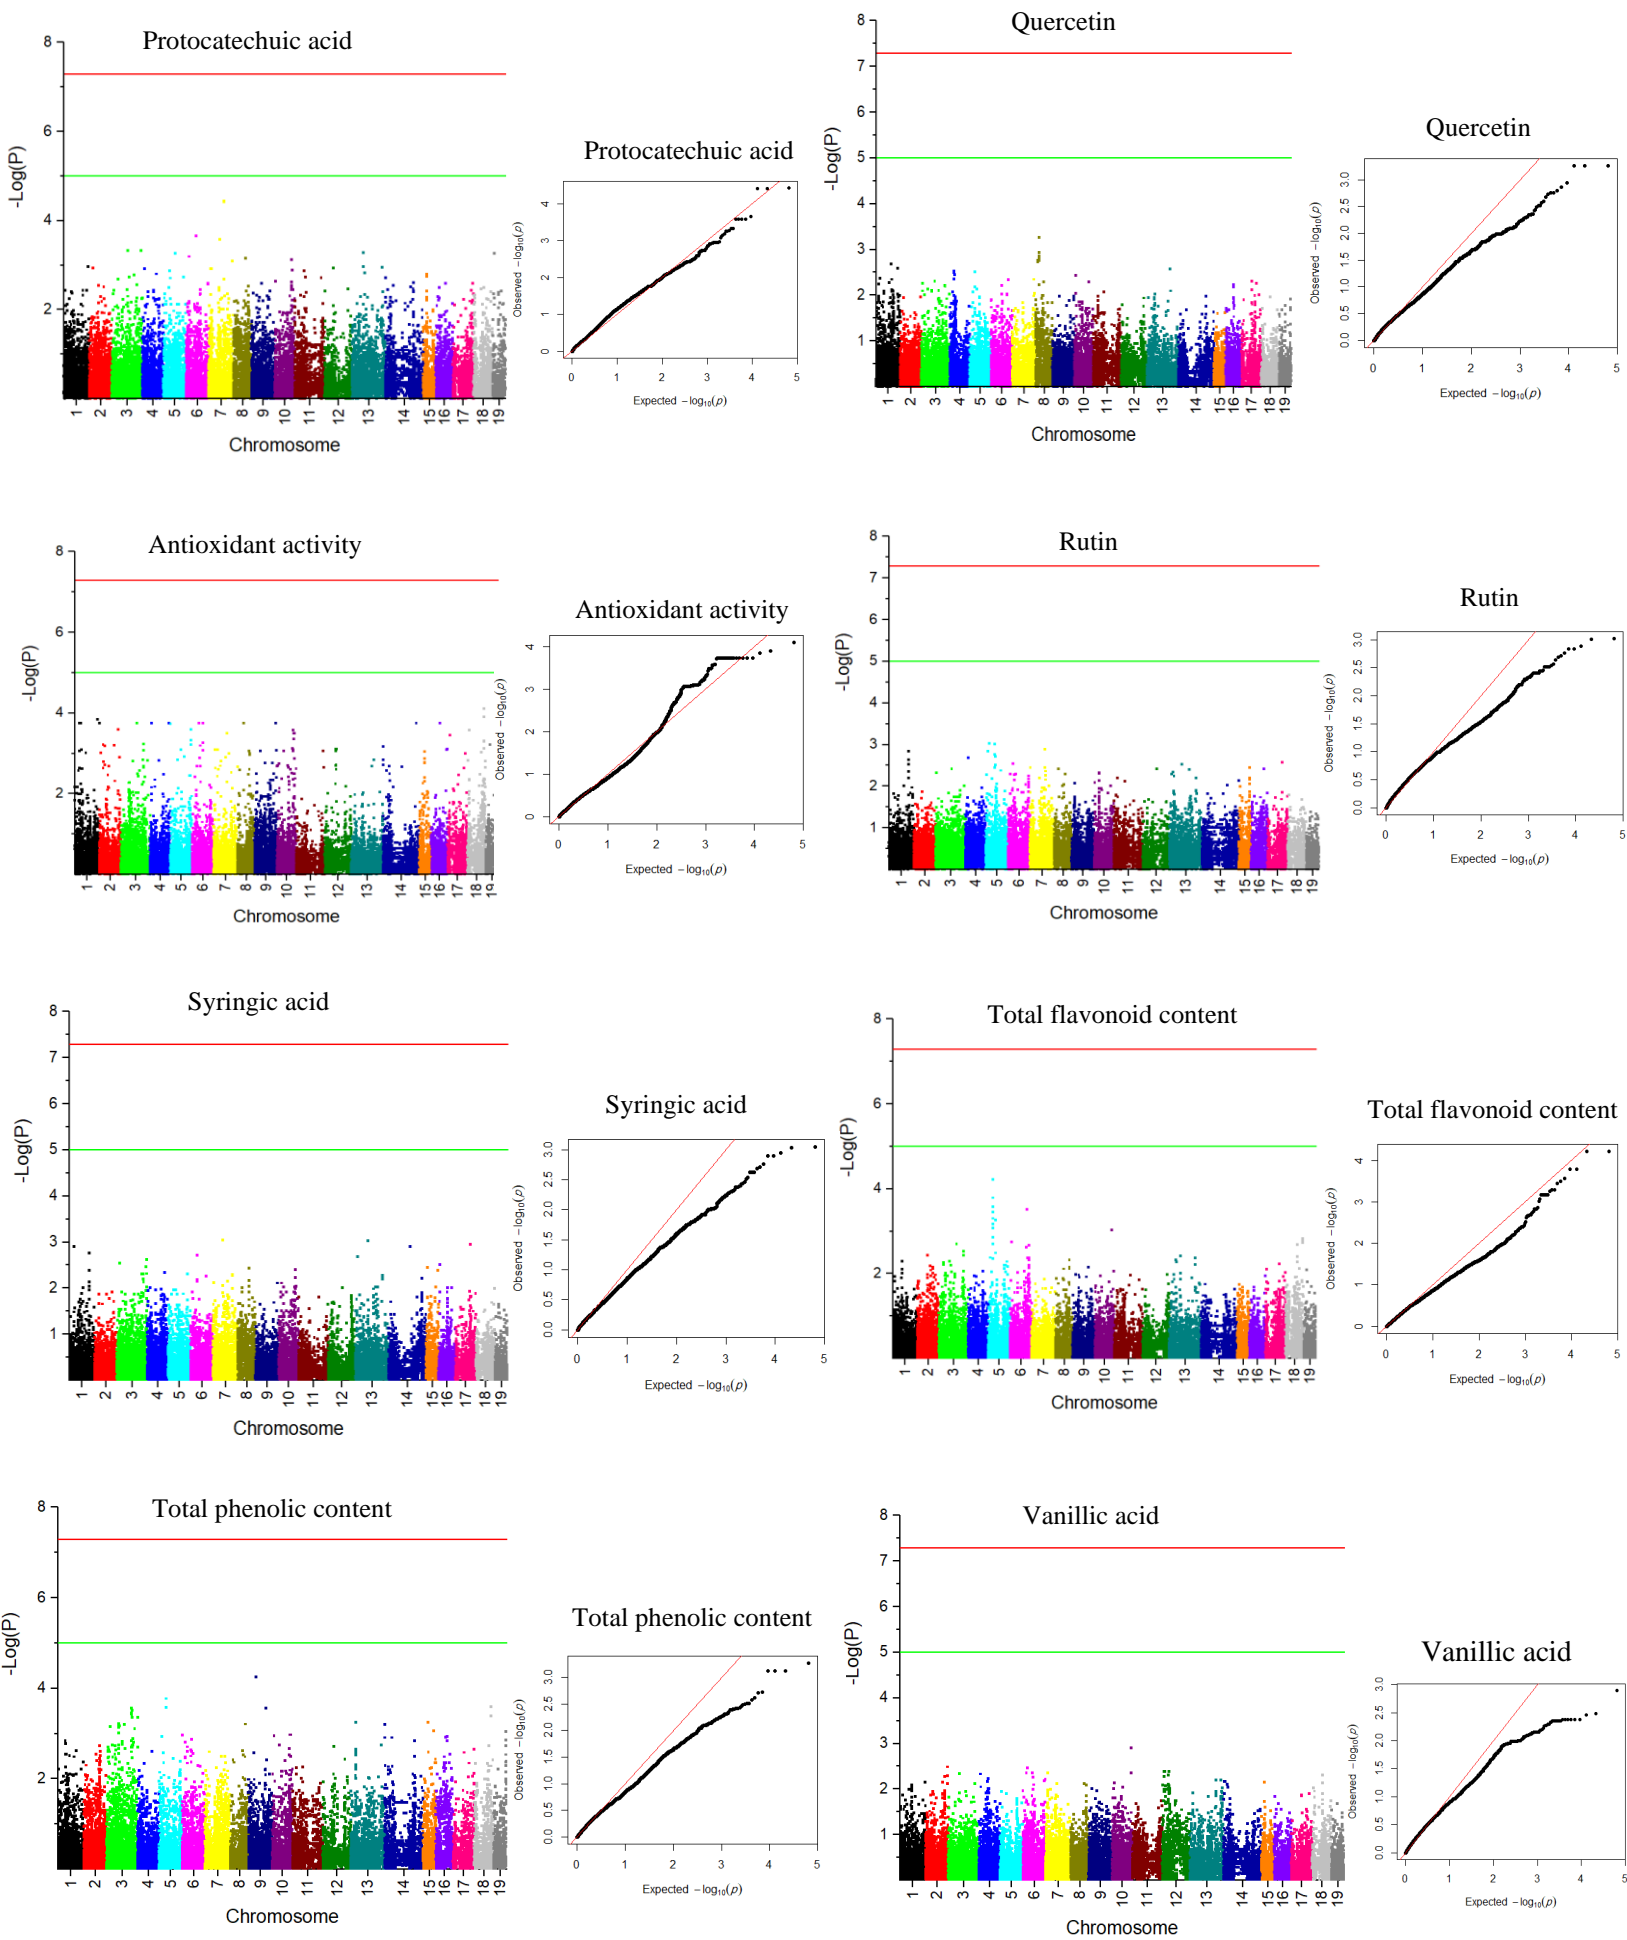

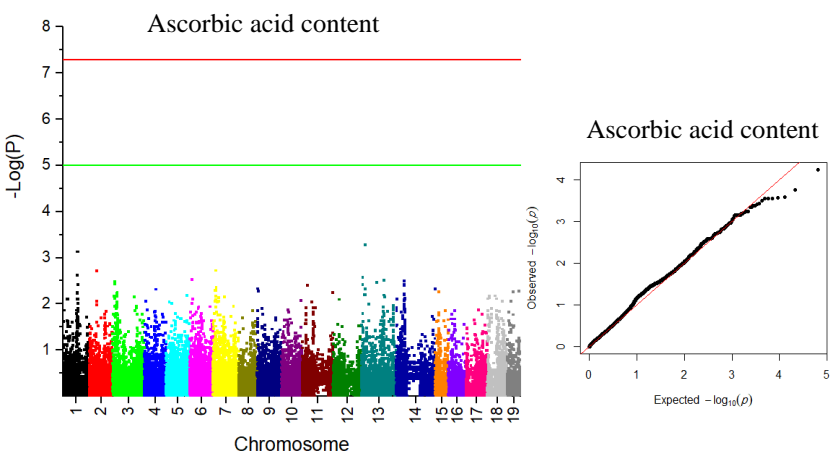

**Supplementary Fig. S4.** Manhattan plot depicting the genome-wide significant associations between SNP markers and phytochemical traits and phenolic compounds under well-watered condition. The corresponding quantile-quantile (QQ) plot is shown at the right side of the Manhattan plot. Markers on different chromosomes are denoted by different colors.

# Supplementary material for: Integration of genome-wide association studies, metabolomics, and transcriptomics reveals phenolic acid- and flavonoid-associated genes and their regulatory elements under drought stress in rapeseed flowers
**Source:** Front Plant Sci. 2024 Jan 11;14:1249142. doi: 10.3389/fpls.2023.1249142
**Supplement:** Supplementary file 5

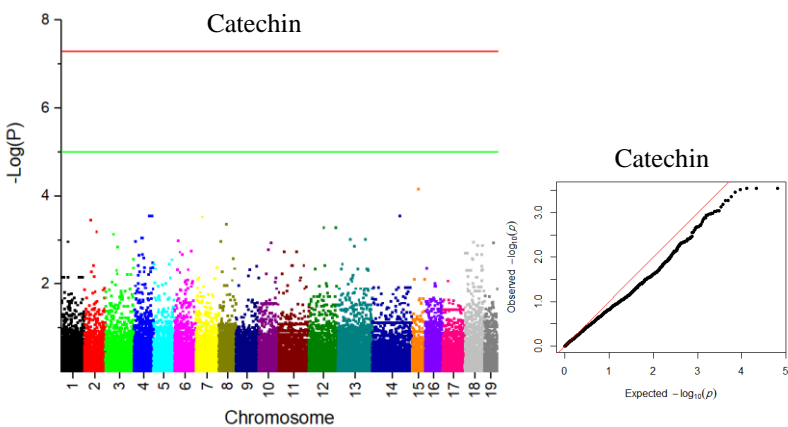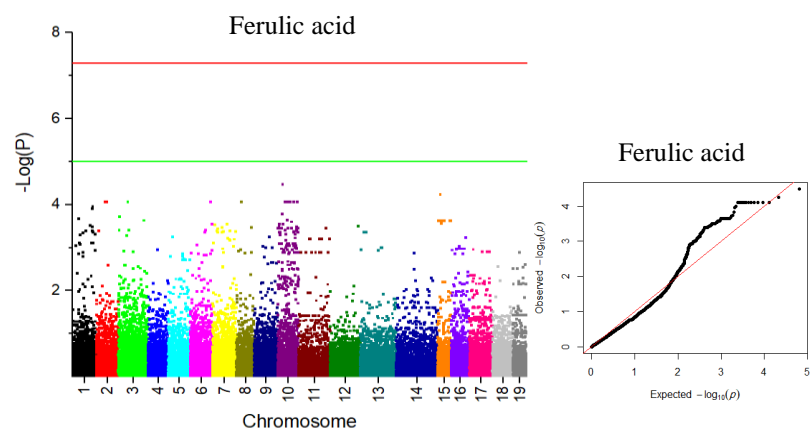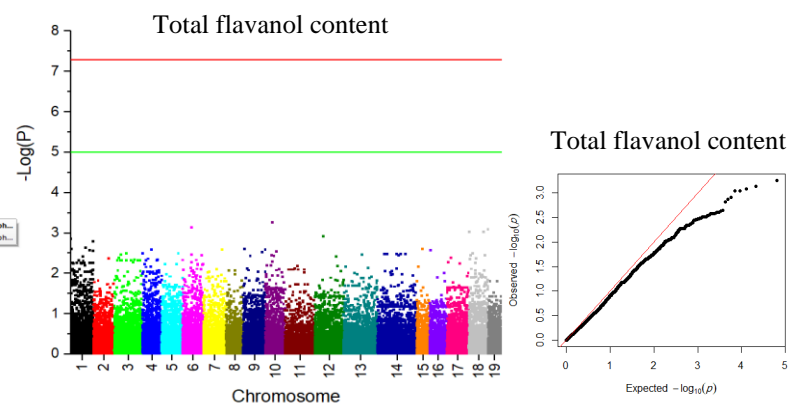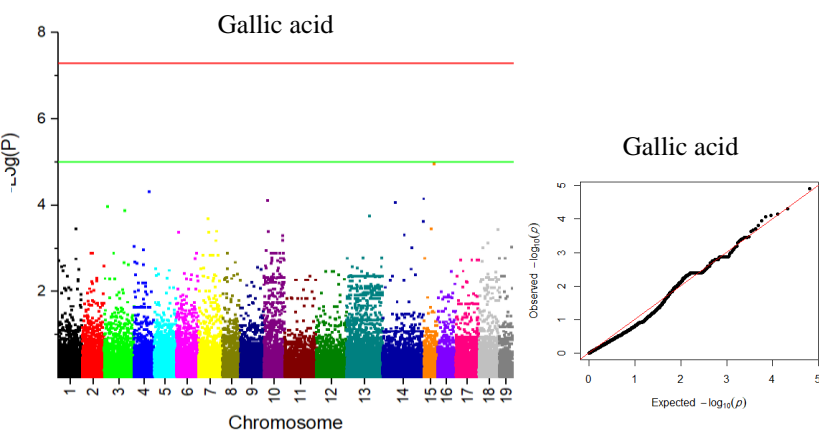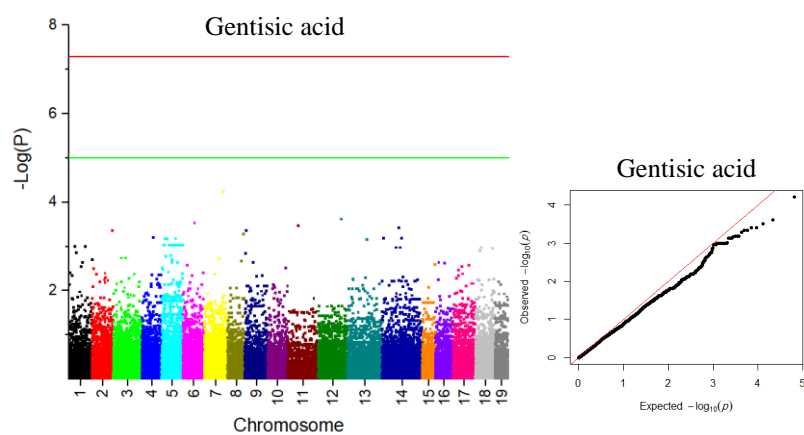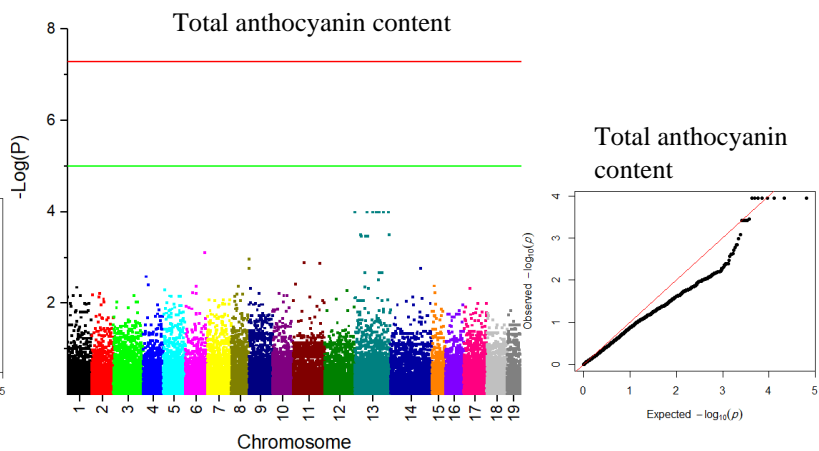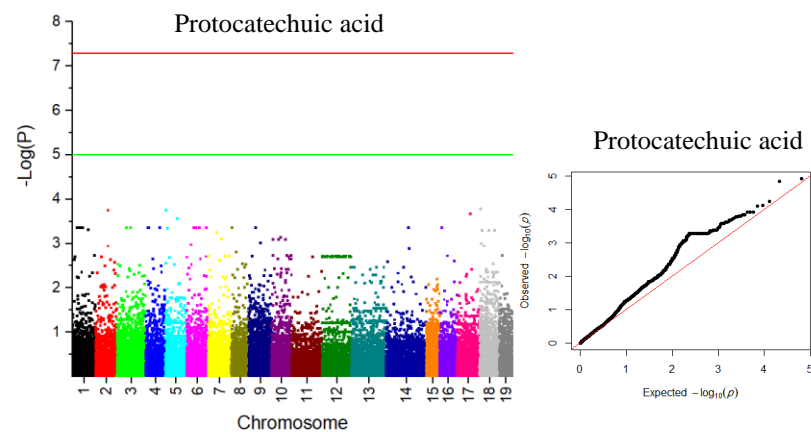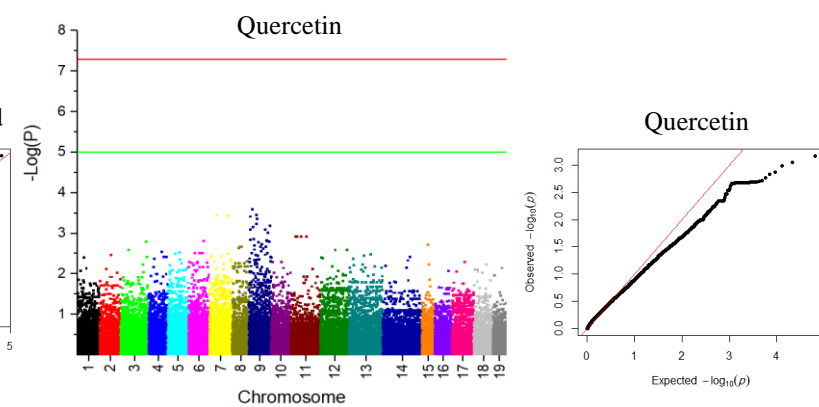

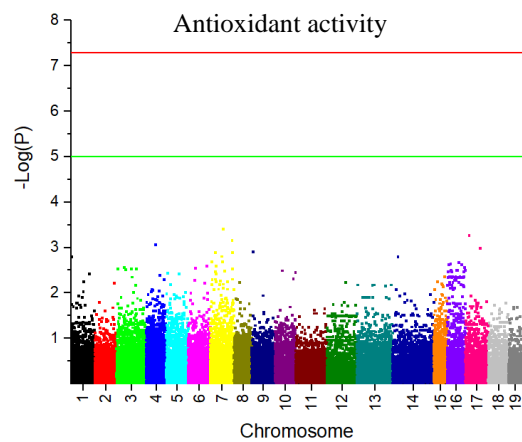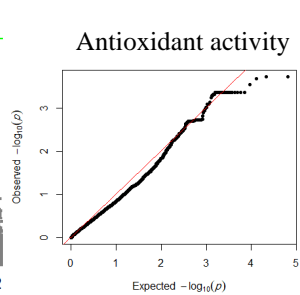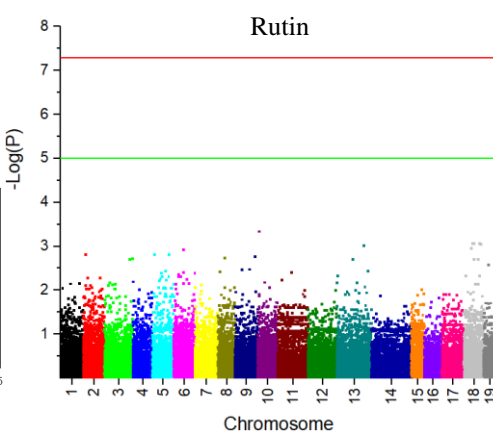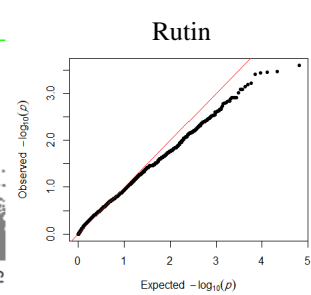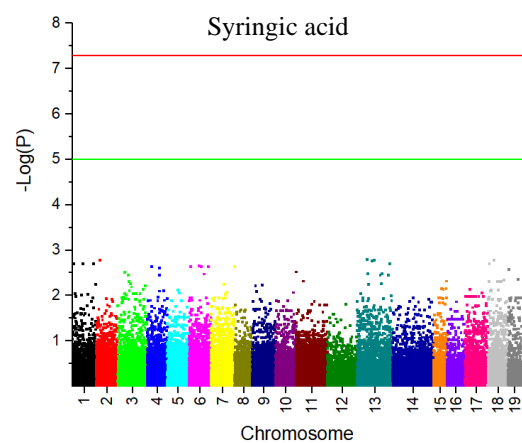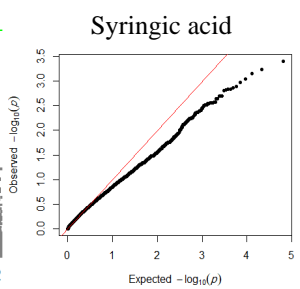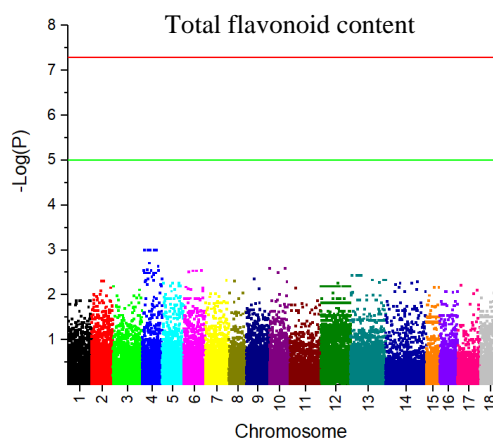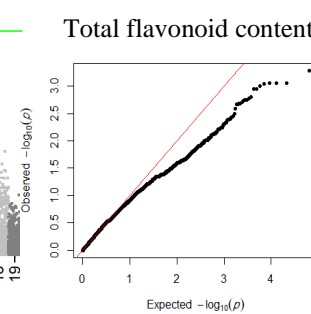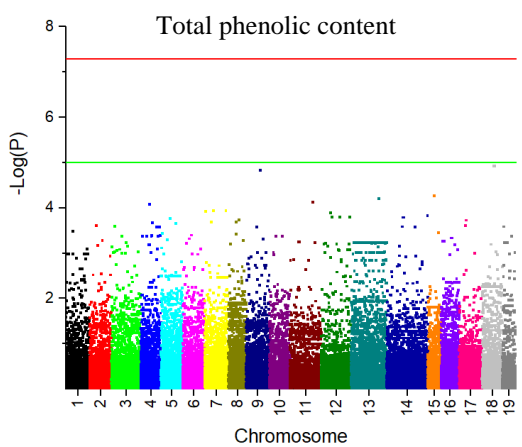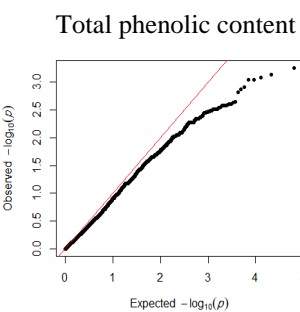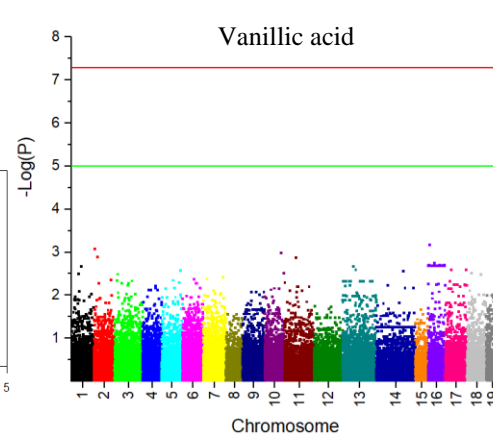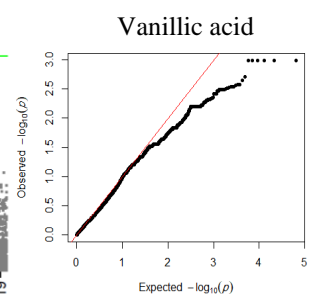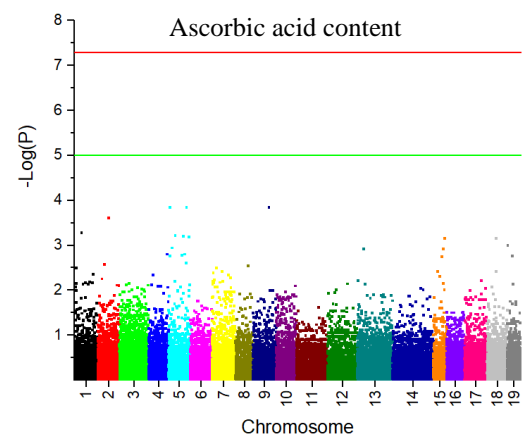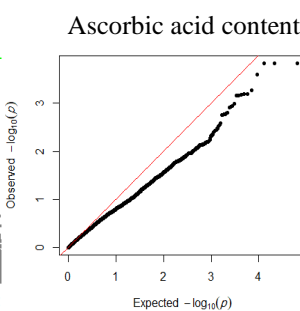

**Supplementary Fig. S5.** Manhattan plot depicting the genome-wide significant associations between SNP markers and phytochemical traits and phenolic compounds under drought stress condition. The corresponding quantile-quantile (QQ) plot is shown at the right side of the Manhattan plot. Markers on different chromosomes are denoted by different colors.

# Supplementary material for: Integration of genome-wide association studies, metabolomics, and transcriptomics reveals phenolic acid- and flavonoid-associated genes and their regulatory elements under drought stress in rapeseed flowers
**Source:** Front Plant Sci. 2024 Jan 11;14:1249142. doi: 10.3389/fpls.2023.1249142
**Supplement:** Supplementary file 6

**Supplementary Table S1.** Description of rapeseed (*Brassica napus*) accessions tested for phytochemical traits, phenolic compounds and genome-wide association study (GWAS) for traits at well-watered and drought-stressed.

| Code | Accession    | Origin  | Breeding status | Seasonal type <sup>a</sup> | Pollination status | Code | Accession              | Origin  | Breeding status | Seasonal type | Pollination status |
|------|--------------|---------|-----------------|----------------------------|--------------------|------|------------------------|---------|-----------------|---------------|--------------------|
| G01  | Okapi        | France  | Cultivar        | Winter                     | Open pollinating   | G31  | Es neptune             | France  | Hybrid          | Winter        | -                  |
| G02  | Ahmadi       | Iran    | Cultivar        | Winter                     | Open pollinating   | G32  | Kodiak                 | Germany | Cultivar        | Winter        | Open pollinating   |
| G03  | Slm046       | France  | Breeding line   | Winter                     | Open pollinating   | G33  | Tassilo                | Germany | Hybrid          | Winter        | -                  |
| G04  | Sw102        | Iran    | Breeding line   | Winter                     | Open pollinating   | G34  | Triangle               | Germany | Hybrid          | Winter        | -                  |
| G05  | 172          | Iran    | Breeding line   | Winter                     | Open pollinating   | G35  | Traviata               | Germany | Hybrid          | Winter        | -                  |
| G06  | 963          | Iran    | Breeding line   | Winter                     | Open pollinating   | G36  | Diffusion              | Germany | Cultivar        | Winter        | Open pollinating   |
| G07  | 957          | Iran    | Breeding line   | Winter                     | Open pollinating   | G37  | Zorica                 | Serbia  | Cultivar        | Winter        | Open pollinating   |
| G08  | Expower      | America | Hybrid          | Winter                     | -                  | G38  | Zelatna                | Serbia  | Cultivar        | Winter        | Open pollinating   |
| G09  | Dk extorm    | America | Hybrid          | Winter                     | -                  | G39  | Es Hydromel            | France  | Hybrid          | Winter        | -                  |
| G10  | Dk excalibur | America | Hybrid          | Winter                     | -                  | G40  | Es Alonso              | France  | Hybrid          | Winter        | -                  |
| G11  | Es vatalie   | France  | Hybrid          | Winter                     | -                  | G41  | Es Darko               | France  | Hybrid          | Winter        | -                  |
| G12  | Es Danube    | France  | Hybrid          | Winter                     | -                  | G42  | Es lauwen              | France  | Hybrid          | Winter        | -                  |
| G13  | Es Artist    | France  | Hybrid          | Winter                     | -                  | G43  | Es mercure             | France  | Hybrid          | Winter        | -                  |
| G14  | Sy vesuvio   | America | Hybrid          | Winter                     | -                  | G44  | Okapi-original-mashkad | France  | Hybrid          | Winter        | -                  |
| G15  | Sy melea     | America | Hybrid          | Winter                     | -                  | G45  | Garou                  | Germany | Cultivar        | Winter        | -                  |
| G16  | Sy Harnus    | America | Hybrid          | Winter                     | -                  | G46  | Rohan                  | Germany | Cultivar        | Winter        | Open pollinating   |
| G17  | 1110         | Iran    | Breeding line   | Winter                     | Open pollinating   | G47  | Gk Reka                | Hungary | Cultivar        | Winter        | Open pollinating   |
| G18  | 1112         | Iran    | Breeding line   | Winter                     | Open pollinating   | G48  | Gk csenge              | Hungary | Cultivar        | Winter        | Open pollinating   |
| G19  | 1093         | Iran    | Breeding line   | Winter                     | Open pollinating   | G49  | Z-800-3                | Iran    | Breeding line   | Winter        | Open pollinating   |
| G20  | 1096         | Iran    | Breeding line   | Winter                     | Open pollinating   | G50  | Z-800-6                | Iran    | Breeding line   | Winter        | Open pollinating   |
| G21  | 1114         | Iran    | Breeding line   | Winter                     | Open pollinating   | G51  | Z-900-3                | Iran    | Breeding line   | Winter        | Open pollinating   |
| G22  | 1204         | Iran    | Breeding line   | Winter                     | Open pollinating   | G52  | Z-900-6                | Iran    | Breeding line   | Winter        | Open pollinating   |
| G23  | 1206         | Iran    | Breeding line   | Winter                     | Open pollinating   | G53  | Z-900-7                | Iran    | Breeding line   | Winter        | Open pollinating   |
| G24  | Talaye       | Germany | Cultivar        | Winter                     | Open pollinating   | G54  | Z-900-8                | Iran    | Breeding line   | Winter        | Open pollinating   |
| G25  | Opera        | Germany | Cultivar        | Winter                     | Open pollinating   | G55  | Z-900-9                | Iran    | Breeding line   | Winter        | Open pollinating   |
| G26  | Licorol      | Germany | Cultivar        | Winter                     | Open pollinating   | G56  | Z-900-10               | Iran    | Breeding line   | Winter        | Open pollinating   |
| G27  | Modena       | Russia  | Cultivar        | Winter                     | Open pollinating   | G57  | T-800-1                | Iran    | Breeding line   | Winter        | Open pollinating   |
| G28  | Zarfam       | Iran    | Cultivar        | Faculative                 | Open pollinating   | G58  | T-800-6                | Iran    | Breeding line   | Winter        | Open pollinating   |
| G29  | Gabriella    | Hungary | Cultivar        | Winter                     | Open pollinating   | G59  | Cod 769                | Iran    | Breeding line   | Winter        | Open pollinating   |
| G30  | Brutus       | Germany | Hybrid          | Winter                     | -                  | G60  | Exp-800-3              | Iran    | Breeding line   | Winter        | Open pollinating   |

**Supplementary Table S1.** (Continued)

| Code | Accession | Origin  | Breeding status | Seasonal type | Pollination status | Code | Accession         | Origin    | Breeding status | Seasonal type | Pollination status |
|------|-----------|---------|-----------------|---------------|--------------------|------|-------------------|-----------|-----------------|---------------|--------------------|
| G61  | Exp-900-1 | Iran    | Breeding line   | Winter        | Open pollinating   | G91  | B20-p15 R13 S2-13 | Iran      | Breeding line   | Winter        | Open pollinating   |
| G62  | Code 12   | Iran    | Breeding line   | Winter        | Open pollinating   | G92  | B17-p12 R1 S2-1   | Iran      | Breeding line   | Winter        | Open pollinating   |
| G63  | Code 21   | Iran    | Breeding line   | Winter        | Open pollinating   | G93  | B17-p12 R9 S2-1   | Iran      | Breeding line   | Winter        | Open pollinating   |
| G64  | Code 20   | Iran    | Breeding line   | Winter        | Open pollinating   | G94  | B19-p14 R12 S2-1  | Iran      | Breeding line   | Winter        | Open pollinating   |
| G65  | Code 18   | Iran    | Breeding line   | Winter        | Open pollinating   | G95  | B20-p15 R14 S2-3  | Iran      | Breeding line   | Winter        | Open pollinating   |
| G66  | Code 255  | Iran    | Breeding line   | Winter        | Open pollinating   | G96  | B17-p12 R2 S2-1   | Iran      | Breeding line   | Winter        | Open pollinating   |
| G67  | Code 262  | Iran    | Breeding line   | Winter        | Open pollinating   | G97  | B19-p14 R8 S2-1   | Iran      | Breeding line   | Winter        | Open pollinating   |
| G68  | Code 763  | Iran    | Breeding line   | Winter        | Open pollinating   | G98  | B15-p11 R15 S2-5  | Iran      | Breeding line   | Winter        | Open pollinating   |
| G69  | Code 768  | Iran    | Breeding line   | Winter        | Open pollinating   | G99  | B17-p12 R3 S2-1   | Iran      | Breeding line   | Winter        | Open pollinating   |
| G70  | Code 751  | Iran    | Breeding line   | Winter        | Open pollinating   | G100 | B12-p9 R2 S2-3    | Iran      | Breeding line   | Winter        | Open pollinating   |
| G71  | Code 268  | Iran    | Breeding line   | Winter        | Open pollinating   | G101 | B19-p14 R1 S2-2   | Iran      | Breeding line   | Winter        | Open pollinating   |
| G72  | Code 270  | Iran    | Breeding line   | Winter        | Open pollinating   | G102 | B19-p14 R1 S2-1   | Iran      | Breeding line   | Winter        | Open pollinating   |
| G73  | Code 655  | Iran    | Breeding line   | Winter        | Open pollinating   | G103 | B16-p11 R16 S2-1  | Iran      | Breeding line   | Winter        | Open pollinating   |
| G74  | Code 914  | Iran    | Breeding line   | Winter        | Open pollinating   | G104 | B19-p14 R12 S2-6  | Iran      | Breeding line   | Winter        | Open pollinating   |
| G75  | Code 253  | Iran    | Breeding line   | Winter        | Open pollinating   | G105 | B12-p9 R1 S2-1    | Iran      | Breeding line   | Winter        | Open pollinating   |
| G76  | Code 266  | Iran    | Breeding line   | Winter        | Open pollinating   | G106 | B17-p12 R13 S2-1  | Iran      | Breeding line   | Winter        | Open pollinating   |
| G77  | Code 263  | Iran    | Breeding line   | Winter        | Open pollinating   | G107 | B17 okapi -1      | Iran      | Breeding line   | Winter        | Open pollinating   |
| G78  | Code 770  | Iran    | Breeding line   | Winter        | Open pollinating   | G108 | B17-p15 R13 S2-8  | Iran      | Breeding line   | Winter        | Open pollinating   |
| G79  | Code 264  | Iran    | Breeding line   | Winter        | Open pollinating   | G109 | Code-3-2          | Iran      | Breeding line   | Winter        | Open pollinating   |
| G80  | Code 901  | Iran    | Breeding line   | Winter        | Open pollinating   | G110 | H4815             | Australia | Cultivar        | Spring        | Open pollinating   |
| G81  | Code 23   | Iran    | Breeding line   | Winter        | Open pollinating   | G111 | Dalgan            | Iran      | Cultivar        | Spring        | Open pollinating   |
| G82  | Code 655  | Iran    | Breeding line   | Winter        | Open pollinating   | G112 | Licord            | Germany   | Cultivar        | Winter        | Open pollinating   |
| G83  | Code 1    | Iran    | Breeding line   | Winter        | Open pollinating   | G113 | H308              | Australia | Cultivar        | Spring        | Open pollinating   |
| G84  | Code 3    | Iran    | Breeding line   | Winter        | Open pollinating   | G114 | Zafar             | Iran      | Cultivar        | Spring        | Open pollinating   |
| G85  | Code 11   | Iran    | Breeding line   | Winter        | Open pollinating   | G115 | Sarigol           | Iran      | Cultivar        | Spring        | Open pollinating   |
| G86  | Code 19   | Iran    | Breeding line   | Winter        | Open pollinating   | G116 | H401              | Australia | Cultivar        | Spring        | Open pollinating   |
| G87  | Cooper    | Germany | Breeding line   | Winter        | Open pollinating   | G117 | Karaj1            | Iran      | Cultivar        | Winter        | Open pollinating   |
| G88  | Adriana   | Germany | Breeding line   | Winter        | Open pollinating   | G118 | RGS               | Germany   | Cultivar        | Spring        | Open pollinating   |
| G89  | Code 767  | Iran    | Breeding line   | Winter        | Open pollinating   | G119 | H420              | Australia | Cultivar        | Spring        | Open pollinating   |
| G90  | Code 752  | Iran    | Breeding line   | Winter        | Open pollinating   |      |                   |           |                 |               |                    |

<sup>a</sup>Seasonal types were distinguished by their flowering times at Research Farm of Plant Production and Genetics, Shiraz, Iran.

# Supplementary material for: Integration of genome-wide association studies, metabolomics, and transcriptomics reveals phenolic acid- and flavonoid-associated genes and their regulatory elements under drought stress in rapeseed flowers
**Source:** Front Plant Sci. 2024 Jan 11;14:1249142. doi: 10.3389/fpls.2023.1249142
**Supplement:** Supplementary file 7

**Supplementary Table S2.** Concentrations of macronutrient and micronutrient elements in soil of experiment in 2020.

| Element                         | Symbol | Value |
|---------------------------------|--------|-------|
| <b>Macronutrients</b>           |        |       |
| Calcium (Mgk <sup>-1</sup> )    | Ca     | 4511  |
| Phosphorus (Mgk <sup>-1</sup> ) | P      | 34.59 |
| Potassium (Mgk <sup>-1</sup> )  | K      | 1140  |
| Nitrogen (%)                    | N      | 0.23  |
| <b>Micronutrients</b>           |        |       |
| Manganese (Mgk <sup>-1</sup> )  | Mn     | 21.83 |
| Zinc (Mgk <sup>-1</sup> )       | Zn     | 2.69  |
| Iron (Mgk <sup>-1</sup> )       | Fe     | 5.70  |
| Boron (ppm)                     | B      | 0.36  |
| <b>pH</b>                       |        | 7.20  |

The concentrations of elements are in mg/kg, parts per million (ppm), and Percent (%).

# Supplementary material for: Integration of genome-wide association studies, metabolomics, and transcriptomics reveals phenolic acid- and flavonoid-associated genes and their regulatory elements under drought stress in rapeseed flowers
**Source:** Front Plant Sci. 2024 Jan 11;14:1249142. doi: 10.3389/fpls.2023.1249142
**Supplement:** Supplementary file 8

**Supplementary Table S3.** Results of ANOVA on the effects of genotype and irrigation regime on the phytochemical traits, antioxidant activity and phenolic compounds rapeseed (*Brassica napus*).

|                           | Genotype     | Environment        | Genotype × Environment |
|---------------------------|--------------|--------------------|------------------------|
| df                        | 118          | 1                  | 118                    |
| Total phenolic content    | 833.97**     | 3876.14**          | 14.53**                |
| Total flavonoid content   | 290573.85**  | 1424841.42**       | 13603.45**             |
| Total flavanol content    | 1185954.40** | 2960218.30**       | 44060.30**             |
| Antioxidant activity      | 2.20**       | 59.25**            | 0.15 <sup>ns</sup>     |
| Ascorbic acid content     | 316.36**     | 3689.14**          | 37.45 <sup>ns</sup>    |
| Total anthocyanin content | 18769.68**   | 390058.79**        | 2095.44 <sup>ns</sup>  |
| Gallic acid               | 1.99**       | 45.90**            | 0.17**                 |
| Protocatechuic acid       | 12.67**      | 141.02**           | 3.92**                 |
| Catechin                  | 1.30**       | 434.90**           | 0.64**                 |
| Vanillic acid             | 6.72**       | 14.42**            | 0.63**                 |
| Epicatechin               | 97.38**      | 2376.76**          | 65.64**                |
| Syringic acid             | 782.74**     | 722.75**           | 39.82**                |
| Chlorogenic acid          | 9.22**       | 71.58**            | 4.40 <sup>ns</sup>     |
| Gentisic acid             | 4.79**       | 0.26 <sup>ns</sup> | 0.66 <sup>ns</sup>     |
| Caffeic acid              | 79.83**      | 3340.48**          | 74.43**                |
| Coumaric acid             | 9.58**       | 135.82**           | 6.45 <sup>ns</sup>     |
| Ferulic acid              | 1.27**       | 48.18**            | 0.64**                 |
| Rutin                     | 35.16**      | 334.08**           | 9.44**                 |
| Myricetin                 | 3.03**       | 496.02**           | 1.28**                 |
| Quercetin                 | 0.10**       | 0.02 <sup>ns</sup> | 0.08**                 |

\*\* $: P < 0.01$ , ns: non- significant

# Supplementary material for: Integration of genome-wide association studies, metabolomics, and transcriptomics reveals phenolic acid- and flavonoid-associated genes and their regulatory elements under drought stress in rapeseed flowers
**Source:** Front Plant Sci. 2024 Jan 11;14:1249142. doi: 10.3389/fpls.2023.1249142
**Supplement:** Supplementary file 9

**Supplementary Table S4.** Eigen vectors and eigen values of the principal components (PC) for various phytochemical traits, phenolic compounds, and antioxidant activity in rapeseed (*Brassica napus*) accessions at well-watered condition.

| Variable                  | PC1    | PC2    | PC3    | PC4    | PC5    | PC6    | PC7    |
|---------------------------|--------|--------|--------|--------|--------|--------|--------|
| Eigenvalue                | 3.64   | 2.87   | 2.33   | 2.13   | 1.37   | 1.19   | 1.03   |
| Variation (%)             | 17.9   | 12.3   | 11.68  | 10.69  | 6.88   | 5.96   | 5.18   |
| Cumulative                | 17.9   | 30.2   | 41.88  | 52.57  | 59.45  | 65.41  | 70.59  |
| Total phenolic content    | 0.447  | -0.097 | -0.078 | -0.021 | -0.130 | 0.046  | -0.030 |
| Total flavonoid content   | 0.056  | -0.283 | 0.290  | 0.099  | -0.158 | 0.280  | -0.084 |
| Total flavanol content    | -0.032 | -0.242 | 0.011  | 0.198  | 0.083  | 0.559  | 0.012  |
| Antioxidant activity      | -0.045 | 0.267  | -0.164 | -0.306 | -0.175 | -0.080 | 0.452  |
| Ascorbic acid content     | 0.158  | -0.113 | 0.067  | 0.141  | 0.355  | -0.123 | 0.168  |
| Total anthocyanin content | 0.142  | -0.183 | -0.065 | 0.084  | 0.416  | -0.289 | -0.345 |
| Gallic acid               | 0.419  | -0.001 | -0.180 | -0.011 | -0.156 | 0.027  | 0.149  |
| Protocatechuic acid       | 0.380  | 0.110  | -0.075 | -0.006 | 0.052  | 0.059  | -0.282 |
| Catechin                  | 0.494  | 0.015  | -0.070 | 0.078  | -0.025 | 0.031  | 0.065  |
| Vanillic acid             | 0.233  | -0.270 | -0.153 | -0.201 | -0.136 | 0.152  | 0.324  |
| Epicatechin               | 0.158  | -0.242 | 0.373  | -0.221 | 0.067  | -0.093 | 0.059  |
| Syringic acid             | 0.088  | 0.460  | 0.016  | 0.230  | 0.167  | 0.252  | 0.135  |
| Chlorogenic acid          | 0.227  | 0.194  | 0.417  | -0.079 | 0.143  | 0.121  | 0.091  |
| Gentisic acid             | 0.040  | 0.169  | 0.528  | -0.083 | -0.207 | 0.000  | -0.059 |
| Caffeic acid              | 0.003  | 0.030  | 0.414  | -0.229 | -0.045 | -0.095 | 0.059  |
| Coumaric acid             | -0.006 | -0.232 | 0.190  | 0.435  | 0.119  | -0.167 | 0.285  |
| Ferulic acid              | -0.020 | -0.018 | 0.065  | 0.521  | -0.184 | -0.249 | 0.411  |
| Rutin                     | 0.028  | 0.434  | 0.043  | 0.183  | 0.248  | 0.282  | -0.004 |
| Myricetin                 | 0.057  | 0.034  | -0.011 | -0.292 | 0.543  | -0.169 | 0.289  |
| Quercetin                 | 0.200  | 0.261  | 0.045  | 0.190  | -0.270 | -0.425 | -0.242 |

# Supplementary material for: Integration of genome-wide association studies, metabolomics, and transcriptomics reveals phenolic acid- and flavonoid-associated genes and their regulatory elements under drought stress in rapeseed flowers
**Source:** Front Plant Sci. 2024 Jan 11;14:1249142. doi: 10.3389/fpls.2023.1249142
**Supplement:** Supplementary file 10

**Supplementary Table S5.** Eigen vectors and eigen values of the principal components (PC) for various phytochemical traits, phenolic compounds, and antioxidant activity in rapeseed (*Brassica napus*) accessions under drought stress.

| Variable                  | PC1    | PC2    | PC3    | PC4    | PC5    | PC6    | PC7    | PC8    |
|---------------------------|--------|--------|--------|--------|--------|--------|--------|--------|
| Eigenvalue                | 3.2    | 2.36   | 1.97   | 1.74   | 1.45   | 1.38   | 1.1    | 1.02   |
| Variation (%)             | 13.1   | 10.6   | 8.85   | 8.71   | 7.27   | 6.91   | 5.55   | 5.14   |
| Cumulative                | 13.1   | 23.7   | 32.55  | 41.26  | 48.53  | 55.44  | 60.99  | 66.13  |
| Total phenolic content    | 0.128  | 0.326  | 0.272  | -0.352 | -0.228 | -0.218 | 0.086  | -0.074 |
| Total flavonoid content   | -0.078 | 0.105  | -0.145 | -0.316 | 0.081  | 0.394  | -0.248 | -0.309 |
| Total flavanol content    | 0.121  | 0.077  | -0.212 | -0.214 | 0.481  | 0.089  | 0.025  | 0.437  |
| Antioxidant activity      | -0.166 | 0.078  | 0.456  | 0.046  | -0.066 | -0.070 | -0.264 | -0.099 |
| Ascorbic acid content     | 0.040  | 0.029  | -0.110 | -0.252 | -0.275 | 0.431  | -0.174 | -0.170 |
| Total anthocyanin content | -0.017 | 0.227  | -0.063 | 0.322  | -0.284 | 0.361  | 0.078  | 0.032  |
| Gallic acid               | 0.296  | 0.343  | 0.241  | -0.150 | -0.201 | 0.025  | 0.012  | 0.201  |
| Protocatechuic acid       | 0.375  | 0.024  | 0.044  | 0.109  | 0.275  | 0.128  | -0.155 | -0.268 |
| Catechin                  | 0.435  | 0.068  | 0.009  | -0.145 | -0.136 | 0.145  | 0.122  | -0.049 |
| Vanillic acid             | 0.088  | 0.506  | -0.040 | -0.059 | 0.207  | -0.055 | 0.179  | 0.209  |
| Epicatechin               | 0.400  | -0.070 | 0.082  | 0.258  | 0.158  | 0.015  | -0.021 | -0.375 |
| Syringic acid             | -0.011 | -0.274 | 0.418  | -0.271 | 0.079  | -0.067 | 0.298  | -0.021 |
| Chlorogenic acid          | -0.017 | -0.230 | 0.146  | 0.115  | -0.209 | 0.283  | -0.292 | 0.529  |
| Gentisic acid             | -0.281 | -0.093 | 0.304  | -0.035 | 0.066  | 0.220  | 0.247  | -0.084 |
| Caffeic acid              | 0.327  | -0.125 | 0.170  | 0.190  | -0.197 | 0.170  | 0.121  | 0.239  |
| Coumaric acid             | -0.107 | 0.239  | 0.201  | 0.223  | 0.403  | 0.270  | -0.088 | 0.077  |
| Ferulic acid              | 0.175  | -0.201 | -0.360 | 0.093  | -0.163 | -0.064 | 0.369  | -0.009 |
| Rutin                     | 0.237  | -0.334 | 0.256  | -0.050 | 0.253  | 0.194  | 0.115  | 0.033  |
| Myricetin                 | -0.226 | 0.231  | 0.061  | 0.271  | -0.006 | 0.256  | 0.537  | -0.131 |
| Quercetin                 | 0.111  | 0.144  | 0.106  | 0.422  | -0.023 | -0.291 | -0.239 | -0.026 |

# Supplementary material for: Integration of genome-wide association studies, metabolomics, and transcriptomics reveals phenolic acid- and flavonoid-associated genes and their regulatory elements under drought stress in rapeseed flowers
**Source:** Front Plant Sci. 2024 Jan 11;14:1249142. doi: 10.3389/fpls.2023.1249142
**Supplement:** Supplementary file 11

**Supplementary Table S6.** Stepwise regression for determining the most important phenolics relative to antioxidant activity at well-watered and drought stress conditions.

| Variable                        | Parameter Estimate | Standard Error | Type II SS | F Value | <i>Pr</i> > F |
|---------------------------------|--------------------|----------------|------------|---------|---------------|
| <b>Well-watered condition</b>   |                    |                |            |         |               |
| Intercept                       | 92.68131           | 0.42108        | 28346      | 48445.3 | <.0001        |
| Chlorogenic acid                | 0.10945            | 0.04404        | 3.61375    | 6.18    | 0.0144        |
| Total flavonoid content         | -0.00058186        | 0.00024584     | 3.27770    | 5.60    | 0.0196        |
| Total flavonol content          | -0.00034039        | 0.00011916     | 4.77416    | 8.16    | 0.0051        |
| Total anthocyanin content       | -0.00229           | 0.00092565     | 3.59185    | 6.14    | 0.0147        |
| <b>Drought stress condition</b> |                    |                |            |         |               |
| Intercept                       | 92.18684           | 0.49077        | 14571      | 35283.8 | <.0001        |
| Gentisic acid                   | 0.10723            | 0.04707        | 2.10405    | 5.19    | 0.0246        |
| Coumaric acid                   | 0.04733            | 0.02372        | 1.61458    | 3.98    | 0.0383        |
| Myricetin                       | 0.07549            | 0.04238        | 1.28629    | 3.17    | 0.0275        |
| Ferulic acid                    | -0.12048           | 0.06542        | 1.37488    | 3.39    | 0.0281        |
| Total flavonol content          | -0.0003658         | 0.00012045     | 3.74042    | 9.23    | 0.0030        |

# Supplementary material for: Integration of genome-wide association studies, metabolomics, and transcriptomics reveals phenolic acid- and flavonoid-associated genes and their regulatory elements under drought stress in rapeseed flowers
**Source:** Front Plant Sci. 2024 Jan 11;14:1249142. doi: 10.3389/fpls.2023.1249142
**Supplement:** Supplementary file 12

MLM, TPC, RSA, TFDC, TFLC, TAC, and AAC were the abbreviations of mixed linear model, total phenolic content, radical scavenging activity, total flavonoid content, total flavonol content, total anthocyanin content, and ascorbic acid content, respectively.

# Supplementary material for: Integration of genome-wide association studies, metabolomics, and transcriptomics reveals phenolic acid- and flavonoid-associated genes and their regulatory elements under drought stress in rapeseed flowers
**Source:** Front Plant Sci. 2024 Jan 11;14:1249142. doi: 10.3389/fpls.2023.1249142
**Supplement:** Supplementary file 13

MLM, RSA, TAC, and TFLC were the abbreviations of mixed linear model, radical scavenging activity, total anthocyanin content, and total flavonol content, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

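Flowers of the high-phenolic genotype G67 and the low-phenolic genotype G59 were collected under control and drought conditions, with 3 libraries in each of the 4 groups. Genotype, treatment and replicate number were taken from the labels of the samples and from the methods. The paper's methods speak of 4 cDNA libraries, and the labels list 12 samples. All 12 were used as separate libraries, and no 2 held identical values.

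The authors filtered the reads with the NGS QC Toolkit, mapped them to the Darmor-bzh reference genome (the paper's text does not name the aligner) and computed FPKM with Cuffquant and Cuffnorm of Cufflinks 2.0.0. The deposited values are FPKM with 2 decimals, for 998 genes per library. The authors' table of the series repeats the G67 values, and 7984 of its 7984 values equal those of the library files and their means. In that table, 1 column, a ratio of means, was not used. Of the 998 identifiers, 950 are NCBI numbers and 48 are other names. They were matched to the RefSeq table of the assembly Da-Ae, in which 877 were found. As this is another assembly than the one used for mapping, no coordinates are given.

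The values used here hold no read counts, and the depth of each library is unknown. Low values were compared with the lowest value of their gene to look for steps of 1 read. Of 84 such values in G67, 37 (44%) lay within 0.15 of a whole multiple, and of 340 in G59, 120 (35.3%) did, so that no depth was recovered and no count test was run. An exact 0 is given as listed at 0.

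Differential expression was tested with limma 3.58.1 in R 4.3.3, on log2(FPKM + 1), with 1 coefficient per group, empirical Bayes moderation without a trend and Benjamini-Hochberg adjustment over the 998 genes, which all had a value above 0 in at least 1 library. A gene was counted as a DEG at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, the thresholds of the paper, and for the interaction at an adjusted p of at most 0.05 alone. On simulated values for the same 998 genes, 98.9% of 181 changed genes were called, as were 2 of 798 unchanged genes, and 0 genes were called in any of the 5 comparisons with no difference simulated. The simulated changes were rises or falls of 2 on the log2 scale in G67 drought. Genes whose fall was cut short most by the floor at 0 are in neither number. All groups were simulated at the level of G67 with normal noise. The share called thus does not hold for smaller changes or for the low values of G59. Ratios of group means, exact two-sided permutation tests on the mean log2(FPKM + 1) (20 arrangements within a genotype or treatment, 400 when stratified) and summary tables were computed with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

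The design, the alternatives and the rule for the genes named were set before the data were examined. The alternatives were pseudocounts of 0.1 and 0.01, a mean of at least 1 FPKM, median-ratio scaling, quantile normalization, a fit of the 2 compared groups only, an intensity trend, the replicate number as a block, an adjusted p of at most 0.05 alone or of at most 0.01, leaving out each library in turn, and, for ratios, group medians and geometric means. Median-ratio scaling within G67 and a fit of 2 groups with the replicate block were added after the data had been seen. The genes named are those of Table 3 that are listed and, since the other identifiers carry no gene names, the 2 with the largest rise and the 2 with the largest fall in G67 among the DEGs whose groups do not overlap.

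The labels give the groups the same replicate numbers. In G67, libraries of control and drought with the same number deviated together from their group means across genes (correlations 0.438, 0.190 and 0.194 for replicates 1, 2 and 3), so that the numbers pair the libraries there. In G59 the correlations were 0.010, -0.008 and -0.132, and between the genotypes they lay near 0.

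Tests of sets of pathway genes had been set up by words in the gene descriptions. They were not run, because the table used for names holds no descriptions. RSL1, NAC035 and ERF119 and the other genes of Table 3 that are not among the listed genes were not analysed here, nor were the GWAS and metabolite data.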

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

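All tests in this part except the comparison of splits were chosen after the result had been seen. The comparison of splits had been set up before, but what it was to show was written down after its result was known.

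By the interaction term of limma, the drought response of 623 of the 998 listed genes differed between G67 and G59. The signed log2 fold change was larger in G67 for 142 genes and in G59 for 481. The real grouping gave the largest count, as 1 of 100 splits of the libraries within the genotypes gave as many genes and the next largest count was 346. This does not exclude a chance division, because the listed genes appear to have been chosen on the real grouping, which then gives the largest count by construction. The count also presupposes that a row holds the same gene in both genotypes, and several values speak against this. The rank correlation of the control means of G59 and G67 was -0.025 across genes, which a different scale of the G59 values would not bring about, since it keeps ranks. A low correlation alone does not show displaced rows, since control and drought within G59 also had one of only 0.219, against 0.809 in G67. Noise of the G59 libraries is argued against by their replicates, whose lowest rank correlation was 0.842. In G67, 19 pairs of identifiers had identical values in all 6 libraries, and 0 of these pairs were identical in G59. In G59, 24 other pairs were identical in all 6 libraries, and 0 of them were identical in G67. If such identical values come from the annotation or the counting, which the 2 genotypes share, different expression in the 2 genotypes would not undo them. A separate count, with another rule for pairs, started from pairs identical in the control libraries. Of 35 such pairs in G59, 20 were identical under drought too, against 19 of 19 in G67. Identity was thus also lost within G59, which weakens this premise for the G59 pairs.

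A candidate explanation is that the G59 values belong to other genes than the identifiers beside them, in which case the 19 pairs would not be identical in G59, and 0 were. The reverse, that the G67 values are displaced, is argued against by the identifiers of the identical G67 pairs. In 84.2% of the 19 pairs, at least 1 identifier had no match in the assembly Da-Ae, as for duplicate records merged in a later annotation, against 22.8% expected of random pairs and 16.7% of the 24 pairs of G59. An earlier check, whether the genes of a pair are neighbours in Da-Ae, decided nothing. Both genes were placed in 3 of the 19 pairs of G67, with 0 within 5 genes of each other, and in 20 of the 24 pairs of G59, with 4 within 5 genes, which adjacent rows alone could give. This explanation was found and tested on the same data and remains a hypothesis. A biological difference between the 2 genotypes in their drought response was not tested apart from it, since each G59 value and each comparison of G67 with G59 depends on the rows matching.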

How the results depend on the processing

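Pseudocounts had the largest effect in G59, where many control values are near 0. With a pseudocount of 0.1, 922 genes were DEGs between drought and control in G59 and 505 were shared by both genotypes, and with 0.01 these numbers were 930 and 439, against 539 and 243 with a pseudocount of 1. Without a fold threshold (adjusted p of at most 0.05 alone), 836 genes passed in G67, 914 in G59 and 771 in both, by construction of a wider criterion.

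Scaling moved both the counts and the directions. Quantile normalization gave 183 DEGs in G67 and 78 shared genes, and 1 of the 6 candidate genes was a DEG in G59 in place of 4. With median-ratio scaling, 154 genes were shared. In G67, 66.97% of the DEGs were higher under drought, 59.0% with median-ratio scaling (293 DEGs) and 57.9% after quantile normalization. In G59 the share was 87.6%, 63.9% and 50.7%. Between the genotypes, the share higher in G67 was 96.1%, 67.4% and 49.3% under control and 91.0%, 60.6% and 50% under drought. For the interaction, the share with the larger signed log2 fold change in G67 was 22.8%, 35.1% and 46.8%. Median-ratio scaling over the 12 libraries changed the median log2 fold change of all listed genes from 0.98 to 0.56 in G59, from 2.67 to 0.69 between the genotypes under control and from 2.01 to 0.37 under drought, while it was -0.38 in G67 in both. These scalings assume that most genes are unchanged, while no listed gene outside Table 3 has a ratio between 0.964 and 1.68 in G67. Median-ratio scaling within G67, chosen after seeing the data, gave 471 DEGs, 80.9% of them higher under drought.

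The number of DEGs in G67 went from 355 to 523 across the 6 fits that each left out one library, that in G59 from 498 to 583, that between the genotypes from 790 to 800 under control and from 729 to 742 under drought, and that of the interaction from 602 to 665 across 12 fits. The shared genes went from 191 to 280. Of the 6 candidate genes, 2 to 3 were DEGs in G67, 3 to 5 in G59 and 4 to 6 between the genotypes under drought.

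The ratio of PAL1 in G67 was 4.75 between group medians and 2.94 between geometric means, against 2.10 between means, and went from 1.57 to 5.49 with each library left out, the highest without replicate 2 of the control. For CYP75B137 it was 2.89, 2.68 and, with median-ratio scaling, 2.34, against 2.49, and went from 2.07 to 3.37. For FLS3 it was 1.603 between medians, against 1.41, and went from 1.30 to 1.65. With each library left out it went from 1.75 to 2.68 for CHI and from 1.85 to 2.20 for CCR1. For UGT89B1 it went from 134 to 248 across 5 fits, and no ratio exists without replicate 3 of the control or between medians, because the control is then at 0. Geometric means gave no value for UGT89B1 for the same reason.

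The direction of 15 log2 fold changes of candidate genes reversed, and the cause was not tested. For UGT89B1 between G67 and G59, it was -0.66 under control after quantile normalization, and under drought -0.86 with median-ratio scaling and -1.35 after quantile normalization. The other 12 concern the interaction, which for these genes was not past the threshold as deposited. With median-ratio scaling it was -0.024 for PAL1, 0.31 for CHI and -0.88 for UGT89B1. After quantile normalization it was 0.24 for CCR1, 0.037 for CHI and -0.69 for UGT89B1. With a pseudocount of 0.1 it was -1.81 for PAL1, and with 0.01 it was -4.97 for PAL1 and -0.047 for UGT89B1. Leaving out single libraries gave 0.014 for CCR1 (range -0.41 to 0.014), without replicate 1 of the G59 drought libraries, and -0.75 to 1.14 for CYP75B137, which was 0.15 without replicate 1 of the G67 control and 1.14 without replicate 1 of the G59 drought libraries. For named genes, 471 other comparisons with an alternative did not reverse and kept their side of the threshold. Among them, the log2 fold change of CYP75B137 in G59 was 0 without replicate 1 of the G59 drought libraries. That of UGT89B1 between the genotypes under control was 0 without replicate 3 of the G67 control. A further 36 comparisons lost the threshold and 22 gained it, without a change of direction.

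With the replicate number as a block, 440 genes were DEGs in G67 and 540 in G59, 804 and 735 between the genotypes, and 624 had an interaction. The block changed the call of no named gene in the fit over the 4 groups. In the fit of 2 groups with the replicate block, which was chosen after seeing the data, 446 genes were DEGs in G67, and 4 of the 6 candidate genes, CYP75B137 with an adjusted p of 0.01 in limma, over a range of 0.00563 to 0.620 across its alternatives.

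In each comparison of 3 libraries with 3, the real grouping gave the largest count of DEGs. For drought against control in G67 and in G59, and for G67 against G59 under control and under drought, 1 of the 10 splits of the 6 libraries gave as many, and the other splits gave 0. With 10 splits the share cannot go below 0.1, so that this count alone excludes a chance division in none of them. For drought against control it stays open, because the genes appear to have been chosen on the real grouping. Between the genotypes, other values argue against it. The rank correlation was 0.842 or higher between replicates of a group, but -0.025 between the genotypes under control and 0.007 under drought. The groups were fully separated for 91.1% of the listed genes under control and 82.7% under drought, against 10% by chance. The separation is weaker evidence than the ranks, since no value of the G59 control replicate 1 was above 2.99 FPKM. If the rows were chosen for a low level in G59, the 10% does not apply. These values do not tell a genotype difference from rows of G59 that belong to other genes. In G67, where the numbers pair the libraries, 4 of the 10 splits, the real one included, part all 3 pairs, and the others of these gave 0 too.

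The table of the series holds the same values as the library files and gave no alternative, and no file held read counts, so that no count test was run. The set tests of pathway genes, with camera and fry, were not run. Since the depth of the libraries is unknown, no limit of detection can be given for genes listed at 0.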

Differences from the paper's values

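The bars of Fig. 9 are labelled as fold change, and their heights in G67 lie at the mean FPKM of the files for all 11 bars compared, so they were read as FPKM. In G59, 9 of 11 bars differ from the files, by a set factor and by more than the SD of the 3 libraries. The remaining bars lie within that SD but are not equal to the means. Under drought, CYP75B137 stands at about 2.6 against 4.25 FPKM (SD 7.36). UGT89B1 stands at about 1.6 against 3.77 FPKM (SD 2.28). For PAL1, the paper's bars stand at about 13 under control and about 39 under drought in Fig. 9B, read by eye, while the files list 0 in all 3 control libraries and a mean of 1.06 FPKM under drought. For CHI they stand at about 12 and about 21 in Fig. 9C, against 1.17 and 4.82 FPKM. For CYP75B137 the control bar stands at about 1.7 in Fig. 9D, while the files list 0 in all 3 libraries. For FLS3 the bars stand at about 22 and about 29 in Fig. 9E, against 0.287 and 1.98 FPKM. For CCR1 they stand at about 14 and about 20 in Fig. 9F, against 0.0333 and 1.36 FPKM. None of the 52 values from the alternatives set before the data were examined (group medians, geometric means, median-ratio scaling, and each library left out) closed any of these gaps. The highest mean of any listed gene in the G59 control was 11.3 FPKM.

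The 6 ratios in G67 that the paper gives in its text did not differ from those of the files.

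The paper describes the induction of FLS3, CYP75B137 and CCR1 by drought. Here none of the 3 was a DEG in G67. This call needs a fold threshold, while the paper's Fig. 9 marks differences from control by a t-test. The ratios of the means were above 1, at 1.41 for FLS3, 2.49 for CYP75B137 and 2.02 for CCR1. The drought and control libraries of these genes did not overlap, for FLS3 only just. CCR1 missed the fold threshold alone (adjusted p = 0.0017 in limma). FLS3 had a log2 fold change of 0.51, which passed the fold threshold in none of 16 alternatives. CYP75B137 was a DEG in the fit of the 2 groups of G67 alone (adjusted p = 0.00563 in limma) and in that fit with the replicate block, which was chosen after seeing the values (0.01). CCR1, with a log2 fold change of 0.997, was one with a pseudocount of 0.1, without replicate 2 or 3 of the control, without replicate 1 or 2 under drought, and with median-ratio scaling within G67, which was chosen after seeing the values.

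The paper calls the expression of all flavonoid-related genes higher in G67 than in G59. Here UGT89B1 was not a DEG between the genotypes under either treatment, and its libraries and those of CYP75B137 overlapped under drought. The paper's bars of UGT89B1 under drought stand at about 7.4 in G67 and about 1.6 in G59. The means used here were 7.38 and 3.77 FPKM. UGT89B1 was higher in G67 under drought, as a DEG, without replicate 1 or 2 of the G59 drought libraries or replicate 1 of the G67 drought libraries (log2 fold changes 1.17, 1.10 and 1.23). After quantile normalization it was a DEG in the opposite direction, lower in G67 (log2 fold change -1.35, adjusted p = 0.00532 in limma). That normalization gives all libraries the same distribution and so removes the overall difference between the genotypes.

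The paper counts more DEGs in G67 than in G59, and between the untreated genotypes more downregulated than upregulated DEGs, without naming the genotype the direction refers to. Among the 998 listed genes, 439 were DEGs in G67 and 539 in G59, and 773 of the 804 between the untreated genotypes were higher in G67. The counts are not on one scale, since the paper's cover the whole transcriptome.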

Other observations

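The tests of PAL1 and of drought replicate 1 were set before their results were seen, except the comparison of that replicate with the other two and with mixtures. All other tests in this part were chosen after the result had been seen, and the limits of the narrow interval below were picked after looking at the ratios.

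No listed gene, Table 3 genes aside, had a ratio of drought to control between 0.964 and 1.68 in G67. Inside a narrow interval from 0.97 to 1.4, there were 0 genes for drought against control and 141 to 407 genes for the 9 other splits of the 6 libraries. The upper end of the interval was set just below FLS3. This is consistent with a list that was selected on this very comparison, as 141 is the fewest of any other split. The G59 values show a similar gap, with 0 genes in the interval against 89 to 413 for the other splits. Apart from 6 genes of Table 3 set in out of order, the NCBI numbers of the list ascend and stay in one narrow range, in which Da-Ae has 7006 genes, 871 of them listed (12.4%). If the genes were chosen in this way, the shares of rising genes and the separation of the groups reflect the choice as well as the drought response. No biological explanation was tested.

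In G59, 87.6% of the DEGs rose under drought. No value of the G59 control replicate 1 was above 2.99 FPKM. Chance low values of this library are argued against as the whole cause, since 86.0% of the DEGs rose with it left out. Replicates 2 and 3 had 75 and 56 genes above 3 FPKM, so an upper limit at this level shows in replicate 1 only. Leaving replicate 1 out would not undo a choice of rows by their level in it. The G59 control replicates ranked the genes alike, with rank correlations of 0.888 to 0.905. Whether such a choice gave the rises, or whether G59 responds to drought mainly by increases, remains open and was not tested.

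PAL1 was higher in replicate 2 of the G67 control (74.9 FPKM) than in the other two (11.1 and 14.5 FPKM), with a log2 ratio of 2.55 to their mean. A shift of the whole library is argued against by the median log2 ratio of -0.017 over the 953 genes above 0 in all 3 control libraries, with a 95th percentile of 0.88. Of these genes, 7, PAL1 included, had a ratio as large. RNA of drought-treated flowers in this library is argued against by 20 other genes that rose at least 8-fold, for which the median share of drought RNA was 0.037 and the 95th percentile 0.201, while PAL1 would need a share of 1.08. A difference between the plants in PAL1 itself may remain and was not tested.

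The response of the G67 drought libraries differed in size. Regressed on the mean response of the other two, the response of replicate 1 had a slope of 0.714, that of replicate 2 a slope of 0.999 and that of replicate 3 a slope of 1.22, with the control libraries left out in turn moving the slopes by little (0.711 to 0.722 for replicate 1). If RNA of control flowers were in replicate 1, genes that rose and genes that fell would need the same share of it. The median share was 0.519 over 81 genes that rose at least 4-fold and 0.209 over 33 genes that fell as much, a difference of 0.309 (95% bootstrap interval over genes 0.186 to 0.403). The same calculation gave differences of -0.165 (-0.279 to -0.0750) for replicate 2 and -0.243 (-0.466 to -0.0612) for replicate 3, but their references include replicate 1, so that these differences partly mirror its own. A further check, chosen after the difference had been seen, mixed replicate 2 or 3 with a control library at shares of 0 to 0.6 and read each mixture, and replicate 1, against libraries left out of the mixture. Against replicate 2, the 21 mixtures gave differences of at most 0.141 and replicate 1 gave 0.262 to 0.387, and against replicate 3, the mixtures gave at most 0.0968 and replicate 1 gave 0.227 to 0.274. Control RNA is thus argued against as the whole cause of the smaller response, as far as replicates 2 and 3 stand for an unmixed library. A weaker drought response of these plants, with or without some control RNA, was not tested.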
